# TET1 is a beige adipocyte-selective epigenetic suppressor of thermogenesis

**DOI:** 10.1038/s41467-020-18054-y

**Published:** 2020-08-27

**Authors:** Sneha Damal Villivalam, Dongjoo You, Jinse Kim, Hee Woong Lim, Han Xiao, Pete-James H. Zushin, Yasuo Oguri, Pouya Amin, Sona Kang

**Keywords:** Cell biology, Physiology, Endocrinology

## Abstract

It has been suggested that beige fat thermogenesis is tightly controlled by epigenetic regulators that sense environmental cues such as temperature. Here, we report that subcutaneous adipose expression of the DNA demethylase TET1 is suppressed by cold and other stimulators of beige adipocyte thermogenesis. TET1 acts as an autonomous repressor of key thermogenic genes, including *Ucp1* and *Ppargc1a*, in beige adipocytes. Adipose-selective *Tet1* knockout mice generated by using Fabp4-Cre improves cold tolerance and increases energy expenditure and protects against diet-induced obesity and insulin resistance. Moreover, the suppressive role of TET1 in the thermogenic gene regulation of beige adipocytes is largely DNA demethylase-independent. Rather, TET1 coordinates with HDAC1 to mediate the epigenetic changes to suppress thermogenic gene transcription. Taken together, TET1 is a potent beige-selective epigenetic breaker of the thermogenic gene program. Our findings may lead to a therapeutic strategy to increase energy expenditure in obesity and related metabolic disorders.

## Abstract (web summary)

Epigenetic regulators contribute to the modulation of adipose thermogenesis by sensing environmental cues and regulating gene expression in response. Here the authors report that a DNA demethylase TET1 mediates epigenetic changes to repress thermogenic genes in mouse adipose tissue.

## Introduction

Mammals have at least two types of thermogenic adipocytes, brown and beige, that play a central role in regulating energy homeostasis^1,2^. In rodents, classical brown adipose tissue (BAT) exists in discrete anatomical depots, such as the interscapular regions, while beige adipocytes sporadically arise within white adipose tissue (WAT)^1,2^. These two thermogenic adipocyte subtypes are similar in multiple respects: both contain multilocular lipid droplets, have a high mitochondrial content, and express key thermogenic genes such as *Ucp1*, *Ppargc1a*, and *Cidea*^1,2^. At the same time, beige and brown adipocytes have several distinct characteristics that distinguish them as two different cell types. For instance, their developmental origins are different. While classical brown adipocytes derive from Myf5-positive precursors during embryonic development, beige adipocytes postnatally develop in the WAT depots of adults and derive from multiple origins depending on the depot^3–7^. In addition, molecular profiling studies highlight significant differences between the gene signatures of brown vs. beige adipocytes^8,9^. Lastly, the plasticity of thermogenic activity remarkably differs between these two cell types. Brown adipocytes are constitutively active and express high levels of UCP1 and other thermogenic genes. Their thermogenic activity can be further increased to a moderate degree upon stimulation. On the other hand, beige adipocytes express very low levels of thermogenic genes but robustly induce their expression in response to external stimuli, thus displaying a greater degree of thermogenic plasticity^1,2^.

Beige fat formation, also called “browning” or “beiging”, is induced by various environmental cues, including cold exposure, exercise, and PPARγ agonist^1,2^, and it results in the production of heat by burning stored fat. Conversely, beige adipocytes also undergo “whitening”, returning them to a white adipocyte–like phenotype, in response to thermoneutrality^10^, impaired β-adrenergic signaling^11^, triglyceride hydrolase deficiency^12^, and other cues^13^. In mice, beige fat contains one tenth the amount of UCP1, a key thermogenic protein, than brown fat;^14^ however, the total amount of beige fat can be greater than brown fat and can have a bigger impact on energy homeostasis, as it can be recruited en masse in many white depots^14^. Notably, recent studies have identified additional mechanisms through which beige fat modulates whole-body metabolism such as creatine cycling^15^ and Serca2b-mediated calcium cycling^16^. In humans, although still debatable, a substantial number of studies suggest that thermogenic adipocytes are recruited upon cold acclimatization^17,18^ leading to increased energy expenditure and a beneficial impact on glucose metabolism^18,19^. Due to this remarkable plasticity and the relevance to human obesity, beige adipocytes are an attractive therapeutic target for obesity and related metabolic diseases.

The browning and whitening of beige and brown fat involves dramatic changes in morphology, transcription, and chromatin landscape^10,20–25^. Therefore, epigenetic regulators are likely to play a key role in this process. The ten-eleven translocation (TET) proteins (TET1, 2, and 3) are the enzymes that oxidize methylated cytosine. In addition to participating in the initial step of DNA demethylation, TETs play versatile roles in transcription regulation^26^ by acting as both transcriptional co-activators and co-repressors^26^. Notably, the transcriptional regulation activity of TET proteins can be dependent or independent of their demethylase activity through interacting with other transcriptional regulators and chromatin modifiers^27–31^.

Here, we report that TET1 expression in subcutaneous adipose tissue shows reciprocal regulation with UCP1 in response to ambient temperature changes and cAMP signaling. We demonstrate that *Tet1* loss-of-function leads to cell-autonomous increases in cAMP-induced expression of thermogenic genes, including *Ucp1*, and increases in mitochondrial respiration in beige adipocytes. Consistent with this, conditional deletion of *Tet1* in adipose tissue increases browning of subcutaneous fat, leading to reduced adiposity and improved cold tolerance, glucose tolerance, and insulin sensitivity. Moreover, the knockout mice are protected from diet-induced obesity and metabolic impairment. Mechanistically, we identify that TET1 collaborates with HDAC1 to mediate the epigenetic changes that suppress thermogenic gene transcription in a DNA demethylase-independent manner. Together, our results suggest that TET1 is a potent epigenetic sensor of ambient temperature and modulates the temperature-mediated browning of beige adipocytes.

## Results

### Adipose TET1 levels in response to temperature and cAMP

First, we compared the expression of *Tets* across tissues and noted that all three *Tets* are moderately expressed in inguinal and epididymal white adipose tissues (iWAT and eWAT) and less expressed in BAT (Fig. 1a–d). To identify a potential role for the DNA methylation machinery in the temperature-induced plasticity of beige and brown adipocytes, we examined how TET expression in adipose tissue is affected by changes in ambient temperature. Inguinal white adipose tissue (iWAT), epididymal WAT (eWAT), interscapular brown fat tissue (BAT) were taken from wild-type C57BL/6J mice that were housed at RT (23 °C) before being subjected to cold (4 °C) or thermoneutral (TN, 30 °C) temperatures for 24 h. As expected, *Ucp1* levels overall went up in all three depots when mice were housed for 24 h at cold (4 °C) and down when housed at thermoneutrality (TN, 30 °C) (Fig. 1e, Supplementary Fig. 1a, e). Importantly, the expression of *Tet1* was most dramatically regulated by the changes in ambient temperature, especially in iWAT (Fig. 1f**)**. Heat increased the mRNA expression of *Tet1* by ~20 fold whereas cold reduced it by ~60% (Fig. 1f). The temperature-sensitive regulation of TET1 in iWAT was also confirmed by western blotting (Fig. 1f). A similar expression pattern was observed in BAT and eWAT albeit smaller in magnitude (Supplementary Fig. 1b, f).

**Fig. 1:**
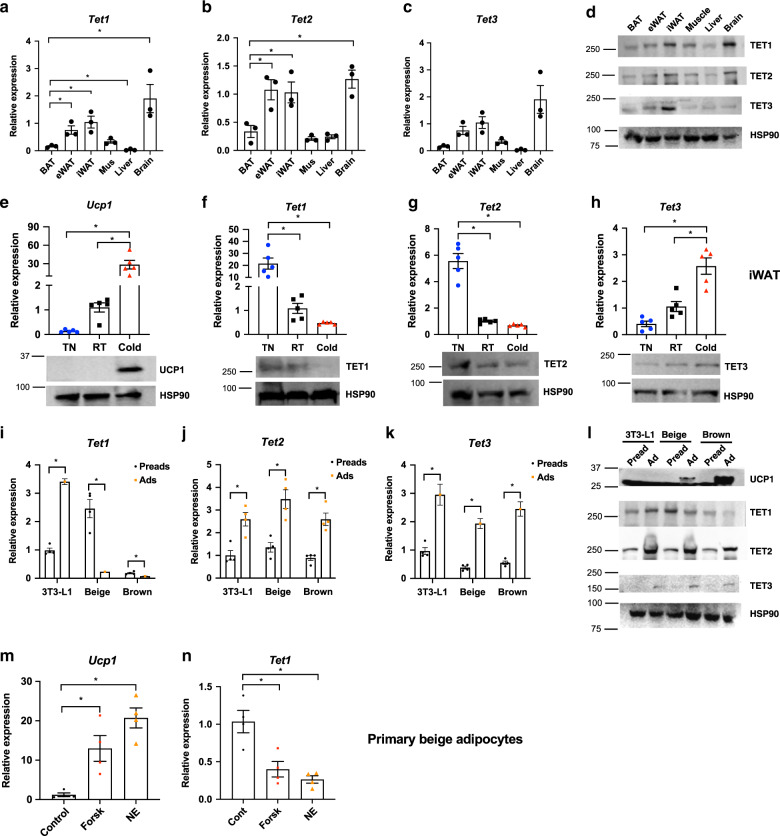
Subcutaneous adipose *Tet1* expression is regulated by ambient temperature and cAMP signaling. **a**–**d** Various tissues from wild-type C57BL/6 J mice housed at room temperature (RT) were collected to measure *Tets* mRNA (**a**–**c**) and protein expression **d** (**a**–**c**); *n* = 3 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and one-way ANOVA). **e**–**h** *Tet* and *Ucp1* mRNA and protein expression in iWAT from wild-type male C57BL/6J mice housed at room temperature (RT) and exposed to cold or thermoneutrality (TN) for 24 h (*n* = 5 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and one-way ANOVA followed by Bonferroni post-hoc testing). **i**–**l** *Tets* mRNA and protein expression were measured in 3T3-L1 and immortalized beige and brown preadipocytes at confluence and after differentiation (**i**–**k**; *n* = 4 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test). **m**, **n** *Ucp1* and *Tet1* mRNA expression with and without 1 μM forskolin (Forsk) or 1 μM norepinephrine (NE) stimulation for 3 h in mature primary beige adipocytes (*n* = 4 per group, Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and one-way ANOVA followed by Bonferroni post-hoc testing). Source data are provided as a source data file.

Similar to *Tet1*, the expression of *Tet2* was also changed but to a lesser degree in iWAT (Fig. 1g, Supplementary Fig. 1c, g). In contrast, *Tet3* levels did not show consistent changes between depots; they had a ~3 fold increase in iWAT (Fig. 1h), a decrease in BAT (Supplementary Fig. 1d), and no change in eWAT (Supplementary Fig. 1h**)** under cold conditions. The anti-correlation between *Tet1* levels with *Ucp1* in vivo prompted us to determine their expression levels in three different shades of adipocyte cell lines: 3T3-L1 cells (considered “white”) and immortalized “beige” and “brown” adipocytes. As expected, UCP1 protein expression was not detectable in mature 3T3-L1 adipocytes, had intermediate expression in mature beige adipocytes, and high expression in mature brown adipocytes (Fig. 1l). Interestingly, TET1 expression was increased during white adipogenesis and reduced during beige and brown adipogenesis, displaying an anti-correlation with UCP1 levels (Fig. 1i, l). On the other hand, both the expression of TET2 and TET3 was overall higher in all three types of mature adipocytes compared to that of preadipocytes (Fig. 1j–l). As we noted that *Tet1* expression was relatively higher in iWAT compared to BAT (Fig. 1a, d), we looked into how the regulation of *Tet1* expression is regulated in response to thermogenic stimulators (cAMP-inducing forskolin and norepinephrine) in in vitro-differentiated primary inguinal adipocytes. Consistent with in vivo, *Tet1* mRNA expression was reciprocally regulated with *Ucp1* expression in response to the thermogenic stimulators (Fig. 1m, n, Supplementary Fig. 1i, j). Together, our expression data suggested that TET1 and TET2 have a functional role in the regulation of thermogenesis in beige fat, thus we sought to test the effects of their downregulation in beige adipocyte thermogenesis.

### TET1 suppresses the thermogenic activation of beige adipocytes

To test the cell-autonomous role of TETs in the regulation of thermogenic genes, we performed gain- and loss-of-function studies of individual TETs using an immortalized beige cell line. Since TETs are pro-adipogenic^32^ we conducted the studies in fully mature beige adipocytes using short hairpin RNAs (shRNAs) (Supplementary Fig. 2a–c) to avoid any effect on differentiation. Remarkably, knockdown of *Tet1*, but not *Tet2* or *Tet3*, enhanced the forskolin-stimulated expression of *Ucp1* and some of key thermogenic markers including *Ppargc1a*, *Cidea*, and *Elovl3* (Fig. 2a–d). Notably, there was no change in the expression levels of general adipocyte markers such as *Pparg* and *Fabp4* (Fig. 2e, f). *Tet1* knockdown in beige adipocytes increased the rate of mitochondrial respiration in the presence and absence of norepinephrine (Fig. 2g–i). Conversely, lentiviral overexpression of *Tet1* in mature beige adipocytes (Supplementary Fig. 2d, e) suppressed the expression of thermogenic genes (Fig. 3a–d) without altering the expression of general adipocyte markers (*Pparg* and *Fabp4*) (Fig. 3e, f) and suppressed mitochondrial respiration in the presence and the absence of norepinephrine (Fig. 3g–i). Together, our results suggest that TET1 suppresses adipocyte thermogenesis in a cell-autonomous manner in beige adipocytes.

**Fig. 2:**
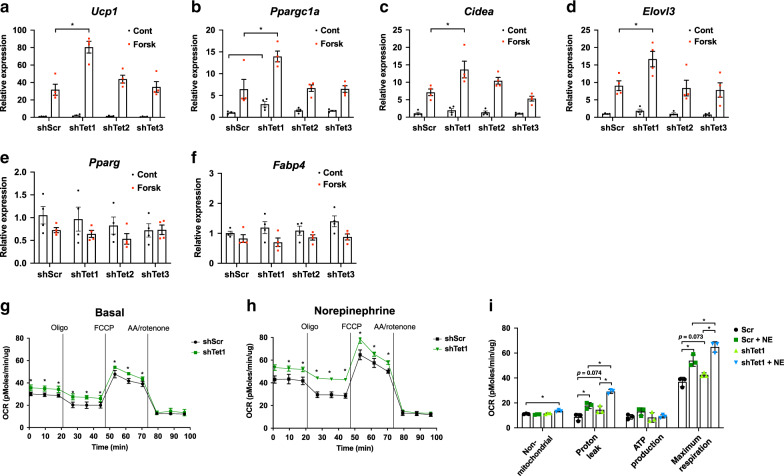
*Tet1* loss-of-function in vitro increases thermogenesis in beige adipocytes. **a**–**f** Differentiated beige adipocytes were transduced with hairpins against *Tet1*, *2*, and *3* and scrambled control shRNA (shScr). The basal- and forskolin-stimulated levels of key adipocyte thermogenic gene transcripts were measured by qPCR (*n* = 4 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing). **g**–**i** Basal and norepinephrine (NE)-stimulated mitochondrial respiration under various drug treatments was measured in *Tet1* knockdown and scramble beige adipocytes (*n* = 3 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and one-way ANOVA). (Oligo; Oligomycin, AA; antimycin A). **i** Shown are the various components of oxygen consumption rates with and without NE stimulation from (**g**, **h**). (*n* = 3 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing). Source data are provided as a source data file.

**Fig. 3:**
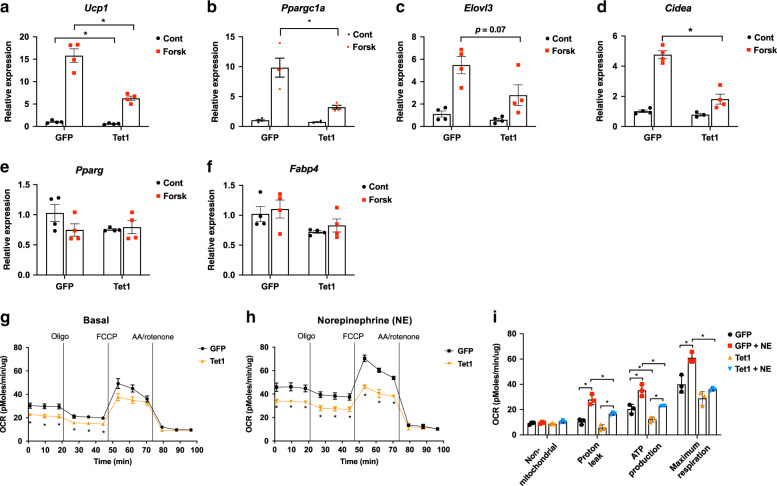
*Tet1* gain-of-function in vitro suppresses thermogenesis in beige adipocytes. **a**–**f** Differentiated beige adipocytes were transduced with lentiviral expression plasmids for *Tet1* and GFP. The basal- and forskolin-stimulated levels of key adipocyte thermogenic gene transcripts were measured by qPCR (*n* = 4 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing). **g**, **h** Basal and norepinephrine (NE)-stimulated mitochondrial respiration under various drug treatments was measured in *Tet1* overexpression and GFP beige adipocytes (*n* = 3 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and one-way ANOVA). (Oligo; Oligomycin, AA; antimycin A). **i** Shown are the various components of oxygen consumption rates with and without NE stimulation from **g**, **h**. (*n* = 3 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing). Source data are provided as a source data file.

### *Tet1* KO mice display increased cold tolerance and energy expenditure

To determine the in vivo role of *Tet1* in the regulation of adipose plasticity and the thermogenic gene program, we initially generated adipose-selective *Tet1* knockout mice (AdipoQ-Tet1KO) using adiponectin-Cre mice^33^. However, these knockout mice had poor knockdown efficiency (~10%) even when specifically assessing adipocytes (Supplementary Fig. 3a, b). Therefore, we used Fabp4-Cre^34^ to generate an adipose-selective knockout (Adi-Tet1KO) mouse, in which *Tet1* mRNA levels were knocked down by more than 80% in the purified adipocyte fraction obtained from iWAT, eWAT, and BAT (Supplementary Fig. 3c, d). Since there is concern over the target specificity of Fabp4-Cre^35^, we thoroughly examined *Tet1* knockdown in multiple other tissues. Other than 12% less expression in the brain, we did not find any significant changes in *Tet1* expression in non-adipose tissues including the stromal-vascular fraction (Supplementary Fig. 3c, d), which contains macrophages and precursors.

To examine whether TET1 is necessary for temperature-mediated adipose plasticity, we exposed Adi-Tet1KO and WT mice to different ambient temperatures. To assess their cold tolerance, we monitored the rectal temperature of individual mice placed into a 4 °C cold chamber. Adi-Tet1KO mice maintained their core body temperature better than WT mice under cold conditions (Fig. 4a). Consistent with the increased tolerance to cold, the KO mice had a significant increase in oxygen consumption upon cold exposure and a trend towards increased oxygen consumption at RT and TN, as compared to controls (Fig. 4b, c). In addition, the serum release of glycerol was elevated in KO mice upon cold exposure (Fig. 4d), likely due to increased lipolysis to provide fuel for the increased adaptive thermogenesis. There were no changes in food intake, physical activity, or respiratory exchange ratio (RER) between genotypes (Supplementary Fig. 4a–c). We also noted that KO iWAT had more multilocular brown-like adipocytes after 7 days of cold exposure (Fig. 4e), whereas there was no marked difference between WT and KO BAT (Fig. 4e). Also notably, the increased rates of basal and norepinephrine-stimulated respiration was more pronounced in the KO iWAT than in the KO BAT (Fig. 4f, Supplementary Fig. 5a). This depot-biased effect was also observed at molecular levels; increased expression of UCP1 and PGC1α was found in iWAT but not in BAT (Fig. 4g, Supplementary Fig. 5b). This suggests that TET1 is acting selectively on beige adipocytes, which are present in iWAT.

**Fig. 4:**
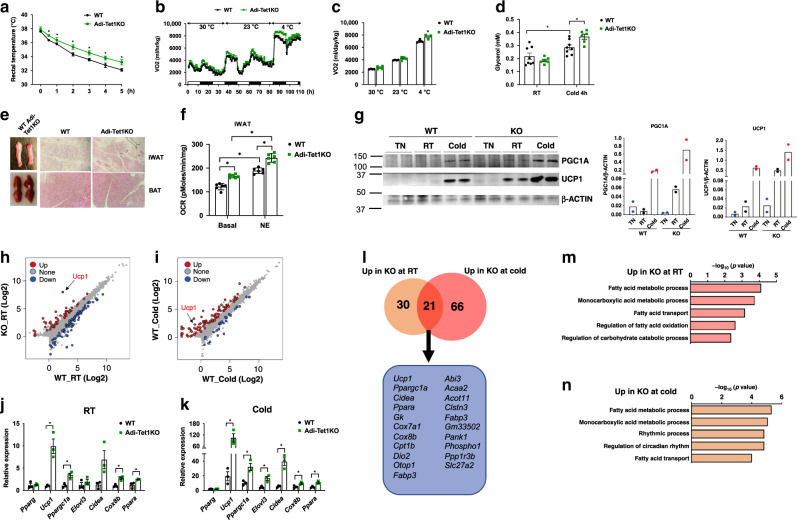
Adipose-specific *Tet1*-KO mice show improved cold tolerance. **a** Rectal core body temperatures of Adi-Tet1-KO and WT mice under cold conditions at indicated time points (*n* = 5 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and one-way ANOVA). **b**, **c** Shown is the whole-body oxygen consumption rate (VO2, **b**) and averaged VO2 **c** (*n* = 4 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing). **d** Serum levels of glycerol were measured from WT and KO mice that were housed at RT or exposed to cold for 24 h (*n* = 8 WT, *n* = 6 KO. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing). **e** Whole tissue and H&E staining of iWAT and BAT from WT and KO mice that were exposed to cold for 7 days. **f** Oxygen consumption rate of iWAT from WT and KO mice was measured with and without stimulation of NE. Average basal respiration rate is presented with or without norepinephrine addition (*n* = 6 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing). **g** Immunoblot of UCP1 and PGC1A from WT and KO iWAT from RT, exposed to TN or cold for 7 days. The relative expression is shown by normalizing to β-ACTIN (*n* = 2 per group. Data are presented as means of the two). **h**, **i** Scatter plot showing differentially regulated genes in inguinal KO adipocytes from WT and KO mice held at RT and exposed to cold for 4 h (*n* = 2 per group for RT, *n* = 3 WT, *n* = 2 KO for Cold, FC > 1.5, FDR < 0.05). **j**, **k** q-PCR analysis of key thermogenic genes from WT and KO inguinal adipocytes from WT and KO mice at RT and cold exposed for 4 h (*n* = 3 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test). **l** Venn diagram of the upregulated genes in the KO adipocytes at RT vs cold conditions and the gene names that are commonly upregulated in the KO adipocytes at both temperatures (*n* = 2 per group for RT, *n* = 3 WT, *n* = 2 KO for Cold). Gene list is provided in Supplementary Table 1. **m**, **n** Commonly upregulated biological pathways in the KO adipocytes from RT and cold. Source data are provided as a source data file.

Since Fapb4-Cre is also expressed in non-adipose tissues, we did a series of experiments to exclude the possibility of contributing factors from other cell types. It has been proposed that alternative M2 macrophage polarization can induce white adipose tissue browning^36^. Since Fabp4-Cre is active in macrophages, we tested whether there is a contribution from macrophages to the browning phenotype in the KO mice. First, we conducted FACS analysis, finding no major difference in M1 vs. M2 macrophage populations (Supplementary Fig. 6a). Second, we isolated primary macrophages from WT and KO mice and co-cultured them with wild-type beige adipocytes using a transwell system (Supplementary Fig. 6b). We did not find any discernable changes in the expression of thermogenic genes between genotypes (Supplementary Fig. 6c).

PDGFRa-Cre is often used to target the adipocyte precursor population, and indeed, we were able to see ~60% knockdown in the SVF population, defined by the absence of Lin markers (CD31, CD45, Ter119) (Supplementary Fig. 7a). Additionally, PDGFRa is expressed in selected cell types in a wide array of mesenchymal tissues, including the lung, heart, intestine, skin, and cranial facial mesenchyme as well as some adipocyte precursor cells^37–39^. We generated *Tet1* KO mice using PDGFRa-Cre and found no remarkable differences in the thermogenic gene expression of iWAT and BAT in response to β3-agonist or CL316,243 between genotypes (Supplementary Fig. 7b, c). Moreover, PDGFRa-Tet1 KO mice did not show any noticeable phenotypic changes in body weight (Supplementary Fig. 7d, h), body composition (Supplementary Fig. 7e, i), or oxygen consumption (Supplementary Fig. 7f, g) on both chow and HFD. In accordance with this, PDGFRa-Tet1 KO mice did not display major differences in insulin tolerance and glucose tolerance tests on chow and HFD (Supplementary Fig. 7j–l).

Last, we knocked down *Tet1* expression selectively in inguinal adipose by using adeno-associated virus serotype 8 (AAV8)-Cre, whose expression is driven by the human adiponectin promoter^40,41^. To increase target specificity, we directly injected viruses into the inguinal fat pads of *Tet1*f/f mice. As a result, *Tet1* expression was ~ 60% knocked down in iWAT but not in other tissues including eWAT and BAT (Supplementary Fig. 8a). To assess thermogenesis, AAV8-treated mice were treated with CL316,243, which resulted in increased signs of browning of iWAT at histological and molecular levels compared to control AAV8-treated mice (Supplementary Fig. 8b–e). Moreover, AAV8-hAdi-Cre-treated mice showed increased tolerance to acute cold exposure (Supplementary Fig. 8f). Taken together, our results largely support that TET1 acts as a suppressor of browning in inguinal adipose tissue.

### TET1 acts as a repressor of the thermogenic gene program

To investigate the mechanism of how TET1 suppresses the thermogenic gene program, we used RNA-Seq to identify the adipocyte-specific target genes of TET1. 

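RNA-seq counts of inguinal fat were analysed for 9 mice, each giving 1 library. At RT (23 °C) there were 2 WT and 2 KO mice, and after 4 h at 4 °C there were 3 WT and 2 KO mice, the KO being the Fabp4-Cre Adi-Tet1KO line. The paper describes the material as fractionated adipocytes, while the deposited labels describe inguinal white adipose tissue that had been flash frozen, so the share of stromal and immune cells is not known. The deposited design text gives 3 mice per group, and the labels and the legend of Fig. 4 give the numbers used here. The authors aligned the BGISEQ reads to UCSC mm10 with STAR, keeping only reads that mapped to 1 place (outFilterMultimapNmax 1), removed mitochondrial reads and counted reads per gene with featureCounts. Software versions, the annotation and the strand setting are not given in the sources used here, so counts of genes that overlap each other cannot be fully separated. The deposited table holds whole counts for 24539 genes, with totals of 47605902 to 56292251 per library. Replicates of a group had Pearson correlations of 0.980 to 0.988 across genes on the log2 scale, and genes are not independent replicates. The RPKM values in the same table were not used.
For the KO mice numbered 1781 and 1786 the deposited labels disagree. The sample titles give 1781 as RT and 1786 as cold, and the columns of the count table name 1781 as cold and 1786 as RT. The values here follow the column names. This grouping was picked out of 2 after the counts and the paper's fold changes had been seen, and so were the rules for the genes compared. Of 114 genes read from Supplementary Table 1, 36 had 4 printed log2 fold changes that close within 0.01, and 33 of these were used. Their median absolute difference from the paper's fold changes was 0.00488 for KO against WT at RT and 0.00543 in cold under the column names. Under the sample titles it was 0.433 and 0.403. This shows which grouping the paper used, so fold changes here that resemble the paper's are not independent evidence of the grouping. In a check of the housing that was added later and did not set the grouping, genes called in cold in a fit of the 5 WT mice alone (61 higher, 43 lower) were read in both mice as the median log2 level over WT at RT. Mouse 1786 had 0.27 for the higher and -0.0865 for the lower genes, against 1.24 to 1.40 and -1.13 to -1.04 in the 4 other mice in cold. Mouse 1781 had 1.20 and -1.00, against -0.0661 to 0.35 and -0.27 to 0.0371 in the 3 other mice at RT, so these values argue against the housing in both titles. The counts of called genes are also given with the grouping of the titles and without both mice, alternatives that were added after the data were seen.
Genes were tested with edgeR's quasi-likelihood test on TMM-normalized counts, with all 9 libraries in 1 fit of 4 groups, after edgeR's filter on low counts had kept 16745 genes. A gene was called when its adjusted p (Benjamini-Hochberg) was under 0.05 and its fold change above 1.5, the thresholds of the paper. Levels are TMM-normalized counts scaled to the effective library size (CPM). Errors of log2 fold changes (SE) are approximate standard errors. They are the absolute log2 fold change divided by the square root of the quasi-likelihood F statistic. Of 19 gene lists, mostly of pathways, and 17 marker lists, mostly of cell types, 34 had enough tested genes. These were tested as sets with camera at a preset correlation of 0.01 between genes. With the correlation estimated from the data, no list was called in any of the 4 comparisons, at a lowest adjusted p of 0.144 at RT and 0.185 in cold for KO against WT. The lists, tests and thresholds were set before the data were examined, but after Supplementary Table 1 had been read, so lists that share genes with it were also tested without them. On simulated data with the same group sizes and depth, the quasi-likelihood test recovered 89 of 100 genes with a 4-fold change at RT and 52 of 100 with a 2-fold change. The changed genes were drawn from those of higher counts and changed alike at both temperatures, with no effect of cold. These shares need not hold for the genes of this experiment. Gene positions are those of GENCODE vM21 on mm10, matched by symbol for 23832 genes.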

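Tet1, which encodes the 5-methylcytosine dioxygenase targeted in these mice (chromosome 10, 62804570 to 62908996), was higher in both mice labelled KO than in both WT mice at RT. At RT it stood at 4.51 and 4.01 CPM in the WT mice, 5.91 CPM in KO mouse 1814 and 12.3 CPM in KO mouse 1786. In cold it stood at 5.33, 3.87 and 3.98 CPM in the WT mice, 5.30 CPM in KO mouse 1782 and 10.2 CPM in KO mouse 1781. The highest values were those of the mice 1786 and 1781, whose housing labels conflict. KO mouse 1782 lay within the range of the WT mice in cold. Tet2 and Tet3 encode the other dioxygenases of the family. Tet2 had 36.4 ± 7.74 CPM (SD, n = 2) in WT and 36.8 ± 3.86 CPM (SD, n = 2) in KO at RT, and Tet3 had 83.4 ± 5.42 CPM (SD, n = 2) and 103 ± 22.2 CPM (SD, n = 2).
Against a lower Tet1 in KO, the one-sided exact permutation test within housing gave p = 0.983, with a smallest possible p of 0.0167 from 60 arrangements. The opposite side, read after the values were seen, gave p = 0.0333 in the same exact permutation test. The log2 fold change of Tet1 was 1.10 (SE 0.40, adjusted p = 0.633) at RT and 0.82 (SE 0.36, adjusted p = 0.823) in cold from edgeR's quasi-likelihood test. It stayed positive without each mouse in turn, at 0.48 to 1.53 at RT and 0.27 to 1.21 in cold, the lowest being without mouse 1786 and without mouse 1781. Tet2 had log2 fold changes of 0.0154 at RT (SE 0.20) and 0.31 in cold (SE 0.18), and Tet3 0.31 (SE 0.19) and 0.0863 (SE 0.17), none of them called. Without single mice the sign turned for Tet2 at RT (-0.19 without WT mouse 1788 and -0.0893 without KO mouse 1786) and for Tet3 in cold (-0.0169 without WT mouse 1783 and -0.0931 without KO mouse 1781). Tet1 counts cover the whole gene, and the sources used here do not state which exons are floxed. The paper reports lower Tet1 mRNA in purified adipocytes of these mice by RT-qPCR, and no significant change in the stromal-vascular fraction (Supplementary Fig. 3c, d). Markers of fibroblasts and progenitors (summed 9926 to 14909.5 CPM) and of macrophages (704 to 1939 CPM) were present in every library here. How much of the Tet1 counts came from such cells is not known. Comparisons between genotypes here are therefore comparisons between the libraries labelled KO and those labelled WT.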

In short, we profiled fractionated inguinal adipocytes from WT and KO mice held at RT and exposed to cold for 4-hr (Fig. 4h–n, Supplementary Fig. 9a–c). We found that 51 genes were significantly upregulated and 73 genes were downregulated in the KO inguinal adipocytes at RT, and 87 genes were upregulated and 26 genes downregulated after a 4-hr cold exposure (Fig. 4 h, i, l, Supplementary Fig. 9b). This suggests that TET1 acts as both a gene repressor and activator in inguinal adipocytes. 

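In the libraries labelled KO, genes of fatty acid and glycogen metabolism stood among those that rose at both temperatures. Slc27a2 encodes a very long-chain acyl-CoA synthetase of fatty acid uptake (chromosome 2, 126552407 to 126588243). It was at 1.29 ± 0.0228 CPM (SD, n = 2) in WT and 7.85 ± 2.16 CPM (SD, n = 2) in KO at RT, and at 2.32 ± 0.365 CPM (SD, n = 3) and 29.4 ± 5.59 CPM (SD, n = 2) in cold. Cpt1b, the muscle-type carnitine palmitoyltransferase that admits fatty acids to mitochondria (chromosome 15, 89416405 to 89425863), was at 6.66 ± 0.488 CPM (SD, n = 2) and 66.9 ± 21.3 CPM (SD, n = 2) at RT, and at 12.9 ± 4.29 CPM (SD, n = 3) and 94.8 ± 5.01 CPM (SD, n = 2) in cold. Ppp1r3b, which targets protein phosphatase 1 to glycogen (chromosome 8, 35375739 to 35388139), was at 17.6 ± 2.78 CPM (SD, n = 2) and 60.5 ± 1.04 CPM (SD, n = 2) at RT. Myt1l, a transcription factor of neurons (chromosome 12, 29528384 to 29923213), had 692 counts over both KO mice at RT against 4 over both WT mice, a ratio of 167 after scaling for library size (exact 95% counting interval 64.8 to 614).
At RT, 6 genes rose and 0 fell by edgeR's quasi-likelihood test, and in cold 13 rose and 0 fell. At an unadjusted p under 0.05, 448 genes were higher and 791 lower at RT, and 556 higher and 464 lower in cold. DESeq2 called 61 higher and 58 lower at RT and 66 and 35 in cold. The likelihood ratio test of edgeR called 53 and 56 at RT and 74 and 30 in cold, and its exact test 49 and 48, and 69 and 24. On simulated data in which no gene changed, the quasi-likelihood test called 0 genes at RT, DESeq2 19, the likelihood ratio test 20 and the exact test 6. In cold they called 0, 24, 5 and 10. Each test ran on 1 draw of its own, so these counts do not rank the tests. Mice 1786 and 1781 grouped by the sample titles gave 6 higher and 0 lower at RT and 8 and 16 in cold, and leaving both out gave 6 and 0, and 21 and 6. Fits without both mice, or without 1 mouse of a group of 2, held 1 mouse in a group. Their calls rest on no spread between mice of that group, which was taken from the other groups. With only the libraries of 1 housing in the fit, 0 rose at RT and 17 in cold. The RT count of 6 fell to 0 without any 1 of the mice 1788, 1810, 1814, 1773, 1781 and 1782, and was 3 without 1783 and 4 without 1812. The cold count of 13 was 8 without mouse 1773 and 7 without mouse 1783. Genes lower at RT numbered 1 without mouse 1788 and 2 without mouse 1814, and genes lower in cold 1 without mouse 1782, 1786, 1812 or 1814.
The 6 genes that rose at RT were Cpt1b (log2 fold change 3.33, SE 0.32), Slc27a2 (2.60, SE 0.26), Ppp1r3b (1.78, SE 0.19), Myt1l, the cytochrome c oxidase subunit Cox7a1 and Gm44502 (1.60, SE 0.18). Their adjusted p were 0.0321 to 0.0438 from edgeR's quasi-likelihood test. Each of these calls ended without any 1 of the 6 mice named above, at adjusted p of 0.0512 to 0.280 for Cpt1b from edgeR's quasi-likelihood test. Without mouse 1783 those of Slc27a2 (0.0614), Ppp1r3b (0.133) and Gm44502 (0.127) ended, without mouse 1812 the same 3 (0.0524, 0.0524 and 0.0738), and without KO mouse 1786 those of Ppp1r3b (0.138) and Cox7a1 (0.0623) in the same test. Gm44502 lies across Cpt1b and Chkb, so part of its counts can come from Cpt1b. In cold, Slc27a2 had the lowest p, with a log2 fold change of 3.66 (SE 0.22, adjusted p = 0.00174) from edgeR's quasi-likelihood test. Phospho1, a phosphoethanolamine and phosphocholine phosphatase (chromosome 11, 95824499 to 95832140), rose to 108 ± 6.91 CPM (SD, n = 2) from 23.2 ± 3.63 CPM (SD, n = 3) in WT, a log2 fold change of 2.23 (SE 0.16, adjusted p = 0.00343) from edgeR's quasi-likelihood test. Abi3, an actin regulator whose gene overlaps Phospho1, followed with 1.78 (SE 0.14). Dagla, a diacylglycerol lipase (chromosome 19, 10245265 to 10304877), and Pank1, a pantothenate kinase of coenzyme A synthesis (chromosome 19, 34806940 to 34879455), rose by 1.45 (SE 0.13) and 1.83 (SE 0.18). A530050N04Rik, a transcript without a position in the annotation used, had 547 counts in KO and 7 in WT in cold, a ratio of 119 (57.1 to 296). At RT it had 147 and 2 counts, a ratio of 70.9 (19.3 to 591). Counting intervals pool the reads of a group and leave out the spread between mice. In cold the calls of Slc27a2, Phospho1, Abi3, Dagla and Myt1l held without each mouse in turn. Those of Cpt1b (0.0648 without mouse 1773), Ppp1r3b (0.108 without 1783, 0.0753 without 1782), Pank1 (0.0897 without 1783, 0.0560 without 1782) and Gm44502 (0.0648 without 1773, 0.0834 without 1783, 0.0560 without 1782) ended, as adjusted p of edgeR's quasi-likelihood test, as did that of A530050N04Rik (0.129 without 1773, 0.0834 without 1783, 0.0639 without 1781, 0.0560 without 1782). Under the grouping of the titles, cold calls that ended in the same test included Slc27a2 (0.157), Phospho1 (0.144), Abi3 (0.201), Dagla (0.307), Pank1 (0.0788) and A530050N04Rik (0.113). That of Slc27a2 at RT (0.443) ended too. In all, 5 of the 6 RT and 6 of the 13 cold calls were shared. Without both mice 3 of the 6 RT and 11 of the 13 cold calls were shared, and the RT calls of Cox7a1 (0.0855), Ppp1r3b (0.101) and Myt1l (0.0504) and the cold call of A530050N04Rik (0.0630) were among those that ended.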

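Among genes that stood lower in the libraries labelled KO were those of macrophages and complement. All 18 tested macrophage markers had negative log2 fold changes at RT (median log2 fold change -0.98, camera adjusted p = 6.70e-12). Cd209f, a lectin of tissue-resident macrophages (chromosome 8, 4102787 to 4105835), was at 43.3 ± 4.03 CPM (SD, n = 2) in WT and 12.6 ± 7.54 CPM (SD, n = 2) in KO at RT. Its log2 fold change was -1.78 (SE 0.44, adjusted p = 0.491) from edgeR's quasi-likelihood test, and those of Siglec1, a sialic acid receptor of macrophages, and Fcgr1, the high-affinity IgG receptor, were -1.39 (SE 0.39) and -1.56 (SE 0.44). No macrophage marker was called over all genes, and 12 were lower when adjusted over the list alone. Of the 18 markers, 7 stand in the paper's lists of changed genes, so the list is not independent evidence, and without them the list stayed lower at adjusted p = 7.95e-06. With an estimated correlation, adjusted p = 0.618. In cold, 15 of 18 were negative (median log2 fold change -0.41, camera adjusted p = 0.00133; adjusted p = 0.640 with an estimated correlation), 0 were lower when adjusted over the list alone, and the direction of the set turned without KO mouse 1782 (median -0.0395, camera adjusted p = 0.853), while without KO mouse 1781 the median was -0.90. At RT the median was -0.69 without KO mouse 1786 and -1.47 without KO mouse 1814. Under the grouping of the titles the median was -0.49 at RT and -1.00 in cold, with 1 and 0 of 18 positive, and without both mice of conflicting labels -0.69 and -0.90. The mean macrophage level (log2, centred over libraries) was 0.69 and 0.36 in the WT mice at RT, -1.00 in KO mouse 1786 and -0.17 in KO mouse 1814. The paper notes that Fabp4-Cre is active in macrophages.
Of 15 complement genes, 14 were negative at RT (median log2 fold change -0.64, camera adjusted p = 4.65e-07; adjusted p = 0.165 with an estimated correlation) and 13 in cold (median log2 fold change -0.39, camera adjusted p = 1.21e-04; 0.576). None was called, and 5 at RT and 3 in cold were lower when adjusted over the list alone. C4b, the complement component C4B (chromosome 17, 34728380 to 34743882), was at 592 ± 55.5 CPM (SD, n = 3) in WT and 254 ± 3.55 CPM (SD, n = 2) in KO in cold. C2, a protease of the same pathway, had a log2 fold change of -0.78 (SE 0.16, adjusted p = 0.358) in cold from edgeR's quasi-likelihood test. C1qb and C1qc, which macrophages also make, had log2 fold changes of -0.88 (SE 0.26) and -0.94 (SE 0.29) at RT. The direction of the complement set and its camera call held without each mouse at both temperatures. Of its genes, C2, C4b, Cfb and Cfp stand in the paper's lists as lower and Hc as higher in KO. The paper chose these on the same samples, so the complement set is not independent evidence. The 7 neutrophil markers were lower as a set at RT (median log2 fold change -1.44, camera adjusted p = 1.69e-04; 0.306 with an estimated correlation), with 0 called and 1, Mmp9, lower when adjusted over the list alone, at a log2 fold change of -1.39 (SE 0.37). In cold their camera adjusted p was 0.402, and under the grouping of the titles that at RT was 0.0513. Mmp9 stands in the paper's list of genes lower at RT as well. Of 15 interferon response genes, 14 were negative at RT (median log2 fold change -0.34, camera adjusted p = 0.00583; 0.745 with an estimated correlation) and 13 in cold (median log2 fold change -0.28, camera adjusted p = 0.00686; 0.640), with 0 called and 0 lower when adjusted over the list alone. Oas1a, an enzyme of the antiviral response, had log2 fold changes of -0.93 (SE 0.34) at RT and -0.69 (SE 0.32) in cold, which were -0.58 at RT without WT mouse 1788 and -0.33 in cold without KO mouse 1782. The interferon call at RT ended without WT mouse 1788 (0.648) or KO mouse 1786 (0.593), and that in cold without KO mouse 1782 (0.740).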

Interestingly, the upregulated genes in the KO adipocytes greatly overlapped between RT and cold conditions (Fig. 4l), and many of those are involved in thermogenesis (e.g., *Ucp1*, *Pgc1a*, *Cidea*, and *Elovl3)*. These were validated by qPCR analysis (Fig. 4 j, k). This suggests that the transcriptional regulation of key thermogenic genes in the KO is already primed under RT, which is mildly cold for mice. By contrast, little overlap was found between the genes that are downregulated in the KO adipocytes between RT and cold (Supplementary Fig. 9b). 

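Ucp1, the proton carrier that uncouples mitochondrial respiration (chromosome 8, 83290352 to 83298452), had the largest levels among the genes of the thermogenic list in the libraries labelled KO. It was at 8.81 ± 8.01 CPM (SD, n = 2) in WT and 442 ± 256 CPM (SD, n = 2) in KO at RT, and at 176 ± 33.7 CPM (SD, n = 3) and 1273 ± 297 CPM (SD, n = 2) in cold. Cidea, a lipid droplet protein of brown and beige adipocytes (chromosome 18, 67343604 to 67367785), was at 23.5 ± 1.19 CPM (SD, n = 2) and 103 ± 43.8 CPM (SD, n = 2) at RT, and at 22.1 ± 6.55 CPM (SD, n = 3) and 125 ± 3.26 CPM (SD, n = 2) in cold. Ppargc1a (Pgc1a), the coactivator of mitochondrial biogenesis (chromosome 5, 51454250 to 51567726), was at 8.88 ± 1.29 CPM (SD, n = 2) and 29.9 ± 16.6 CPM (SD, n = 2) at RT, and at 35.3 ± 5.88 CPM (SD, n = 3) and 103 ± 31.1 CPM (SD, n = 2) in cold. Elovl3, a fatty acid elongase induced by cold (chromosome 19, 46131897 to 46135694), was at 1.39 ± 0.645 CPM (SD, n = 2) and 2.30 ± 1.82 CPM (SD, n = 2) at RT, and at 3.49 ± 0.171 CPM (SD, n = 3) and 14.7 ± 0.204 CPM (SD, n = 2) in cold. Cox7a1, a subunit of cytochrome c oxidase in muscle and brown fat (chromosome 7, 30184144 to 30186078), was at 3.04 ± 0.295 CPM (SD, n = 2) and 13.8 ± 2.09 CPM (SD, n = 2) at RT, and at 3.39 ± 0.779 CPM (SD, n = 3) and 16.5 ± 0.198 CPM (SD, n = 2) in cold.
The thermogenic list holds Ucp1, Ppargc1a, Cidea and Elovl3, the examples that the paper names for thermogenesis, and 15 more genes from its list of genes higher in KO at both temperatures, not all of which the paper calls thermogenic. Of the 19 genes, 4 rose at RT, 7 rose in cold and none fell by edgeR's quasi-likelihood test. When adjusted over the list alone, 18 were higher at RT and 19 in cold. The paper called these genes higher in KO on the same samples, so the list is not independent evidence of its direction. Its median log2 fold change was 1.78 at RT and 2.00 in cold (camera adjusted p = 5.92e-30 and 4.94e-37; with an estimated correlation, adjusted p = 0.144 and 0.185). Without KO mouse 1814 the median at RT was 1.07, with 18 of 19 positive. Every KO mouse lay above every WT mouse for 18 of the 19 genes at RT and for 19 in cold, a tally without a fair chance level, since the genes were selected for it. A list of 20 tested thermogenic and beige markers outside the paper's genes had a median log2 fold change of 0.17 at RT (camera adjusted p = 0.153) and 0.37 in cold (camera adjusted p = 0.00291; 0.628 with an estimated correlation). None of them was called or passed when adjusted over the list alone, and their mean at RT was -4.35e-05. Among them, Ppargc1b, a relative of Ppargc1a, had a log2 fold change of 0.74 (SE 0.23) and Esrrg, an oestrogen-related receptor, 0.96 (SE 0.34) in cold, and these were 0.32 without KO mouse 1782 and 0.57 without KO mouse 1781. The set was called at RT without KO mouse 1786 (0.0157) and no longer called in cold without KO mouse 1782 (0.349). Fabp4 and Pparg, markers of all adipocytes, had log2 fold changes of 0.19 (SE 0.28) and 0.48 (SE 0.25) at RT and -0.21 (SE 0.26) and -0.10 (SE 0.23) in cold, none of them called. In cold these turned positive without KO mouse 1781 (0.14 and 0.19), and without KO mouse 1782 they were -0.68 and -0.47. That of Pparg also turned without WT mouse 1812 (0.0841).
Cox7a1 rose at both temperatures, with log2 fold changes of 2.19 (SE 0.23, adjusted p = 0.0373) at RT and 2.28 (SE 0.20, adjusted p = 0.00628) in cold from edgeR's quasi-likelihood test. Cidea rose in cold by 2.50 (SE 0.28, adjusted p = 0.0201) and had 2.13 (SE 0.32, adjusted p = 0.195) at RT from edgeR's quasi-likelihood test. Ucp1 had a log2 fold change of 5.65 (SE 0.75, adjusted p = 0.0877) at RT and 2.85 (SE 0.56, adjusted p = 0.324) in cold from edgeR's quasi-likelihood test. Ppargc1a had 1.75 (SE 0.38, adjusted p = 0.402) and 1.54 (SE 0.32, adjusted p = 0.361), and Elovl3 0.72 (SE 0.52, adjusted p = 0.769) and 2.08 (SE 0.44, adjusted p = 0.381), from edgeR's quasi-likelihood test. Cidea and Elovl3 overlap other annotated genes (B430212C06Rik and Pitx3), which can share their reads. At RT, the call of Cox7a1 ended without any mouse but 1783 and 1812, at adjusted p of 0.0623 without KO mouse 1786 and 0.160 without 1788, 0.280 without 1810, 0.0985 without 1814, 0.0973 without 1773, 0.0818 without 1781 and 0.0914 without 1782 from edgeR's quasi-likelihood test. In cold, that of Cox7a1 ended without WT mouse 1773 (0.0538) and that of Cidea without 6 of the 9 mice (0.0528 without 1788, 0.0542 without 1810, 0.112 without 1773, 0.215 without 1783, 0.0815 without 1781, 0.0910 without 1782) in the same test. Without both mice of conflicting labels, which left 1 KO mouse at each temperature, Ppargc1a had log2 fold changes of 2.23 at RT and 1.82 in cold. Elovl3 had 2.07 in cold without KO mouse 1786, which left 1 KO mouse at RT. With only the libraries in cold in the fit, Ucp1 (0.0144) and Elovl3 (0.0134) were called in cold, as adjusted p of edgeR's quasi-likelihood test. Without KO mouse 1814 the log2 fold changes at RT were -0.46 for Elovl3, 1.03 for Ppargc1a and 4.89 for Ucp1. That of Ppargc1a was 2.23 without KO mouse 1786 and that of Ucp1 7.13 without WT mouse 1788.
All 6 genes that rose at RT were among the 13 that rose in cold, where 0.00466 would be shared if the calls were independent (exact hypergeometric test, one-sided, p = 5.61e-20). At an unadjusted p under 0.05, 111 higher genes were shared, against 14.9 if independent. The comparisons share no library, but the fit gives both the same estimate of each gene's spread. Their calls are therefore not independent, and the expected number and its p do not measure chance. Over all 16745 tested genes the log2 fold changes at RT and in cold had a Pearson r of 0.0560 across genes, which are not independent replicates. Grouped by the sample titles, and without both mice of conflicting labels, the shared count was 6 and 6, and with only the libraries of 1 housing in each fit it was 0. It was 0 without any 1 of the mice 1788, 1810, 1814, 1773, 1781 and 1782, 3 without mouse 1783 and 4 without mouse 1812. No gene had a fold change that differed between RT and cold by edgeR's quasi-likelihood test of the interaction (lowest adjusted p = 1.00). At an unadjusted p under 0.05 there were 313 genes with a larger and 145 with a smaller fold change in cold, DESeq2 called 5, the likelihood ratio test 4, and leaving out KO mouse 1814 gave 1.

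**Figure D1:**
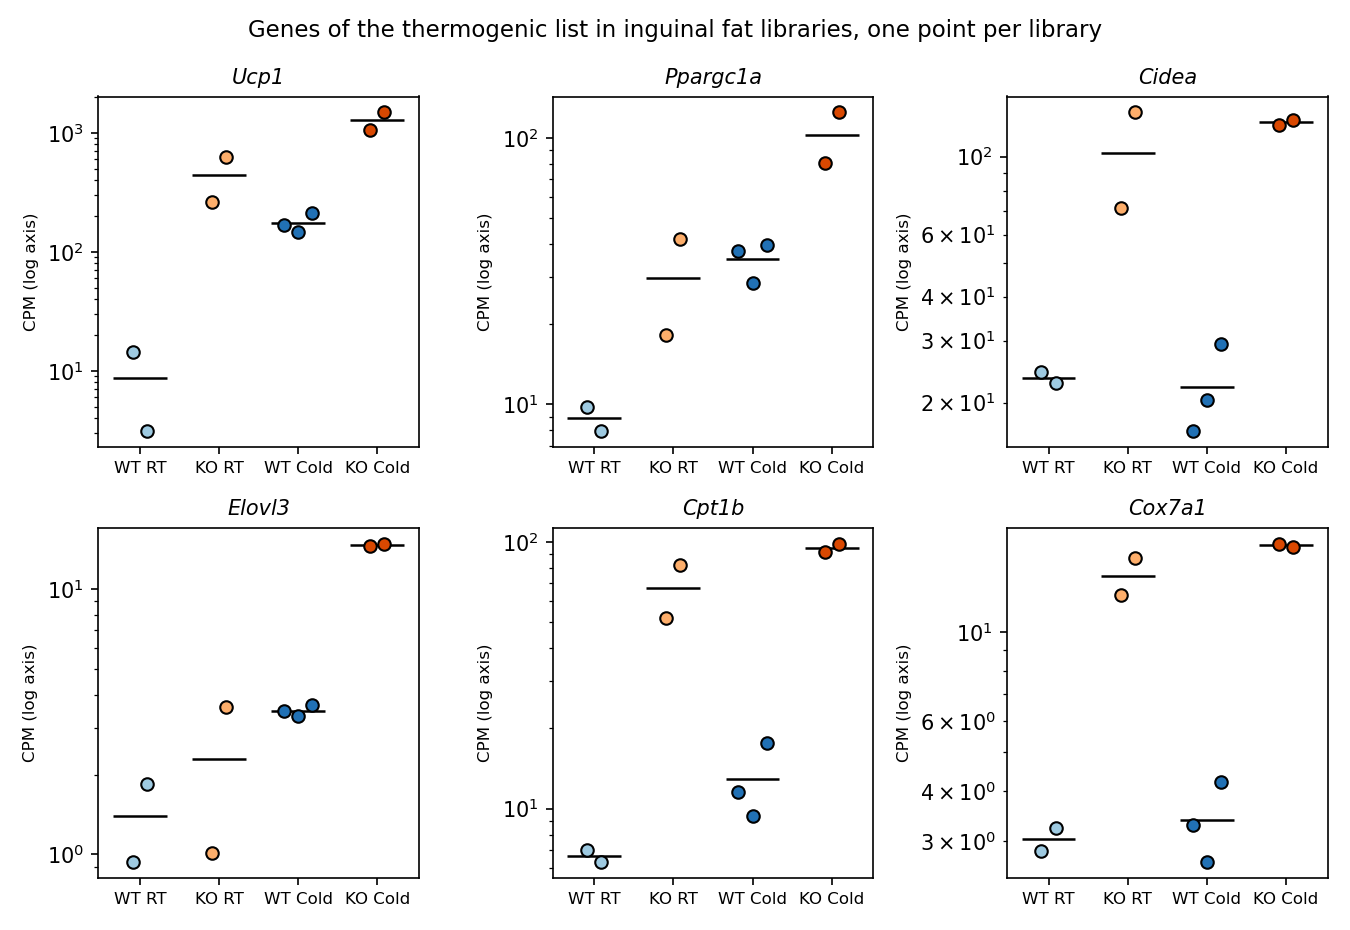
TMM-normalized CPM (log axis) of Ucp1, Ppargc1a, Cidea, Elovl3, Cpt1b and Cox7a1 by genotype label and housing. Each point is the library of 1 mouse and each line a group mean, as for Ucp1 with 8.81, 442, 176 and 1273 CPM in WT at RT, KO at RT, WT in cold and KO in cold.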

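At RT, the KO mice were compared with WT mice after 4 h of cold to place the genes of the thermogenic list between both states. The paper gives 18 of its 19 genes as higher in KO at RT on the same samples, so a high level in KO at RT was selected for. Of the 19 genes, 10 were higher in KO at RT than in WT in cold by edgeR's quasi-likelihood test, 0 were lower and the others did not pass the test. The genes that were higher include Cidea, Cpt1b, Cox7a1, Slc27a2, Ppp1r3b, Phospho1, Pank1, the cytochrome c oxidase subunit Cox8b, the acyl-CoA thioesterase Acot11 and the fatty acid binding protein Fabp3. Cox7a1 was higher by 2.03 (SE 0.20, adjusted p = 0.0113) and Cpt1b by 2.38 (SE 0.27, adjusted p = 0.0187) on the log2 scale from edgeR's quasi-likelihood test. Cidea had 2.22 (SE 0.28, adjusted p = 0.0217), and Fabp3, at 6.34 CPM in KO at RT and 0.826 CPM in WT in cold, 2.95 (SE 0.58, adjusted p = 0.0452) from edgeR's quasi-likelihood test. Ucp1 had a difference of 1.33 (SE 0.55), Ppargc1a -0.24 (SE 0.33), Elovl3 -0.61 (SE 0.47) and Dio2, the deiodinase that activates thyroid hormone, -1.09 (SE 0.36), none of them called.
The mean of KO at RT lay above that of WT in cold for 14 of the 19 genes, and every KO mouse at RT lay above every WT mouse in cold for 14. Every WT mouse in cold lay above every WT mouse at RT for 10 of the 19. Among the called genes, Cidea, Cox8b, Acot11, Phospho1 and Pank1 had no higher mean in WT in cold than in WT at RT. The mean log2 CPM was 4.43 and 4.56 for Cidea, and 4.90 and 5.24 for Cox8b. For these genes the comparison does not set KO at RT against a level raised by cold. Cpt1b, Cox7a1, Slc27a2, Ppp1r3b and Fabp3 had higher means in WT in cold than in WT at RT. Over all tested genes 170 were higher and 126 lower in KO at RT than in WT in cold by edgeR's quasi-likelihood test, a comparison that joins genotype and housing. This total of 296 was 10 under the grouping of the titles and 34 without both mice of conflicting labels. It was also 28 without WT mouse 1773, 15 without 1783, 38 without 1812, 160 without 1788, 158 without 1810, 29 without KO mouse 1786 and 76 without 1814. The call of Cox7a1 held without each mouse in turn. Those of Cpt1b (0.0662 without 1773, 0.0554 without 1783), Cidea (0.0715 without 1773, 0.0843 without 1783), Slc27a2 (0.0525 without 1814, 0.0563 without 1773, 0.0783 without 1783, 0.0581 without 1812), Ppp1r3b (0.0977 without 1786, 0.0501 without 1814, 0.0759 without 1783) and Phospho1 (0.0630 without 1814, 0.0715 without 1773, 0.0843 without 1783) ended without single mice, given as adjusted p of edgeR's quasi-likelihood test. So did those of Pank1 (0.0749 without 1814, 0.0715 without 1773, 0.0861 without 1783, 0.0720 without 1812), Acot11 (0.0808 without 1773, 0.0987 without 1783, 0.0802 without 1812), Cox8b (0.0686 without 1788, 0.0694 without 1810, 0.183 without 1786, 0.122 without 1814, 0.0718 without 1773, 0.130 without 1783, 0.0551 without 1812) and Fabp3 (0.0700 without 1788, 0.0718 without 1810, 0.264 without 1786, 0.0686 without 1814, 0.0987 without 1773, 0.118 without 1783, 0.0525 without 1781, 0.0547 without 1782) in the same test. The sign of the difference turned without KO mouse 1786 for Ppargc1a (0.24) and Elovl3 (0.0456). The difference of Ucp1 was 0.57 without KO mouse 1814 and 1.83 without 1786, and without 1814 that of Ppargc1a was -0.96 and that of Elovl3 -1.79. Signs also turned under the grouping of the titles for Ppargc1a (0.80), Elovl3 (1.38) and Dio2 (0.16). From the overlap of the genes that are higher in KO at RT and in cold, the paper proposes that key thermogenic genes are already primed in KO adipocytes at RT, a temperature it describes as mildly cold for mice.

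**Figure D2:**
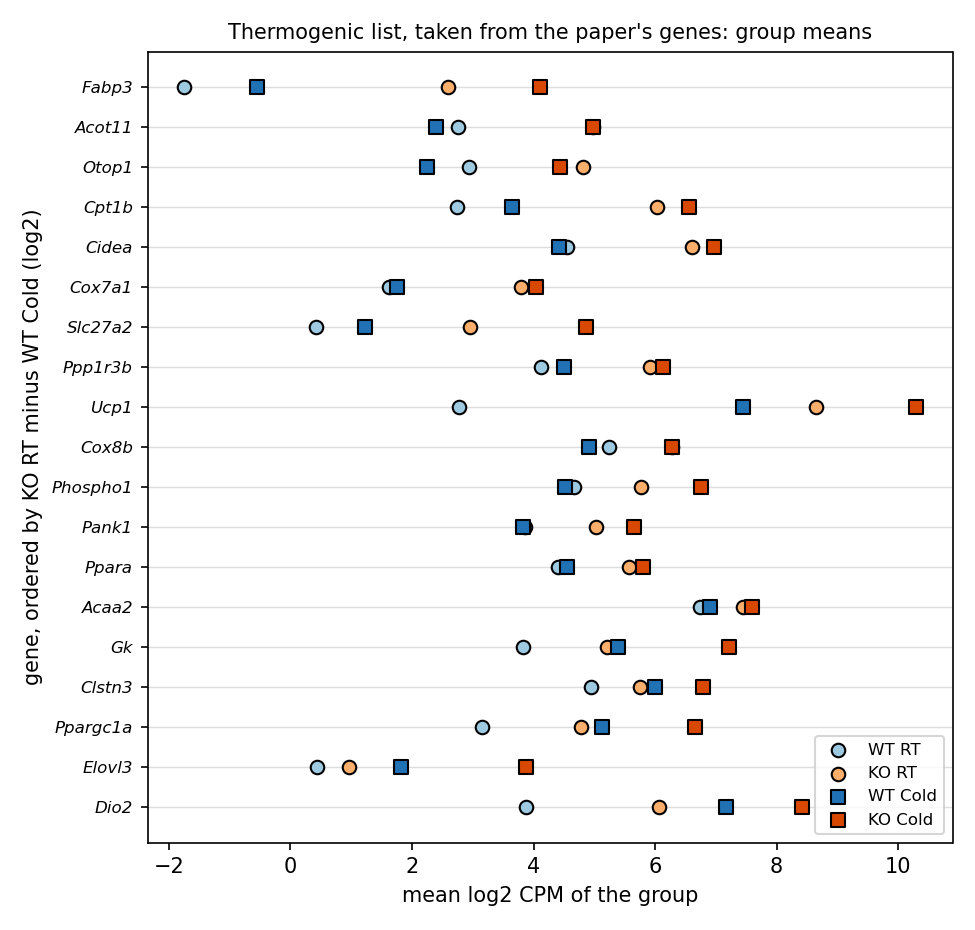
Group means (log2 of TMM-normalized CPM) of the 19 genes of the thermogenic list in WT and KO at RT and in cold. Genes are ordered by edgeR's fitted log2 fold change of KO at RT over WT in cold, from Dio2 at the lowest to Fabp3 at the highest. This order can differ from that of the plotted means. Where symbols coincide, that of KO in cold lies on top. The mean of Ucp1 was 2.77 in WT at RT, 8.66 in KO at RT, 7.44 in WT in cold and 10.29 in KO in cold.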

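Of the 6 genes that the paper's Supplementary Table 1 gives as lower in KO at both temperatures, all 6 had negative log2 fold changes at RT and in cold in the libraries labelled KO. C4b had log2 fold changes of -0.75 (SE 0.17, adjusted p = 0.418) at RT and -1.22 (SE 0.16, adjusted p = 0.0518) in cold from edgeR's quasi-likelihood test. Chrdl1, an antagonist of bone morphogenetic proteins, had -0.71 (SE 0.13, adjusted p = 0.314) and -0.79 (SE 0.12, adjusted p = 0.126) from edgeR's quasi-likelihood test. Vnn1, a pantetheinase, had -1.23 (SE 0.33) and -1.32 (SE 0.31), and Faim2, an inhibitor of apoptosis, -1.86 (SE 0.47) and -1.52 (SE 0.43). Padi4, a peptidylarginine deiminase of leukocytes, had -3.16 (SE 0.88) and -2.69 (SE 0.83). At RT, Faim2 had -0.91, Padi4 -1.82 and Aoc1 -3.11 without WT mouse 1810. Aoc1, a diamine oxidase, varied most, at 50.4 ± 62.2 CPM (SD, n = 2) in WT and 0.755 CPM in KO at RT. With all mice its log2 fold changes were -6.09 at RT and -3.48 in cold. The paper chose these genes on the same samples, so their direction is not independent evidence.
No gene was lower at both temperatures by edgeR's quasi-likelihood test, since none fell at either. At an unadjusted p under 0.05, 791 genes were lower at RT, 464 in cold and 91 at both, against 21.9 if independent (exact hypergeometric test, one-sided, p = 3.89e-32). Both comparisons use the same estimate of the spread, so they are not independent. DESeq2 called 3 genes lower at both temperatures, edgeR's likelihood ratio test 5 and its exact test 2. Without a filter on low counts C4b was called in cold at adjusted p = 0.0312 from edgeR's quasi-likelihood test, and with the range of the mouse number as a term Padi4 was called at RT (0.0283).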

Gene Ontology term analysis found that the commonly upregulated pathways in KO inguinal adipocytes are relevant to thermogenesis, such as fatty acid metabolism, under both RT and cold (Fig. 4m, n).

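Genes of fatty acid oxidation stood higher as a set in the libraries labelled KO at both temperatures. Of the 23 tested genes, 22 had positive log2 fold changes at RT (median log2 fold change 0.25, camera adjusted p = 7.65e-05, 0.707 with an estimated correlation) and 21 in cold (median log2 fold change 0.22, camera adjusted p = 1.66e-04, 0.640 with an estimated correlation). Among them only Cpt1b rose by edgeR's quasi-likelihood test, and 2 at RT and 2 in cold were higher when adjusted over the list alone, Cpt1b and Acaa2. Acaa2, a thiolase of mitochondrial β-oxidation, had log2 fold changes of 0.72 (SE 0.13, adjusted p = 0.310) at RT and 0.68 (SE 0.12, adjusted p = 0.174) in cold from edgeR's quasi-likelihood test. Acadvl, the very long-chain acyl-CoA dehydrogenase, had 0.70 (SE 0.20) in cold and 0.35 without KO mouse 1782. Cpt1b and Acaa2 stand in the paper's lists, and without such genes the set was called at adjusted p = 0.00848 at RT and 0.0127 in cold. The set's call ended at RT without KO mouse 1814 (0.0882), and without KO mouse 1782 the set's direction in cold turned (0.461).
All 17 genes of the tricarboxylic acid cycle were positive at RT (median log2 fold change 0.33, camera adjusted p = 2.16e-05, 0.707 with an estimated correlation) and 16 in cold (median log2 fold change 0.38, camera adjusted p = 2.93e-05, 0.640 with an estimated correlation), with 0 called and 0 higher when adjusted over the list alone. Sucla2, a succinyl-CoA ligase subunit, had log2 fold changes of 0.69 (SE 0.21) at RT and 0.63 (SE 0.19) in cold, the latter 0.28 without KO mouse 1782. The camera call ended without KO mouse 1814 at RT (0.0882) and without KO mouse 1782 in cold (0.755). Of 18 genes of fatty acid synthesis, 16 were positive at RT (median log2 fold change 0.44, camera adjusted p = 0.0199, 0.793 with an estimated correlation) and 14 in cold (median log2 fold change 0.36, camera adjusted p = 0.00137, 0.640 with an estimated correlation), again with 0 called and 0 when adjusted over the list alone. Acacb, an acetyl-CoA carboxylase, had a log2 fold change of 1.10 (SE 0.27) and Elovl6, a fatty acid elongase, 1.32 (SE 0.42) in cold, and Acacb had 0.71 without KO mouse 1782. Without the members in the paper's lists this set had adjusted p = 0.0550 at RT and 0.0532 in cold. At RT its direction turned without WT mouse 1788 (0.790) and its call ended without KO mouse 1814 (0.673), and in cold without WT mouse 1773 (0.284) or KO mouse 1782 (0.349).
Of 15 genes of fatty acid uptake and transport, Slc27a2 rose at both temperatures, and 3 at RT and 2 in cold were higher when adjusted over the list alone. At RT these were Slc27a2, Fabp3 and Vldlr, the very low density lipoprotein receptor, with a log2 fold change of 0.63 (SE 0.13) for Vldlr. Fabp3, whose gene overlaps Zcchc17, had 4.60 (SE 0.76, adjusted p = 0.222) at RT and 4.39 (SE 0.59, adjusted p = 0.0626) in cold from edgeR's quasi-likelihood test, and was called at both without WT mouse 1812 (0.0267 and 0.00495). As a set they had a median of 0.19 at RT (camera adjusted p = 0.0199, 0.707 with an estimated correlation). In cold the median was -0.0535, the mean 0.48 and the camera adjusted p 0.586. The set's call at RT ended without WT mouse 1810 (0.0934) or KO mouse 1814 (0.244), and without the members in the paper's lists (0.771). Of 14 genes of glycogen metabolism, 11 were positive at RT (median log2 fold change 0.34, camera adjusted p = 7.65e-05, 0.707 with an estimated correlation) and 11 in cold (median log2 fold change 0.24, camera adjusted p = 0.00510, 0.640 with an estimated correlation). Ppp1r3b rose at both temperatures, and it and 1 other were higher when adjusted over the list alone, Ppp1r3d at RT, another glycogen-targeting subunit (1.14, SE 0.21), and Pygl in cold, a glycogen phosphorylase (1.00, SE 0.27). In cold the set's call ended without WT mouse 1773 (0.171) or KO mouse 1782 (0.740), and without the members in the paper's lists the adjusted p was 0.0881 at RT and 0.106 in cold.
Markers of skeletal muscle and of skin, which border the inguinal fat, also stood higher in cold. Of 19 genes of skeletal muscle, some of which brown and beige adipocytes also express, 12 were positive in cold (median log2 fold change 0.99, camera adjusted p = 7.44e-04, 0.640 with an estimated correlation) and 14 at RT (median log2 fold change 0.40, camera adjusted p = 0.0206, 0.707 with an estimated correlation). None was called, and 8 in cold and 1 at RT were higher when adjusted over the list alone. Of these 19 genes 5 stand in the paper's lists, and without them the adjusted p was 0.172 at RT and 0.280 in cold. Ckm, the muscle creatine kinase, had a log2 fold change of 3.05 (SE 0.83) and Tnnt3, a fast troponin, 2.47 (SE 0.57) in cold. The muscle call ended without WT mouse 1810 (0.892) or KO mouse 1814 (0.158) at RT and without KO mouse 1782 (0.0850) in cold. All 18 genes of skin keratinocytes were positive in cold (median log2 fold change 3.27, camera adjusted p = 1.66e-04, 0.640 with an estimated correlation), with 0 called and 0 when adjusted over the list alone. Lor, the cornified envelope protein loricrin, had 3.91 (SE 1.17) and 0.84 without KO mouse 1781. The paper's lists hold 7 of the 18, and without them the adjusted p in cold was 0.0268. The mean keratinocyte level (log2, centred over libraries) was 2.92 in KO mouse 1781, 1.69 in WT mouse 1788 and -0.96 to -0.33 in the other 7, and without mouse 1781 the direction turned (0.439). At RT the keratinocyte genes had a median of -1.81 (camera adjusted p = 0.0616). Of 16 genes common to adipocytes, 12 were negative in cold (median log2 fold change -0.20, camera adjusted p = 0.0409, 0.758 with an estimated correlation) and 13 positive at RT (median 0.14, camera adjusted p = 0.106), with 0 called and 0 when adjusted over the list alone. Their mean level was -0.65 in KO mouse 1781 and -0.17 to 0.42 in the other 8. Without mouse 1781 they were higher in KO in cold as a set (1.00e-03).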

### *Tet1* KO mice are protected against diet-induced obesity

Increased browning leads to increased energy expenditure and improved glucose homeostasis^18,19^. Thus, we assessed whether the increased browning during adipose-selective *Tet1* deficiency leads to metabolic improvement. Despite the body weight of Adi-Tet1KO remaining unchanged (Fig. 5a), their fat mass was significantly reduced compared to their littermate controls on a chow diet (Fig. 5b). Reduced adiposity in Adi-Tet1KO mice on chow was accompanied by improved glucose tolerance, insulin sensitivity, and hypoinsulinemia (Fig. 5c–e). Next, we asked whether adipose-selective *Tet1* deficiency confers protection against diet-induced obesity and impaired glucose tolerance by placing cohort mice on a high-fat diet (HFD, 60% calories from fat). The body weights of the two groups began to significantly diverge after 6 weeks of HFD feeding (Fig. 5f). The KO had reduced fat mass (Fig. 5g), and their tissue mass of inguinal and mesenteric WAT was significantly decreased (Fig. 5h). Indirect calorimetry analysis by CLAMS revealed that the KO mice had increased energy expenditure (Supplementary Fig. 10a, b) without changes in food intake and locomotor activity (Supplementary Fig. 10c, d). Interestingly, the KO had an increased RER on HFD (Supplementary Fig. 10e), suggesting that they prefer carbohydrates over fat as a main energy source on HFD. Consistent with the lean phenotype, KO mice were more glucose tolerant and insulin sensitive than controls, having reduced insulin levels at fed and fast states on HFD (Fig. 5i–k).

**Fig. 5:**
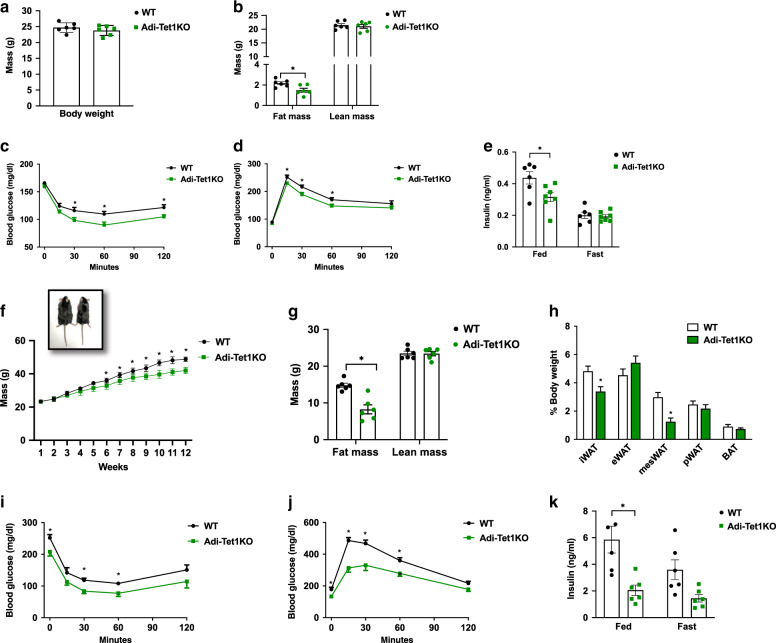
Adipose-specific *Tet1*-KO mice are protected from diet-induced obesity and metabolic dysregulation. **a**, **b** Body weight (**a**) and body composition by EchoMRI (**b**) of 8-week-old WT and KO mice on a chow diet (*n* = 6 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test). **c**, **d** Insulin tolerance test (**c**) and glucose tolerance test (**d**) on chow diet (*n* = 8 WT, *n* = 6 KO. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test). **e** Fed and fasted insulin levels from a chow-fed cohort (n = 6 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing). **f** Weekly body weight of WT and KO mice on a high-fat diet (*n* = 7 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test). **g** Body composition after 10 weeks of HFD (*n* = 6 per group, Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test). **h** Adipose tissue weight from HFD cohort (*n* = 6 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test). **i**, **j** Insulin tolerance test (**i**) and glucose tolerance test (**j**) after 10 or 11 weeks on HFD, respect**i**vely (*n* = 6 per group, Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test). **k** Fed and fasted insulin levels from high-fat-fed mice (*n* = 6 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and Two-way ANOVA followed by Bonferroni post-hoc testing). Source data are provided as a source data file.

### TET1 acts in a DNA demethylase-independent manner

TETs mediate their biological functions in both DNA demethylase-dependent and -independent manners^27–31^. Thus, we addressed whether demethylation activity is necessary for TET1 to suppress the thermogenic program in beige adipocytes. First, as a genetic approach, we generated various *Tet1* mutant alleles (Fig. 6a). Lentiviral overexpression of a *Tet1* mutant allele that lacks c-terminal catalytic activity (Tet1∆CD)^42^ (Fig. 6b) still repressed *Ucp1* transcription to a similar degree as the wild-type allele (Tet1 WT) (Fig. 6c). On the other hand, overexpressing either the truncation mutant that contains only the catalytic domain (Tet1 CD) or the catalytically inactive mutant with two critical amino acid substitutions (Tet1 CDM)^43^ was not able to repress *Ucp1* expression (Fig. 6c). Both Tet1 WT and Tet1 ∆CD equally inhibited mitochondrial respiration in the presence of norepinephrine (Fig. 6d, e).

**Fig. 6:**
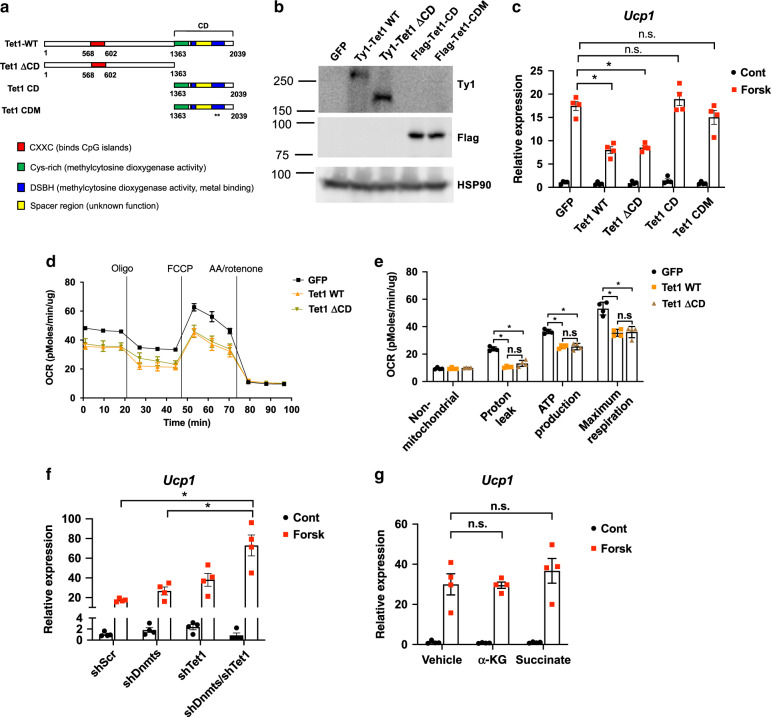
TET1 suppresses the thermogenic gene program in a DNA demethylase–independent manner. **a** The protein map showing *Tet1* wild-type and mutant alleles: the *Tet1* wild-type (Tet1 WT) allele, a truncation mutant that lacks DNA demethylase activity (Tet1 ∆CD), a mutant that contains only DNA demethylase activity (Tet1 CD), and a catalytically inactive form (Tet1 CDM). **b** Mature beige adipocytes were transduced with lentiviral expression plasmids for the various *Tet1* alleles from (**a**). **c** The basal- and forskolin-stimulated levels of *Ucp1* were measured by qPCR from (**b**) (*n* = 4 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and one-way ANOVA followed by Bonferroni post-hoc testing). **d**, **e** Mitochondrial respiration is measured by Seahorse from beige adipocytes that overexpress Tet1 WT, Tet1 ∆CD, or GFP. (*n* = 4 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing). **f** Beige adipocytes were transduced with hairpins against *Dnmt1*, *3a*, and, *3b* or control scramble RNA (shScr), and differentiated beige adipocytes were transduced with shTet1. The basal- and forskolin-stimulated levels of *Ucp*1 were measured by qPCR (*n* = 4 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing). **g** Alpha-KG (α-KG), diethyl-succinate (Succinate), or a vehicle was used to pre-treat mature beige adipocytes for 3 hr. The basal- and forskolin-stimulated levels of *Ucp1* were measured by qPCR (*n* = 4 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing). Source data are provided as a source data file.

Second, we performed *Tet1* loss-of-function studies in cells that had all three DNA methyltransferases (*Dnmts*) knocked down to reduce the level of 5mC (Supplementary Fig. 11a), which is the enzymatic substrate for TET. If DNA demethylation activity was critical, the effect of *Tet1* loss-of-function would be diminished in these cells. Interestingly, knocking down the *Dnmts* alone resulted a trend toward an increase in the *Ucp1* expression, and double knockdown with *Tet1* further increased the expression of *Ucp1* (Fig. 6f). Third, we manipulated TET demethylase activity at the co-factor level. Alpha-ketoglutarate (α-KG), a key metabolite from the TCA cycle, acts as a co-factor for the demethylation activity of TETs, whereas another TCA intermediate, succinate, inhibits TET activity^44,45^. We treated mature brown and beige adipocytes with cell-permeable forms of α-KG and diethyl-succinate then subjected them to forskolin treatment. Neither metabolite had any significant impact on forskolin-stimulated *Ucp1* expression **(**Fig. 6g).

Third, we profiled genome-wide maps of 5hmC, a major intermediate product of TET-mediated oxidation of methylated cytosine (5mC), using the sensitive 5hmC-Seal-Seq method in iWAT from C57BL/6 J WT mice housed at RT or exposed to cold for 7 days (Supplementary Fig. 12). We found no significant changes in 5hmC levels at the key thermogenic genes under cold conditions, as exemplified at the *Ucp1* and *Ppargc1a* loci (Supplementary Fig. 12a, b). This suggests that 5hmC accumulation is not a key epigenetic event underlying the temperature-triggered browning of beige adipocytes. Taken together, these results suggest that TET1-mediated suppression of the thermogenic gene program is largely done in a DNA demethylase-independent manner.

Lastly, we performed bisulfite PCR sequencing to assess the base-pair resolution of DNA methylation changes at several CpG-rich *Ucp1* and *Tet1* promoter/enhancer regions^46–49^. We noted an overall reduction of CpG methylation at one of the *Ucp1* promoter regions (named *Ucp1* (#1) under lower temperature conditions (Supplementary Fig. 13a, e). Other than that, no obvious changes in average CpG methylation were detected in the *Ucp1* and *Tet1* promoter/enhancer regions that we tested (Supplementary Fig. 13b–d, f–h, o–q, r–t**)**. In terms of methylation at individual CpGs, some of the CpG sites tended to be hypermethylated while some were rather hypomethylated at lower temperatures or showed no particular correlation with temperature conditions (Supplementary Fig. 13i–l, u–w). Future studies are warranted to determine the functional significance of the changes at individual CpG sites.

### TET1 coordinates with HDAC1 to mediate the thermogenic gene repression

It has been proposed that the repressor role of TET1 in gene regulation in other cell types is accomplished through interacting with other repressor proteins like polycomb repressive complex 2 (PRC2)^50^, HDACs^51^, and SIN3A^52^. Since genetic and pharmacological inhibition of HDAC1 increases UCP1 and PGC1α expression and oxidative metabolism^53–55^. we sought to determine whether TET1-mediated repression involves interacting with HDAC1. First, we detected an interaction between TET1 and HDAC1 by co-immunoprecipitating in HEK293T cells (Fig. 7a). Interestingly, the interaction with HDAC1 still existed with Tet1 ∆CD, which lacks DNA demethylase activity at the c-terminal region (Fig. 7a). We examined whether TET1 and HDAC1 are recruited to the same gene regulatory regions of *Ucp1* and *Ppargc1a*^55^. Since we were not able to identify a high-quality antibody against endogenous TET1, we immunoprecipitated TET1 tagged with of Ty1 tag from overexpressor cells. With ChIP-reChIP analysis, we confirmed the simultaneous binding of HDAC1 and TET1 at these regulatory regions (Fig. 7b) and that both TET1 and HDAC1 binding at these sites was greatly diminished with forskolin stimulation (Fig. 7c–e).

**Fig. 7:**
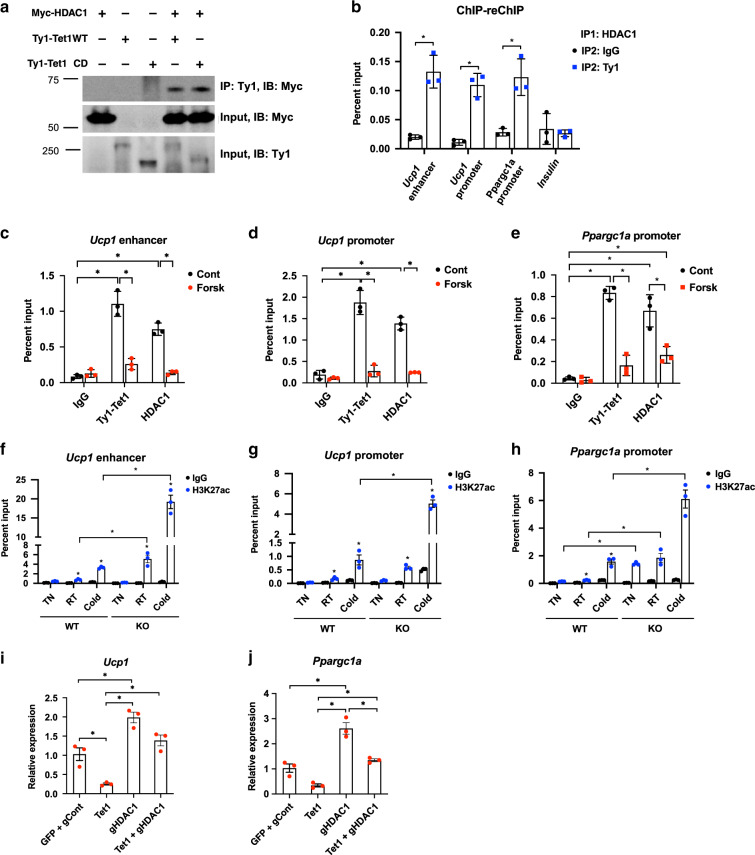
TET1 coordinates the epigenetic remodeling of the regulatory regions of *Ucp1* and *Ppargc1a* by coordinating with HDAC1. **a** Co-immunoprecipitation assay was performed using protein lysates from HEK293T cells that were co-transfected with vectors expressing Ty1-Tet1 WT, Ty1-Tet1deltaCD, and Myc-HDAC1. **b** ChIP-reChIP qPCR analysis was performed on beige adipocytes that were transduced with Ty1-Tet1 WT or GFP using HDAC1 (1st IP), Ty1 (2nd IP), or IgG as a control. The enrichment efficiency is presented as a percent input at the indicated binding sites (*n* = 3 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test followed by Bonferroni post-hoc testing). **c**–**e** Ty1 and HDAC1 ChIP-qPCR analysis was performed in cells that express Ty1-Tet1 WT with and without forskolin stimulation (*n* = 3 per group. Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing). **f**–**h** H3K27ac ChIP-qPCR analysis was performed in WT and KO iWAT from RT or exposed to TN or cold for 7 days (*n* = 3 per group). Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing. **i**, **j** Beige adipocytes were transduced with either *Tet1* overexpressor, gRNA against *Hdac1*, both, or control plasmids. The forskolin-stimulated level of *Ucp1* and *Ppargc1a* was measured by qPCR (*n* = 4 per group, Data are expressed as means ± SEM. *denotes *p* < 0.05, determined by two-tailed Student’s *t* test and two-way ANOVA followed by Bonferroni post-hoc testing). Source data are provided as a source data file.

HDAC1 deacetylates histones, which prevents transcription. Therefore, to examine the downstream epigenetic changes that TET1 loss-of-function confers, we performed ChIP-PCR using the active histone mark H3K27ac in WT and KO adipose tissue harvested from different temperature conditions. As expected, in WT iWAT samples, H3K27ac enhancer activity was higher at RT and highest during cold exposure as compared to TN. Overall, this temperature-dependent H3K27ac enhancer activity was even more dramatic in KO iWAT (Fig. 7f–h), in concert with increased expression of *Ucp1* and *Ppargc1a* (Fig. 4j, k). Lastly, we assayed the role of HDAC1 in TET1-mediated thermogenic gene suppression. CRISPR-Cas-mediated knockout of HDAC1 (Supplementary Fig. 11b) fully rescued TET1-mediated repression of *Ucp1* (Fig. 7i, j). Together, our results suggest that the role of TET1 as a suppressor of the thermogenic gene program is in large part due to HDAC1.

## Discussion

While classical brown and beige adipocytes share many fundamental features in morphology and function, discrete characteristics have been identified, including the plasticity of beige thermogenesis^1^. A recent epigenomic profiling study demonstrated that the temperature-mediated plasticity of subcutaneous fat is accompanied by profound changes in chromatin state^10^. To add to these results, we identified TET1 as a beige fat-selective epigenetic repressor of the thermogenic gene program.

We demonstrated that TET1 represses thermogenic gene regulation in a largely DNA demethylase-independent manner. In support of this notion, transcriptional changes induced by overexpression of TET1 were highly similar to those induced by its demethylation activity-dead mutant in differentiated cell lines. Other studies have demonstrated that TETs, in addition to modifying cytosine methylation, can act as gene regulators through a DNA methylation-independent manner^28^. The repressive role of TET1 in transcriptional regulation has been proposed to derive from its interaction with other repressor proteins. In ES cells, but not in somatic cells, TET1 contributes to silencing some genes by interacting with polycomb repressive complex 2 (PRC2), which targets repressive histone mark H3K27me3^50^. TET1 is also found in the repressor complex containing SIN3A and HDAC1/2 in both mESCs and HEK293T cells, and its localization greatly overlaps with the SIN3A binding profile genome-wide^30^. Thus, our results are in line with these studies, as TET1 cooperates with HDAC1 to repress some of the key thermogenic genes like *Ucp1* and *Ppargc1a*. We speculate that such interaction facilitates local epigenetic modifications and regulates other transcription factors and co-factors to regulate transcriptional activity.

There is also indirect evidence that DNA demethylation and TETs are also required for the development of interscapular BAT^56^. In this study, the authors suggested that TET proteins mediate demethylation at the promoter region of *Prdm16*^56^, a key developmental gene that is critical for the brown adipogenic lineage and maintains brown adipocyte identity. Moreover, reducing the level of α-ketoglutarate (α-KG), a co-factor for the TET enzymes, leads to reduced demethylation of *Prdm16* and impaired brown adipocyte development and function in mutant mice carrying loss-of-function AMPKa1^56^. Given the pro-adipogenic function of TET1 in white and brown adipogenesis, our results demonstrating TET1 is an inhibitor of thermogenic genes may seem contradictory. However, such dual roles have been reported with other “whitening” transcription factors. For example, Zfp423, preferentially expressed in white adipocytes, is a pro-adipogenic commitment factor in vitro and in vivo^57^, but it also acts as a molecular gate keeper that maintains white cell identity while suppressing browning in mature adipocytes^58^. Interestingly, a recent study reported that the glucocorticoid receptor (GR) drives beige adipocyte whitening as an upstream regulator of Zfp423^10^. TLE3, another whitening transcription factor, promotes adipose conversion during early differentiation by interacting with PPARγ and antagonizing Wnt signaling^59^. But a recent study identified its novel role as a suppressor of thermogenic gene expression in beige adipocytes^60^. Notably, both Zfp423 and TLE3 inhibit the activity of pro-browning transcription factor early B-cell factor 2 (EBF2)^58,60^, which cooperates with PPARγ and epigenetic modifiers, such as the chromatin remodelers BRG1 and BAF, and a long noncoding RNA, Blnc1^61^. Future studies are warranted to determine whether TET1-mediated gene repression converges with these known transcriptional regulators.

Notably, two global studies suggest that differences in the DNA methylation profile is not a major contributor to cell type-specific gene expression in white vs beige or brown adipocytes^62,63^. The first global study employed restriction landmark genomic scanning (RLGS)^63^, the method by which methylation-sensitive restriction enzymes preferentially cut CpG islands in regulatory regions^63^. In this study, authors also did not find a dramatic difference in the DNA methylation profile between primary white vs. brown adipocytes. The other global study profiled in vitro-differentiated white and brown adipocytes from inguinal and brown adipose depots using reduced representation bisulfite sequencing (RRBS)^62,63^, which focuses on CpG-rich promoter methylation. Although an overall negative correlation between promoter methylation and gene expression was observed when comparing white and brown adipocytes, dramatic differences in DNA methylation at the thermogenic genes were not reported. Consistent with these reports, we did not detect dramatic changes in DNA demethylation at the key thermogenic genes. However, we observed that some of the CpG sites displayed simultaneous hyper- or hypo-methylation depending on temperature changes at the *Ucp1* promoter region. Thus, genome-wide methylation profiling studies are warranted to more accurately understand the DNA methylation profile under different temperature conditions. Moreover, functional validation studies will be necessary at the level of individual CpGs.

One of the major caveats of our study is the use of Fabp4-Cre, which is expressed in several other non-adipose tissues^35,64^. Thus, we conducted additional experiments to assess whether there is an additional contribution from non-adipose tissues to the increased thermogenesis in Adi-Tet1 KO mice. First, our in vitro gain- and loss-of-function studies showed that *Tet1* knockdown and overexpression have a beige adipocyte-autonomous effect on thermogenic gene regulation and mitochondrial respiration. Second, we showed that inguinal-selective knockdown of *Tet1* by AAV8-hAdi-Cre and noted a similar effect on thermogenesis. Third, to address if there is input from macrophage cells in Adi-Tet1 KO mice, we conducted co-culture experiments using beige adipocytes and primary macrophages isolated from Adi-Tet1 KO vs. WT mice. There were no significant changes in basal and forskolin-induced thermogenic gene expression. Lastly, we report no major phenotypic changes in thermogenesis and energy homeostasis in the PDGFRa-Tet1 KO generated using PDGFRa-Cre, which is expressed in preadipocytes and a variety of tissues, including the lung, heart, intestine, skin, and cranial facial mesenchyme^37–39,65–67^. We, however, note that it is still possible that there could be an additional contribution on top of that from adipose tissues.

In summary, we identified TET1 as an important epigenetic regulator of the thermogenic gene program in beige adipocytes that coordinates with HDAC1. Adipose-specific TET1 loss-of-function led to increased energy expenditure and protection from diet-induced obesity, insulin resistance, and glucose tolerance.

## Methods

### Cell culture

Immortalized beige and brown adipocytes were maintained and differentiated with an adipogenic cocktail (0.5 mM IBMX, 5uM Rosiglitazone, 5 mg/ml insulin, 1 mM dexamethasone). To generate lentivirus particles, lentiviral constructs were co-transfected with pM2DG- and psPAX-expressing plasmids into 293 T cells. After 48 h, virus-containing supernatant was collected, filtered through 0.45 μm filters, and added to mature day 5 adipocytes for 48 h along with 8 μg/ml Polybrene. Transduction efficiency was determined by comparing to cells transduced in parallel with a GFP-expressing lentivirus. For the ex vivo system, subcutaneous WAT and iBAT from wild-type C57BL/6 mice was fractionated with digestion buffer (10 mg/ml collagenase D, 2.4 units of dispase II, 10 mM CaCl_2_ in PBS). The stromal-vascular fraction (SVF) were isolated by 1.5 u/ml collagenase and plated in culture and differentiated with adipogenic cocktail. For co-culture experiment, beige adipocytes were cultured in 6-well plates and differentiated at day 8, and macrophages (2 ×10^5^ cells/well) were plated onto the transwell insert containing a 0.4 μm polyethylene terephthalate membrane (Costar, Corning, USA) in serum free medium. After incubation together for 24 h, the transwell was removed and beige adipocytes were harvested for analysis. 3T3-L1 adipocytes were differentiated in 12-well plates and then treated with conditioned medium from LPS-activated macrophages from WT and KO mice. 3T3-L1 adipocytes were cultured for 24 h before gene expression analysis.

### Reagents

Insulin, dexamethasone, isobutylmethylxanthine (IBMX), α-KG, CL316, 243, diethyl succinate, and thyroid hormone (T3) were purchased from Sigma. Rosiglitazone was purchased from Cayman. Antibodies were purchased from GeneTex (Tet1, GTX1242071), Thermo Fisher (β-actin, MA5-14739), Cell Signaling (HSP-90, 4874), GenScript (Ty1, A01004), Covance (HA, MMS-101R), Sigma (Flag, F3165), Santa Cruz (Myc, SC-40), Abcam (UCP1, Ab10983; PGC1α: Ab54481; H3K27ac: Ab4729), Biolegend (CD45-PerCP/Cy5.5,103131; F4/80-PE/Cy7, Cat# 123113; Cd11b-Pacific Blue, 101223; CD301-APC, 145707 and eBioscience (Cd11c-PE,12-0114-81).

### Animals

Tet1^f/f^ mice were obtained from Dr. Anjana Rao laboratory at UCSD. Mice were maintained under a 12 h light/12 h dark cycle at room temperature (23 °C) with free access to food and water. For thermal challenge, mice were placed in a cold chamber (4 °C) for up to 1 week or at thermoneutrality (30 °C). Body temperature was measured using a rectal probe (Physitemp). For high-fat feeding studies, male C57BL/6J mice were put on the diet beginning at 8 weeks of age and continuing for up to three months. Blood and various tissue samples were collected. For the CL316,243 studies, animals were given the drug by IP injection for 5 consecutive days at RT and euthanized for the gene expression analysis. For histology, adipose tissues were fixed with neutral-buffered formalin and embedded in paraffin, and sections were stained with H&E.

iWAT-specific *Tet1* Adi-CRE mice were generated by injecting adeno-associated virus (AAV) expressing Adiponectin CRE (AAV8-hAdp-iCre, Vector Biolabs) or control Null (AAV8-Null) into inguinal WAT level. Briefly, mice were anesthetized and maintained using isoflurane. Area around iWAT was shaved on either side of the mice and cleaned with Betadine (#19-027132,) and Ethanol. A small incision was made to expose the iWAT pads. AAV was injected into both the iWAT depot at 10 different locations per depot of *Tet1*f/f adult mice using hamilton microsyringe. Viral titer of 5.0 × 10^11^ genomic copies (GC) per mouse. After injection, the incision was closed using suture (#101-7137, Henry Schein). Efficacy of viral infection and knockdown was evaluated by quantification of TET1 expression. All animal work was approved by the UC Berkeley ACUC.

### Protein analysis

Whole-cell protein lysates were prepared using RIPA lysis buffer (1% Triton X-100, 1% Sodium deoxycholate, 0.1% SDS, 0.15 M NaCl, 50 mM Tris (pH 7.2) and protease inhibitor cocktail (Complete Mini-EDTA free, 11836170001, Roche). Protein was resolved using Tris-glycine gels and transferred to PVDF membrane. After blocking with 5% nonfat dried milk in TBS-Tween (0.25%), the membranes were incubated with the appropriate primary antibodies and loading control. Immunoblots were quantified by the ImageJ program.

### Immunoprecipitation

HEK-293T cells were transfected with various DNA constructs using Lipofectamine 3000 (Invitrogen). A day after transfection, cells were lysed with RIPA buffer with protease inhibitor cocktail. 500 mg of protein was incubated with the appropriate antibodies overnight. The next day, protein A/G PLUS-Agarose (SC-2003, Santa Cruz) was added and incubated for 2 h, washed with lysis buffer five times and PBS once. Beads were eluted with non-reducing SDS/PAGE loading buffer and subjected to SDS/PAGE and western blotting.

### Dot-blot analysis

Genomic DNA was extracted using the DNeasy Blood & Tissue kit (Qiagen, 69504) following the manufacturer’s protocol. DNA was denatured at 95 °C for 15 min in 0.1 M NaOH. It was neutralized with 1 M NH4OAc on ice and diluted to 300 mg in DNAse free water. 200 ng DNA was applied to a positively charged nylon membrane under vacuum with a Dot Blot Microfiltration Apparatus (Bio-Rad). The membranes were briefly washed in 2× SSC buffer (0.3 M NaCl, 30 mM sodium citrate) for 5 min, then baked at 80 °C for 5 min, and then cross-linked using a UV Stratalinker 1800. Membranes were blocked with 5% nonfat dried milk in TBS-Tween (0.25%). The membranes were incubated with the 5mC primary antibodies. For a loading control, membranes were stained with methylene blue. Immunoblots were quantified by the ImageJ program.

### Indirect calorimetry

Metabolic rate was measured by indirect calorimetry in open-circuit Oxymaxchambers, a component of the Comprehensive Lab Animal Monitoring System (CLAMS; Columbus Instruments). Mice were housed individually at various temperatures under a 12 h light/12 h dark cycle. Food and water were available ad libitum.

### Cellular and tissue respiration

For cellular respiration, lentivirally transduced beige adipocytes were plated on XF24 Cell Culture Microplates. For tissue respiration, freshly isolated iWAT and iBAT were rinsed in sterile saline and dissected with a microdisector to 2 mm per well. Oxygen consumption rate (OCR) was determined using an XF24 Extracellular Flux Analyzer (Seahorse Bioscience). Uncoupled and maximal OCR was determined using oligomycin (4 μM) and FCCP (4 μM). Antimycin A and rotenone (2 μM each) were used to inhibit Complex III- and Complex I-dependent respiration.

### ChIP-qPCR

Cells were cross-linked with 1% formaldehyde for 10 min at room temperature. Cross-linked chromatin was sonicated using an S220 Ultrasonicator (Covaris) to generate DNA fragments of ∼200–500 bp. Inputs were taken from cleared lysates, and the rest were rotated O/N at 4 °C with Ty1, HDAC1, and IgG antibodies for immunoprecipitation. An aliquot of 20 μl of pre-washed Dynabeads Protein G was added per IP and rotated 1 h at 4 °C. Beads were successively washed in low-salt RIPA buffer (20 mM Tris-HCl [pH 8.0], 1 mM EDTA, 1% Triton x-100, 0.1% SDS, 140 mM NaCl, 0.1% Na deoxycholate), high-salt RIPA buffer (20 mM Tris-HCl [pH 8.0], 1 mM EDTA, 1% Triton x-100, 0.1% SDS, 500 mM NaCl, 0.1% Na deoxycholate), LiCl buffer (250 mM LiCl, 0.5% NP40, 0.5% Na deoxycholate, 1 mM EDTA, 10 mM Tris-HCl [pH 8.0]) and TE buffer (10 mM Tris-HCl [pH 8.0] and 1 mM EDTA). Each reaction was then incubated in digestion buffer (50 mM Tris-HCl [pH 8.0], 1 mM EDTA, 100 mM NaCl, 0.5% SDS, proteinase K) for a minimum of 4 h at 65 °C to reverse cross-links. DNA was recovered using a phenol-chloroform extraction. ChIP-reChIP was performed in essentially the same way as ChIP, except that the first elution was carried out in a digestion buffer (50 mM Tris, pH 8.0, 1 mM EDTA, 1% SDS, 50 mM NaHCO_3_) at 65 °C for 10 min. After saving the supernatant, the beads were with 40 ul 10 mM DTT for 30 min at 37 °C. The combined elutes were subjected to the second IP. Real-time qPCR primers are listed in Supplementary Table 2. All data were normalized to input.

### RNA extraction and quantitative PCR

Total RNA was extracted from cells or tissues using TRIzol reagent according to the manufacturer’s instructions. cDNA was reverse-transcribed from 1 μg of RNA using the RETROscript first strand synthesis kit (Ambion). Quantitative PCR (qPCR) was performed with SYBR Green qPCR Master Mix (Applied Biosystems) using a 7900HT Fast Real-Time PCR System (Applied Biosystems) and CFX96 Touch (BioRad). Primer sequences are listed in Supplemental Table 2. The relative amount of mRNA normalized to cyclophilin B was calculated using the delta–delta method^68^.

### RNA-Seq analysis

RNA samples were extracted using the RNeasy Mini kit (Qiagen, 74104) following the manufacturer’s protocol. Libraries were prepared using the BGI Library Preparation Kit, and sequencing was performed on the BGISEQ. RNA-Seq reads were aligned to UCSC mm10 genome using STAR aligner^69^ with an option, “--outFilterMultimapNmax 1”. Mitochondrial reads were filtered out to avoid sequencing depth bias due to mitochondrial abundance. Then, raw read count for each gene was measured using Feature Counts. Differential gene expression analysis was performed using edgeR. Hierarchical clustering was performed using group-wise average gene expression levels to identify distinct functional modules of genes using Ward’s criterion and Pearson correlation as a similarity measure. Gene ontology analysis was done using EnrichR.

### 5hmC-seal analysis

Genomic DNA (250 ng) was sonicated to ~100–500 bp with a Bioruptor PICO sonicator (Diagenode). Sonicated DNA was end-repaired, A-tailed, and ligated to paired-end adapters following the standard Illumina protocol. The glucosylation reactions were performed in a 50 μl solution containing 1x glucosylation buffer, above adapter-ligated DNA, 200 μM UDP-Azide-Glucose (Active Motif, 55020), and 5 U T4 ß-glucosyltransferase (Thermofisher, EO0831), at 37 °C for 1 h. After glucosylation, the reaction was purified by Zymo DNA clean & concentrator Kit (Zymo, D4014) and eluted into 45ul ddH2O. Then, 1.5 μl DBCO-PEG4-Biotin (Click Chemistry Tools, A105. 4.5 mM stored in DMSO, dilute from 30 mM stock before use) was added to the 45ul glusosylated DNA and the reactions were incubated at 37 °C for 2 h. Next, the DNA was purified by Zymo DNA clean & concentrator Kit and eluted in 10ul ddH2O. The purified DNA was pulled down by 5 μl streptavidin C1 beads (Thermofisher, 65001) for 15 min according to the manufacture’s instruction. The beads were subsequently undergone ten washes with 1x binding-washing buffer and two washes with ddH2O and were resuspended in 15ul ddH2O. All binding and washing were done at room temperature. The captured DNA fragments were amplified with 12 cycles of PCR amplification using the Phusion DNA polymerase. The PCR products were purified using 1.0X AMPure XP beads according to the manufacture’s instruction. DNA concentration of each library was measured with a Qubit fluorometer (Life Technologies) and sequencing was performed on the Next-Seq instrument (Illumina). 5hmC-seq analysis: Sequencing reads was trimmed adapter using cutadapt (https://cutadapt.readthedocs.io/en/stable/), aligned to mouse genome mm10 using BWA with default parameters http://bio-bwa.sourceforge.net/. MethylQA was used to process the aligned BAM files. Concordantly aligned read-pairs were selected and deduplicated using Picard tool (https://broadinstitute.github.io/picard/). Genome browser tracks were created in bigwig files using “makeUCSCfile” in Homer and bedGraphToBigWig in UCSC toolkit.

### Bisulfite sequencing

Bisulfite modification was carried out with 250 ng genomic DNA using the EZ DNA Methylation-Lightning Kit (#D5030 Zymo Research, Irvine, CA) according to the manufacturer’s instructions. Promoter and enhancer regions within the *Ucp1* and *Tet1* genes were amplified using bisulfite PCR. Bisulfite PCR primers were designed with the BiSearch and Methfinder programs, which are listed in Supplementary Table 2. The purified PCR products were cloned into the Topo TA Cloning System (Invitrogen, Carlsbad, CA, USA). Colonies were screened and a minimum of ten clones from each single bisulfite-treated DNA were sequenced, and the data were analyzed for statistical significance.

### FACS analysis

SVF cells were incubated with indicated antibody for 20 min in dark, washed, span at 300*g* for 5 min, resuspended in FACS buffer (1× PBS containing 0.5% BSA) and passed through 40 μm filter prior to FACS analysis. FACS was performed on BD Influx cell sorter. Cells were initially chosen based on forward and side scatter (FFS and CCS) and trigger pulse width. Cells that were not incubated with antibody were used as a control to determine background fluorescence levels.

### Plasmids

Hairpins against Dnmt1, Dnmt3a, and Dnmt3b are from Sigma. HDAC1 was subcloned to pcDNA3.1 at EcoRI/NotI for Myc-HDAC1. Lentiviral overexpression vectors for Tet1WT, Tet1∆CD, Tet1CD, and Tet1CDM were subcloned into pCDH using various multicloning sites (XbaI/NotI for Ty1-Tet1WT, Ty1-Tet1∆CD, XbaI/NheI for Flag-Tet1CD, Flag-Tet1CDM). Hairpins targeting *Tet1* were subcloned at AgeI/EcoRI or purchased from Open Biosystems. Hairpin sequences are shown in Supplemental Table 1. sgRNAs that targeted *Hcac1* were cloned into lentiCRISPR v2 vector. Hairpin and sgRNA sequences are shown in Supplementary Table 1.

### Statistical analyses

Data are presented as means ± SEM and individual data points are plotted. Sample size was determined by our experience with inherent variability. No statistical method was used to predetermine sample size. Statistical analyses and the number of samples (*n*) were described in detail for each figure panel. Statistical analyses and the number of samples (*n*) is described in detail for each figure panel. Two-tailed unpaired Student’s *t* test was used for the comparison between two groups. One-way analysis of variance (ANOVA) or two-way ANOVA followed by the Bonferroni’s test was used for the multiple comparisons. Statistical analyses were performed using excel and GraphPad Prism. All reported *p* values were two-sided and differences were considered significant at *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper and its supplementary information files. Global profiling data are available in the GEO repository under accession number: GSE153093. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: TET1 is a beige adipocyte-selective epigenetic suppressor of thermogenesis
**Source:** Nat Commun. 2020 Aug 27;11:4313. doi: 10.1038/s41467-020-18054-y
**Supplement:** Supplementary file 1 — Supplementary Information

TET1 is a beige adipocyte–selective epigenetic suppressor of thermogenesis

Villivalam et al.

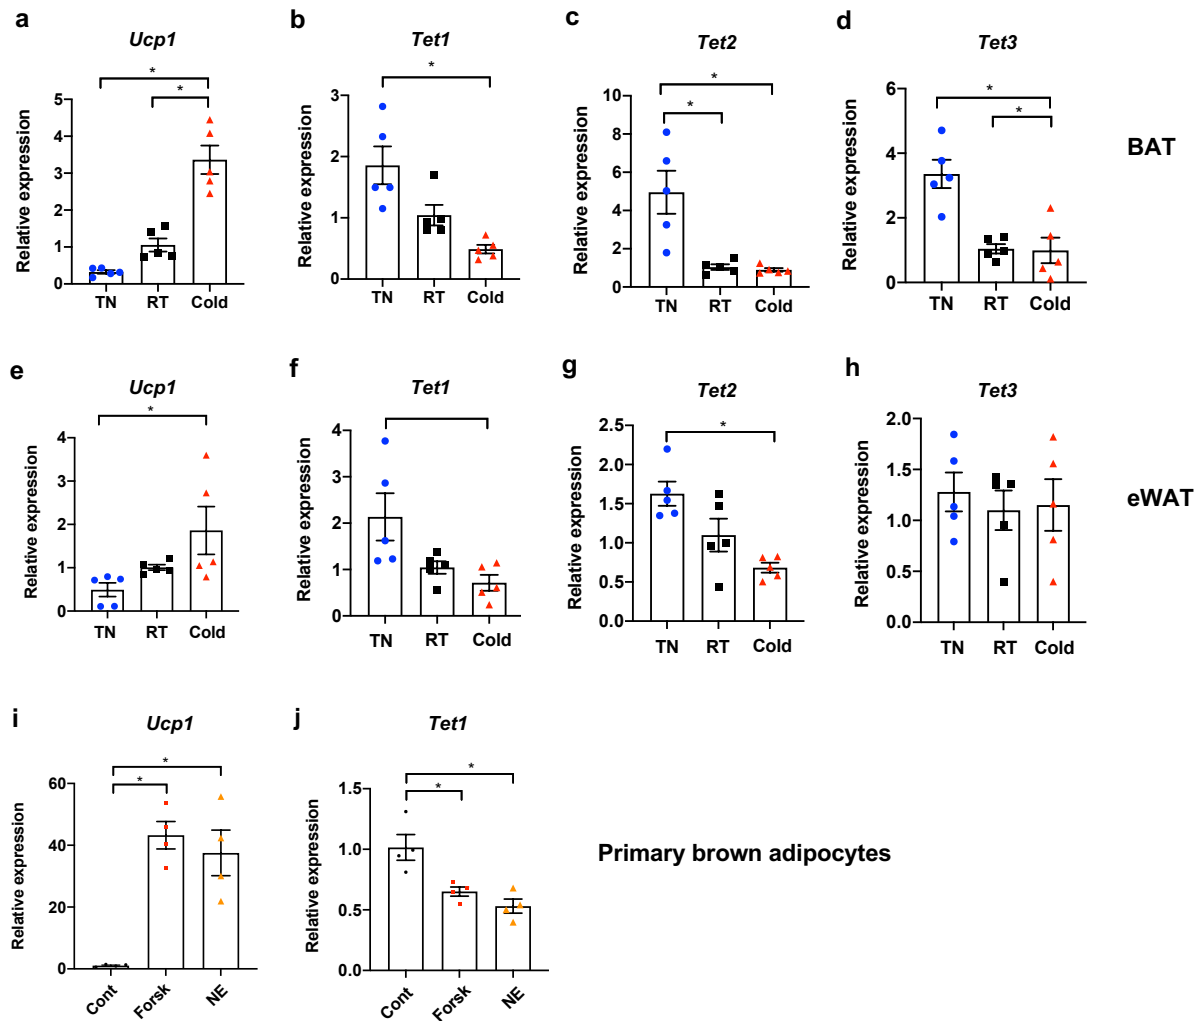

Supplementary Figure 1. *Tet1* expression in BAT and eWAT is regulated by ambient temperature and cAMP signaling. **a-h** *Tet* and *Ucp1* mRNA expression in BAT **a-d** and eWAT **e-h** from wild-type male C57BL/6J mice housed at room temperature (RT) then exposed to cold or thermoneutrality (TN) for 24 hours ($n = 5$ per group. Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test and one-way ANOVA followed by Bonferroni post-hoc testing). **i, j** *Tet* and *Ucp1* mRNA expression with and without 1 μ M forskolin (Forsk) or 1 μ M norepinephrine (NE) stimulation for 3 hours in mature primary brown adipocytes ($n = 4$ per group. Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test and one-way ANOVA followed by Bonferroni post-hoc testing). Source data are provided as a source data file.

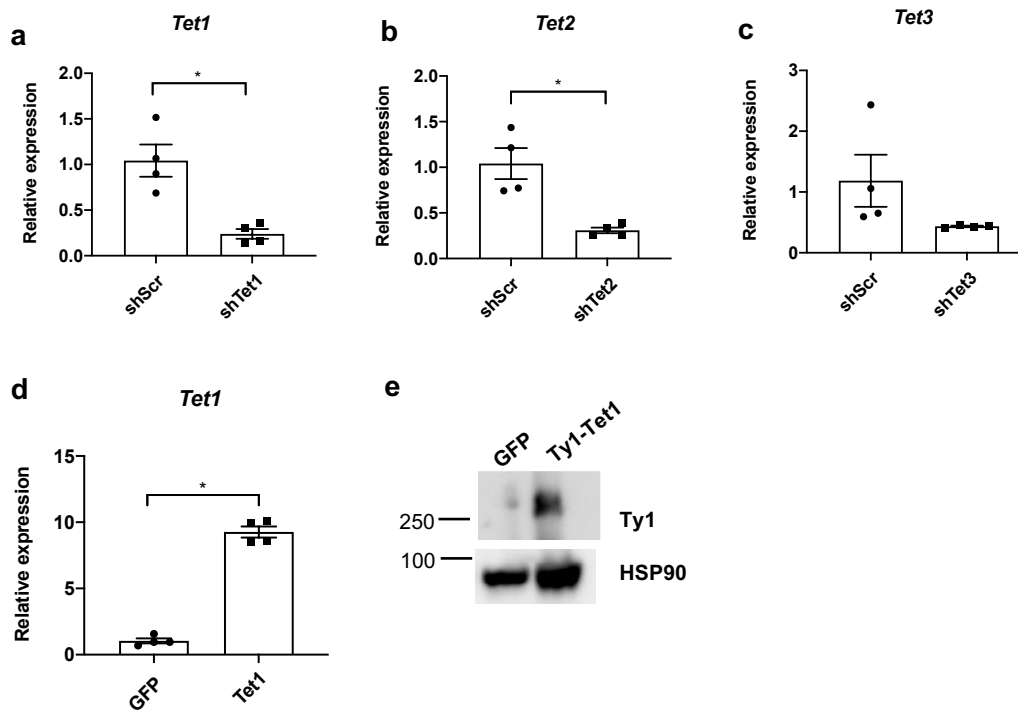

Supplementary Figure 2. Knockdown and overexpression efficiency of *Tet1* loss- and gain-of-function models *in vitro*. **a-c** Hairpins against *Tet1*, *2*, and *3* (versus scrambled shRNA; shScr) were delivered to mature beige adipocytes (Day 6) via lentiviral transduction and the knockdown efficiency was evaluated by qPCR ($n = 4$ per group. Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's t -test). **d** Ty1-Tet1 or GFP was lentivirally transduced into mature beige adipocytes and the level of overexpression was evaluated by qPCR ($n = 4$ per group. Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's t -test) and **e** western blotting of Ty1 tag. Source data are provided as a source data file.

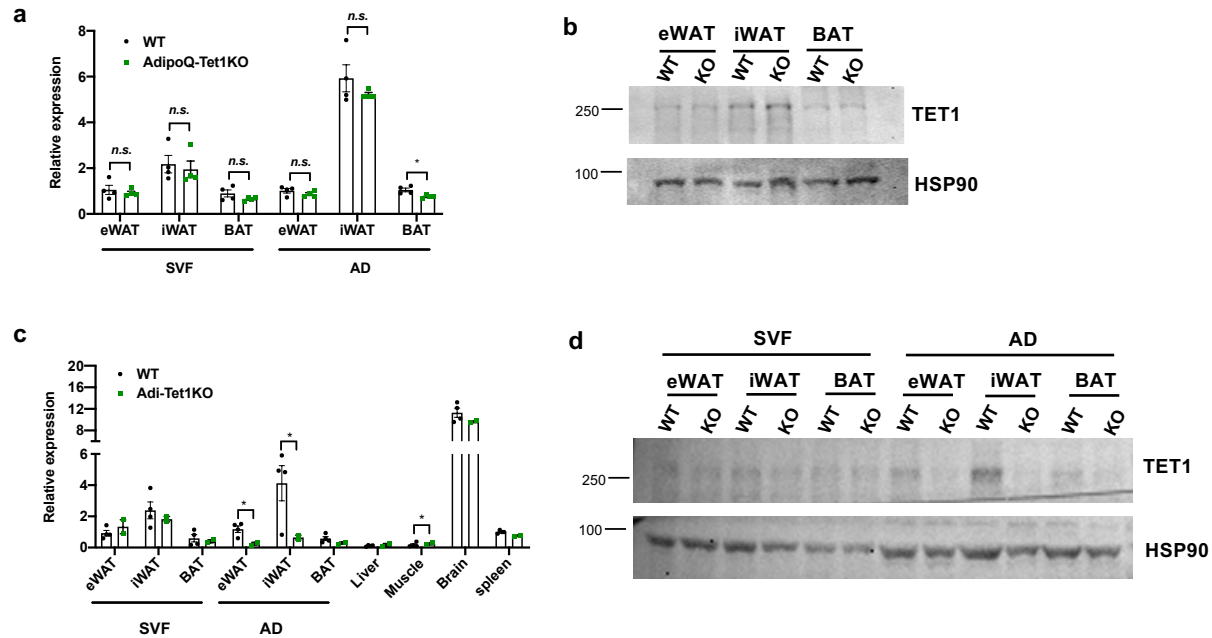

Supplementary Figure 3. Knockdown efficiency of adipose-specific *Tet1* KO models.

a Adipocyte-specific knockdown of *Tet1* was examined in 8 wk-old Adipoq-*Tet1* KO and WT mice by qPCR in stromal vascular fraction (SVF) vs. adipocyte fraction (AD) ($n = 4$ per group). Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test). **b** *Tet1* KD efficiency was tested by western blotting using protein lysates from eWAT, iWAT, and BAT tissues from Adipoq-*Tet1* KO and wild type mice. **c**, **d** Tissue-specific knockdown of *Tet1* was examined in 8 wk-old Adi-*Tet1* KO and WT mice by qPCR and western in stromal vascular fraction vs. adipocyte fraction and in multiple tissues (**c**: $n = 3$ per group. Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test).

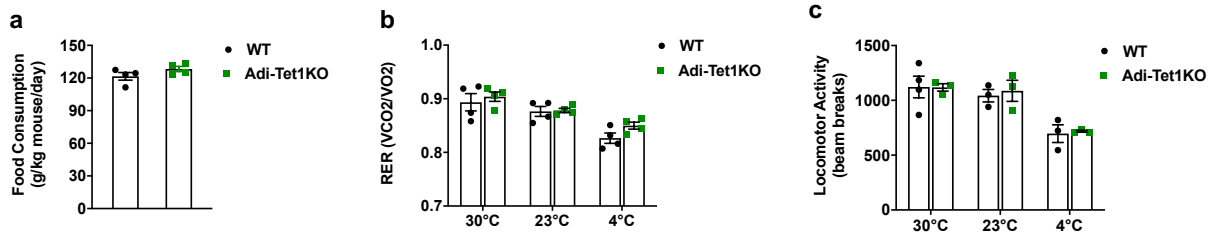

Supplementary Figure 4. Parameters from indirect calorimetry on chow. **a** Shown is the averaged production rates of food consumption, **b** the RER, and **c** locomotor activity of male Adi-*Tet1*-KO and WT littermates on chow (n = 4 per group. Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test). (n=4 WT n=3 KO. Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test). Source data are provided as a source data file.

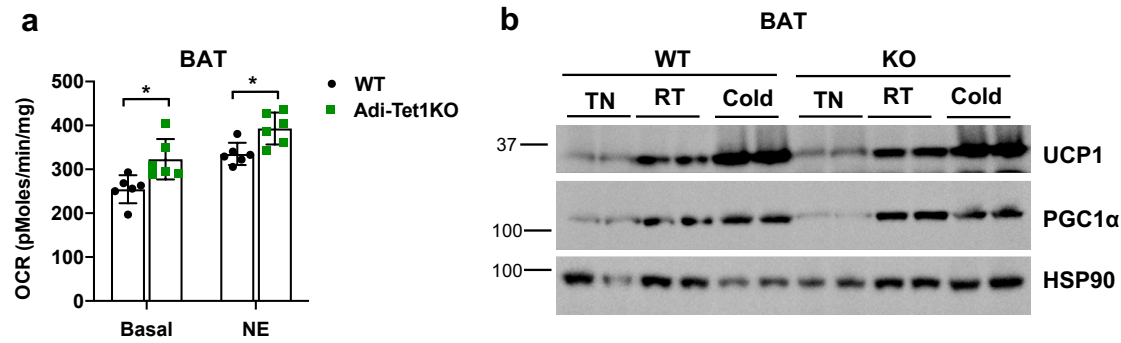

Supplementary Figure 5. Thermogenesis in the KO BAT. **a** Oxygen consumption rate of WT and KO BAT was measured with and without stimulation of NE (n = 6 per group. Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test and two-way ANOVA followed by Bonferroni post-hoc testing). **b** Immunoblot of UCP1 and PGC1 α from BAT from WT and KO mice at RT or housed at TN or cold for 7 days. Source data are provided as a source data file.

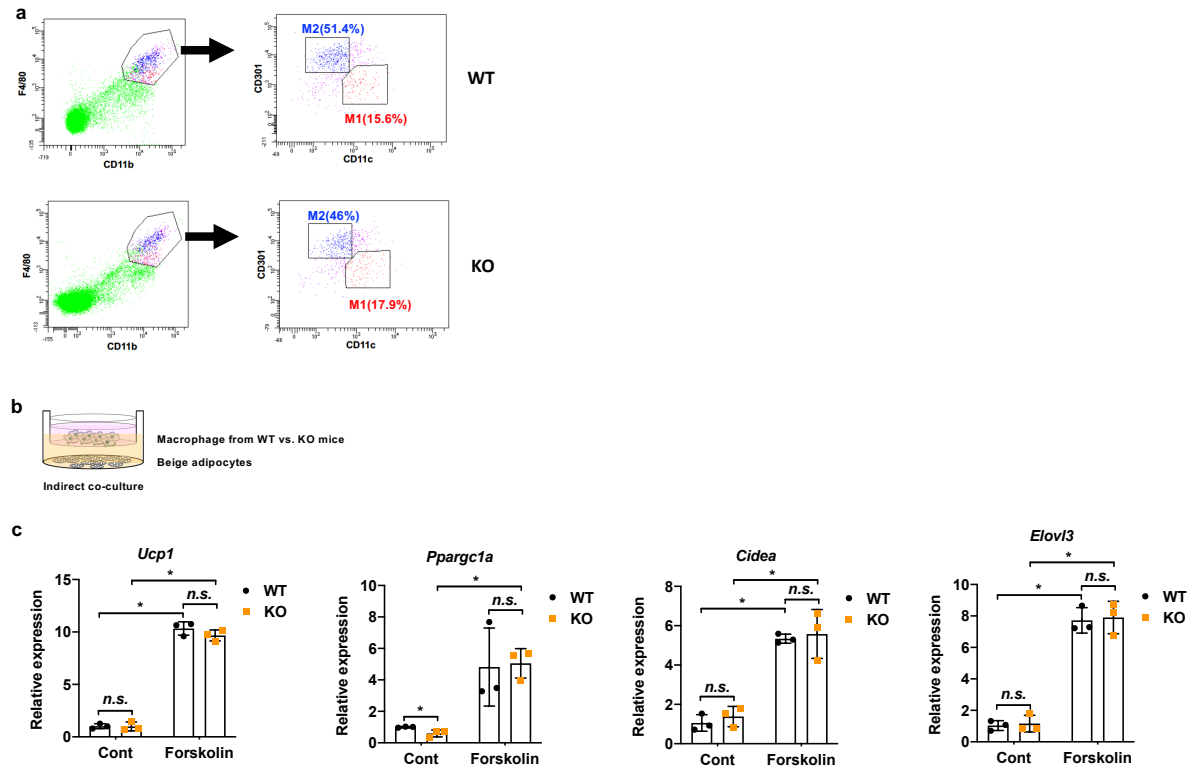

Supplementary Figure 6. Thermogenic gene expression is not affected by co-culture with macrophages from Adi-Tet1 KO mice. **a** Stromal vascular fractions (SVFs) of iWAT from WT (top) and Adi-KO (bottom) mice were stained with CD11b, F4/80, CD11c, and CD301. Scatterplots showing gates for M1 ($F4/80^{\text{high}}CD11b^{\text{high}}CD11c^+CD301^-$) and M2 ($F4/80^{\text{high}}CD11b^{\text{high}}CD11c^-CD301^+$) adipose tissue macrophages. **b, c** Primary macrophages were isolated from WT and Adi-Tet1 KO mice and co-cultured with mature wild type beige adipocytes for 24hr. The expression of a set of key thermogenic genes was measured by qPCR ($n = 3$ per group). Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's t -test and two-way followed by Bonferroni post-hoc testing). Source data are provided as a source data file.

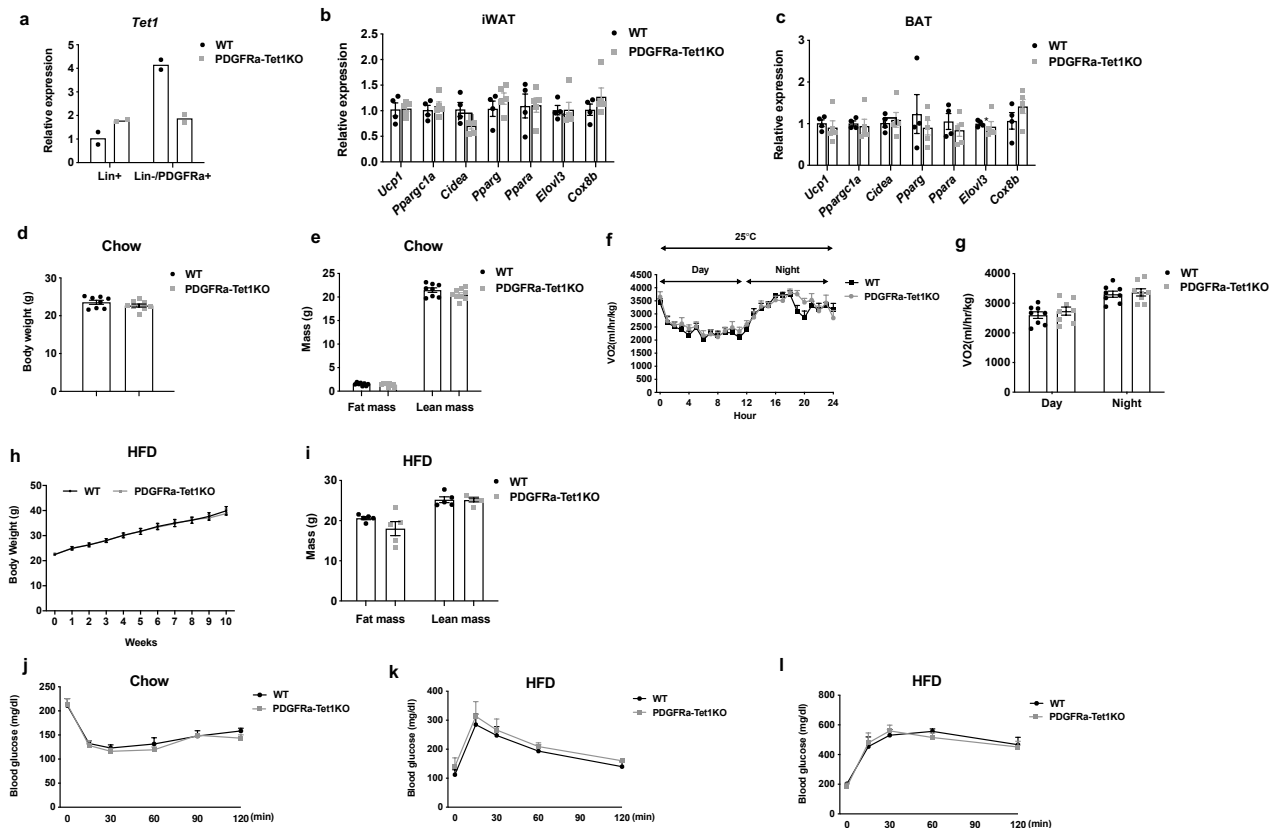

Supplementary Figure 7. PDGFRa-Tet1KO mice do not display any remarkable changes in thermogenesis, energy balance, and whole-body metabolism. **a** *Tet1* expression was evaluated in Lin⁺ and Lin⁻/PDGFRa⁺ population from WT and PDGFRa-Tet1KO mice on chow (n=2 per group. Data are expressed as means). **b**, **c** Key adipocyte thermogenic gene transcripts were measured by qPCR in iWAT and BAT from chow-fed WT and PDGFRa-Tet1KO mice administered with CL316,243 for 5 consecutive days (n=4 WT n=5 KO. Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test). **d** Body weight and **e** body composition from the eight-week old WT and PDGFRa-Tet1KO mice on chow diet (n=8 WT n=9 KO. Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test). **f**, **g** Shown is the whole-body oxygen consumption rate (VO₂, **f**) and averaged VO₂ **g** from WT and PDGFRa-Tet1KO mice on chow diet at RT (n=8 per group. Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test and two-way ANOVA followed by Bonferroni post-hoc testing). **h** Body weight and **i** body composition of WT and PDGFRa-Tet1KO mice on a high-fat diet (**h**: n=6 per group, **i**: n=5 per group. Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test). **j** Insulin tolerance test from WT and PDGFRa-Tet1KO mice on chow (**j**: n=5 per group, Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test). **k**, **l** Glucose tolerance test **k** and glucose tolerance test **l** on HFD, respectively (**k**: n=3 WT n=2 KO, and **l**: n=5 per group. Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test). Source data are provided as a source data file.

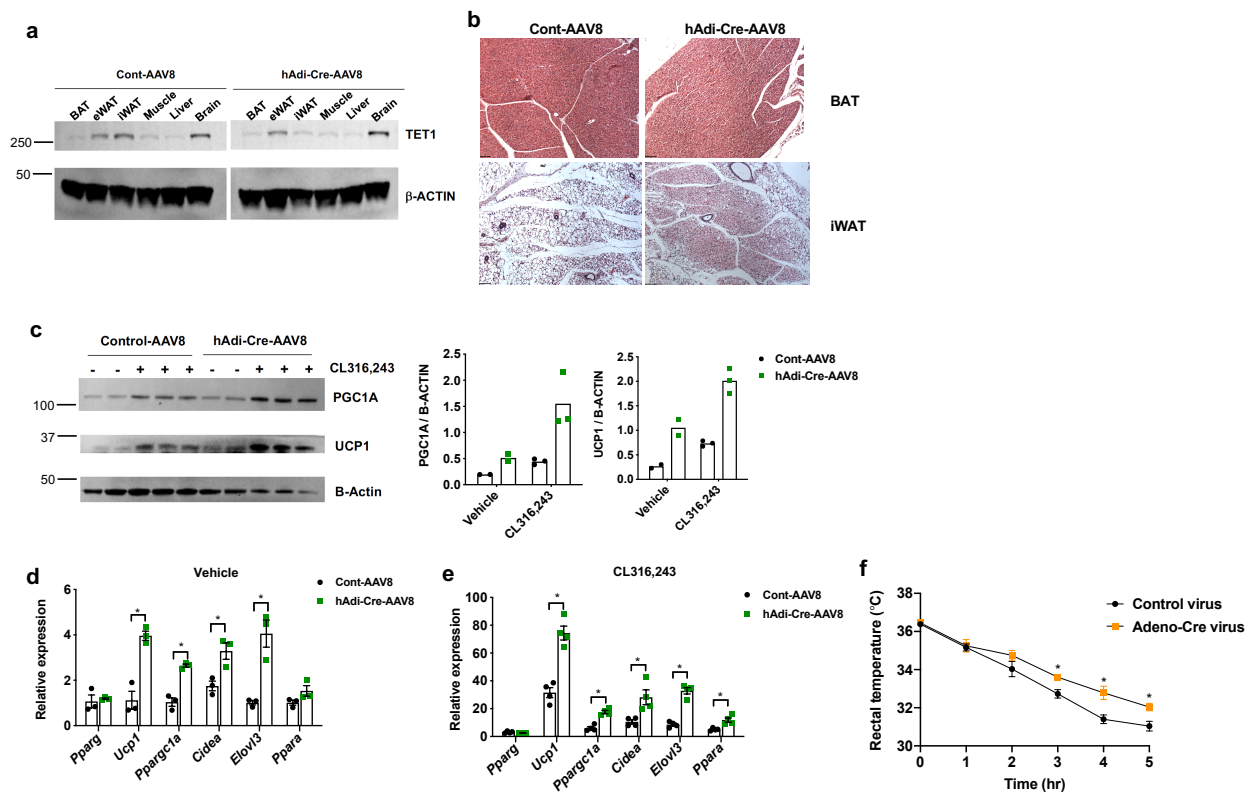

Supplementary Figure 8. Inguinol-selective Tet1 knock-down achieved AAV8-hAdiponectin-Cre leads to improved cold tolerance and increase in the key thermogenic genes. **a** Chow-fed Tet1 *f/f* mice were injected with AAV8-Vector control or AAV8-hAdi-Cre virus (1×10^{12} GC) via tail vein injection. Two weeks later, Tet1 knock-down efficiency was measured by western in various tissues. **b** H&E staining of iWAT and BAT from the AAV8-treated mice that were administered with CL316,243 for 5 consecutive days. **c-e** Key adipocyte thermogenic gene transcripts were measured by western **c** and qPCR **d, e** in iWAT from **b** (**d, e**: $n=3$ per group). Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test). **f** Rectal core body temperatures of these virus treated mice under cold conditions at indicated time points ($n=6$ per group). Data are expressed as means $\pm$ SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test). Source data are provided as a source data file.

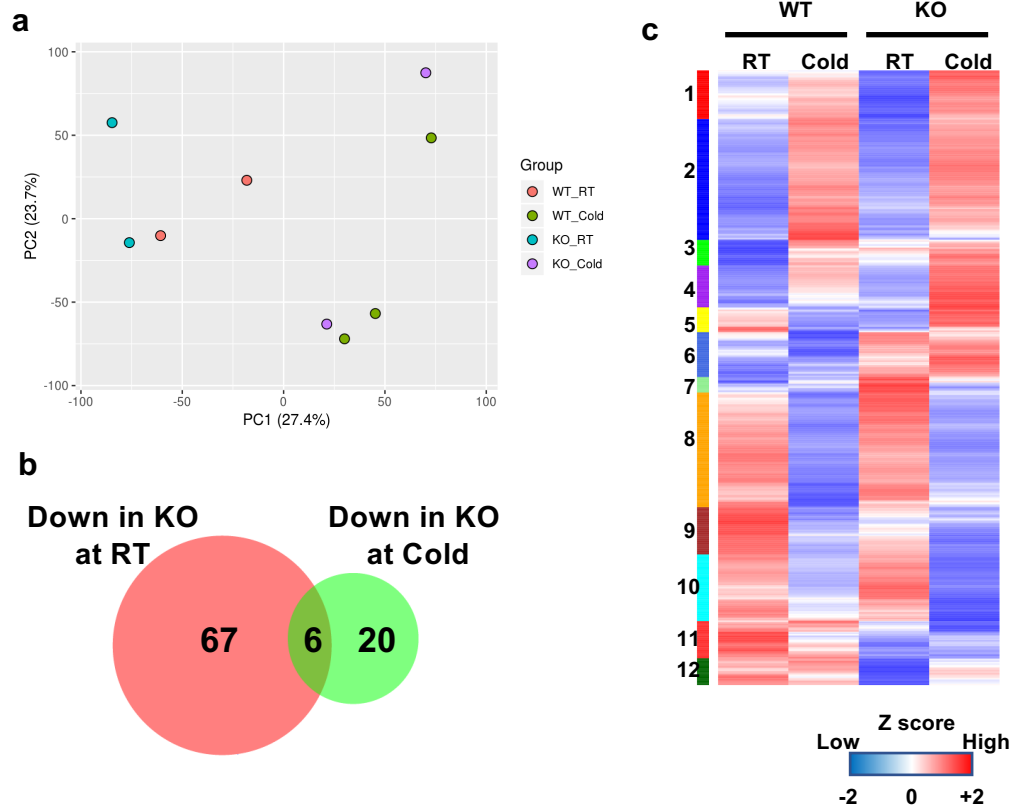

Supplementary Figure 9. RNA-Seq analysis from WT and KO adipocytes. **a** Principal component analysis of transcriptome of WT and KO adipocytes under RT and cold conditions. Each dot indicates an individual biological replicate (n=2 per group for RT, n=3 WT n=2 KO for Cold). **b** Venn diagram showing downregulated genes in KO under RT and cold conditions. **c** Hierarchical clustering and heatmap of transcriptional profiles for differentially regulated genes. The color scale shows z-scored FPKM representing the mRNA level of each gene in blue (low expression)-white-red (high expression) scheme. Complete gene lists are available in **Supplementary Table 2**.

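The first principal component of the 9 libraries carried 25.3% of the variance of log2 CPM over 16745 genes and separated the housing conditions. All 4 libraries at RT lay between -52.3 and -5.81 on it, and all 5 in cold between 6.12 and 33.2. The second component carried 20.7% and the third 15.7%. On the second, KO mouse 1781 in cold lay at -50.7 and WT mouse 1810 at RT at 36.6, the lowest and the highest values. KO mouse 1786 at RT had the lowest value on the first. Mice 1781 and 1786 are placed by the column names of the count table, and under their sample titles 1781 would count as RT and 1786 as cold, while their positions stay the same. No test was applied to the components, which describe the libraries only.

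**Figure D3:**
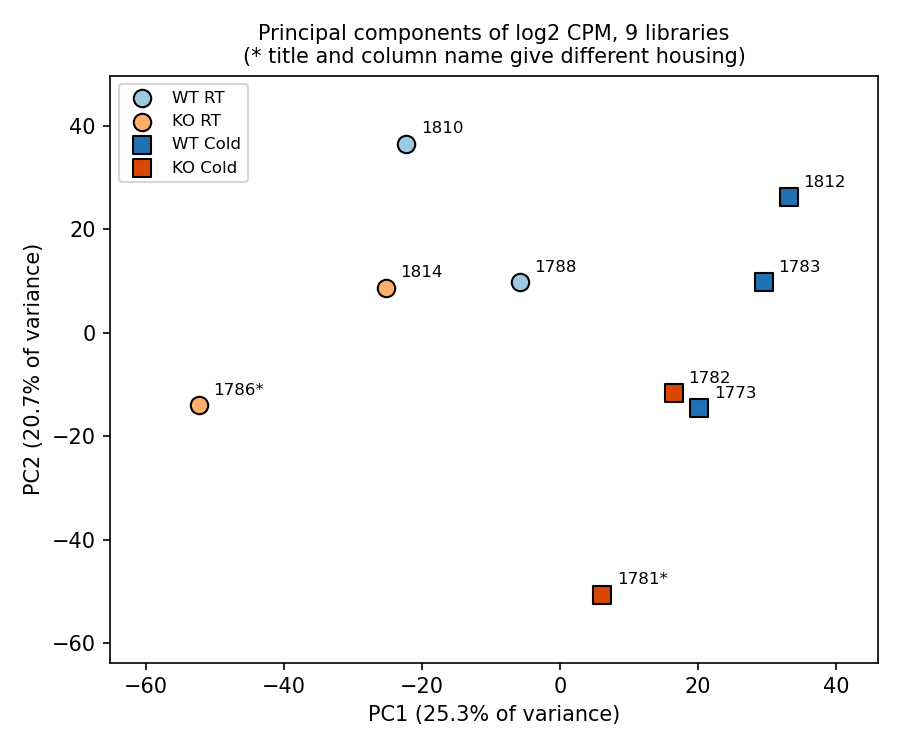
First and second principal components of log2 CPM (prior count 2) of the 9 libraries, with the percent of variance on the axes. Each point is 1 mouse, numbered, with genotype label and housing by symbol, and an asterisk marks the mice 1781 and 1786, whose housing labels conflict.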

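Adrb3, the β3-adrenergic receptor of adipocytes (chromosome 8, 27225776 to 27250616), fell in cold in both genotypes, from 377 ± 6.75 CPM (SD, n = 2) to 81.5 ± 14.8 CPM (SD, n = 3) in WT and from 410.3 ± 34.1 CPM (SD, n = 2) to 70.5 ± 0.843 CPM (SD, n = 2) in the libraries labelled KO. Gbp6, an interferon-inducible GTPase, fell in both genotypes too, with log2 fold changes of -1.24 (SE 0.12, adjusted p = 0.0135) in WT and -1.54 (SE 0.14, adjusted p = 0.0106) in KO from edgeR's quasi-likelihood test. Ucp1 rose in cold in WT by 4.32 (SE 0.68, adjusted p = 0.0495) and had 1.52 (SE 0.62, adjusted p = 0.286) in KO from edgeR's quasi-likelihood test. Dio2 rose in WT from 15.3 ± 6.12 CPM (SD, n = 2) to 146 ± 29.3 CPM (SD, n = 3), and was at 68.8 ± 20.7 CPM (SD, n = 2) and 365 ± 173 CPM (SD, n = 2) in KO. Per2, a clock repressor (chromosome 1, 91415982 to 91459324), rose in WT from 14.8 ± 1.37 CPM (SD, n = 2) to 62.1 ± 11.2 CPM (SD, n = 3) and was at 35.5 ± 0.114 CPM (SD, n = 2) and 68.7 ± 13.5 CPM (SD, n = 2) in KO. Irf4, a transcription factor of adipocyte and immune cells, fell in WT by 2.09 (SE 0.27). The transcription factor Spdef and Amd1, the adenosylmethionine decarboxylase of polyamine synthesis, rose in both, by 2.27 (SE 0.16) and 1.00 (SE 0.12) in WT. Amd1 shares all its counts with Amd2, so their reads cannot be told apart.
In WT, 33 genes rose and 29 fell in cold, and in KO 32 rose and 24 fell by edgeR's quasi-likelihood test. Of these, 11 rose in both genotypes (expected 0.0631 if independent) and 10 fell in both (expected 0.0416). These calls are not independent, since both comparisons use the same estimate of the spread. A change called in 1 genotype alone is not shown to differ between them, since no gene passed the test of the interaction. The log2 interaction was -2.79 (SE 0.86, unadjusted p = 0.0106 from the quasi-likelihood test of edgeR) for Ucp1. Grouped by the sample titles, none of the 4 counts was above 0. Without both mice 1781 and 1786, 68 genes rose and 45 fell in WT and 0 rose and 0 fell in KO. Single mice moved each count by more than 1.5 times. Genes that rose in WT numbered 0 without 1788, 0 without 1810, 4 without 1773, 10 without 1783, 9 without 1812, and those that fell 2 without 1788, 2 without 1810, 2 without 1773, 4 without 1783, 3 without 1812. Genes that rose in KO numbered 8 without 1788, 10 without 1810, 0 without 1786, 21 without 1814, 7 without 1773, 5 without 1783, 9 without 1812, 4 without 1782, and those that fell 3 without 1788, 4 without 1810, 3 without 1786, 10 without 1814, 8 without 1773, 6 without 1783, 6 without 1812, 3 without 1781, 3 without 1782.
The call of Adrb3 held without each mouse in turn in both genotypes, and ended in KO without both mice of conflicting labels (adjusted p = 0.0941 from edgeR's quasi-likelihood test). In WT, those of Ucp1 (0.0818 without 1788, 0.277 without 1810, 0.130 without 1773, 0.119 without 1783, 0.115 without 1812, 0.0528 without 1781, 0.0535 without 1782), Dio2 (0.0889 without 1788, 0.277 without 1810, 0.0704 without 1773, 0.0700 without 1783, 0.0856 without 1812), Per2 (0.0818 without 1788, 0.187 without 1810), Irf4 (0.0847 without 1788, 0.277 without 1810, 0.0787 without 1773, 0.106 without 1783, 0.103 without 1812), Spdef (0.0514 without 1788, 0.0719 without 1810), Gbp6 (0.0818 without 1788, 0.0637 without 1773, 0.0513 without 1812) and Amd1 (0.0908 without 1788, 0.277 without 1810, 0.0637 without 1773, 0.0700 without 1783) ended, given as adjusted p of edgeR's quasi-likelihood test. In KO, those of Gbp6 (0.0819 without 1786, 0.0713 without 1782), Spdef (0.0819 without 1786, 0.0713 without 1782) and Amd1 (0.0819 without 1786) ended in the same test, and under the grouping of the titles the signs of Gbp6 (0.0693), Spdef (-0.00862) and Amd1 (-0.0646) turned in KO.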

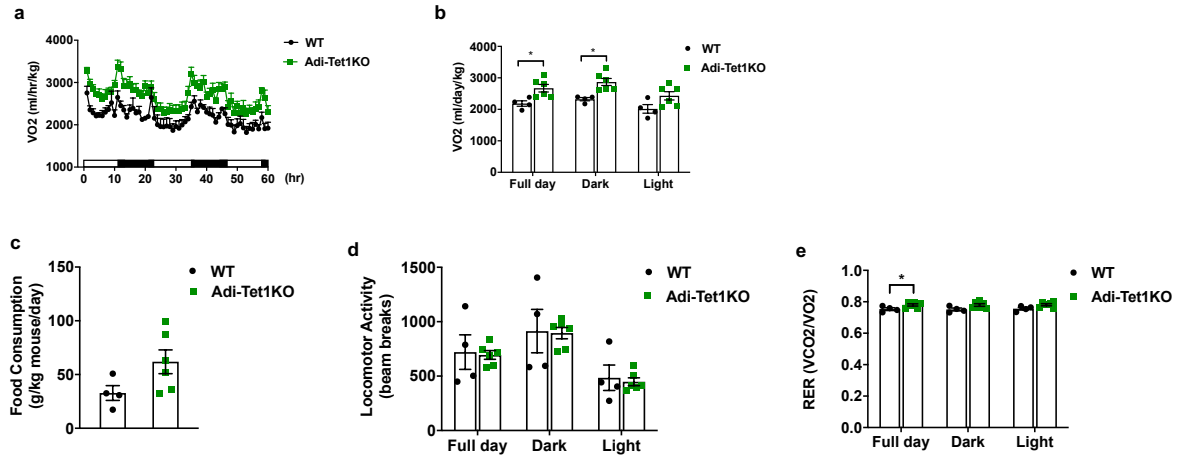

Supplementary Figure 10. Parameters from indirect calorimetry on HFD. **a, b** Shown is the whole-body oxygen consumption rate (VO₂, **a**) and averaged VO₂ **b** production rate measured on male *Tet1*-KO and WT littermates on HFD (n= 4 WT, n= 6 KO. Data are expressed as means ± SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test and two-way ANOVA followed by Bonferroni post-hoc testing). **c-e** The averaged production rates of **c** food consumption **d** locomotor activity, and **e** the RER during the full day, dark, and light cycle measurements on male *Tet1*-KO and WT littermates on HFD (n= 4 WT, n= 6 KO. Data are expressed as means ± SEM. *denotes $p < 0.05$, determined by two-tailed student's *t*-test). Source data are provided as a source data file.

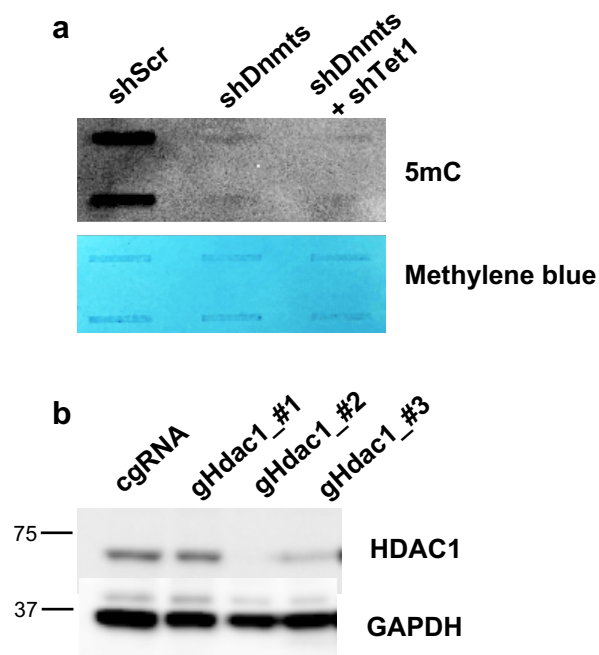

Supplementary Figure 11. Experimental controls. a Dot blot showing the global 5mC level in the cells knocked down for all three Dnmts, and Tet1, or scramble control. **b** Three individual distinct gRNAs against HDAC1 were tested in beige adipocytes and the knockdown efficiency was tested by western blotting. The #2 gHDAC1 was used in **Figs. 7i and j**. Source data are provided as a source data file.

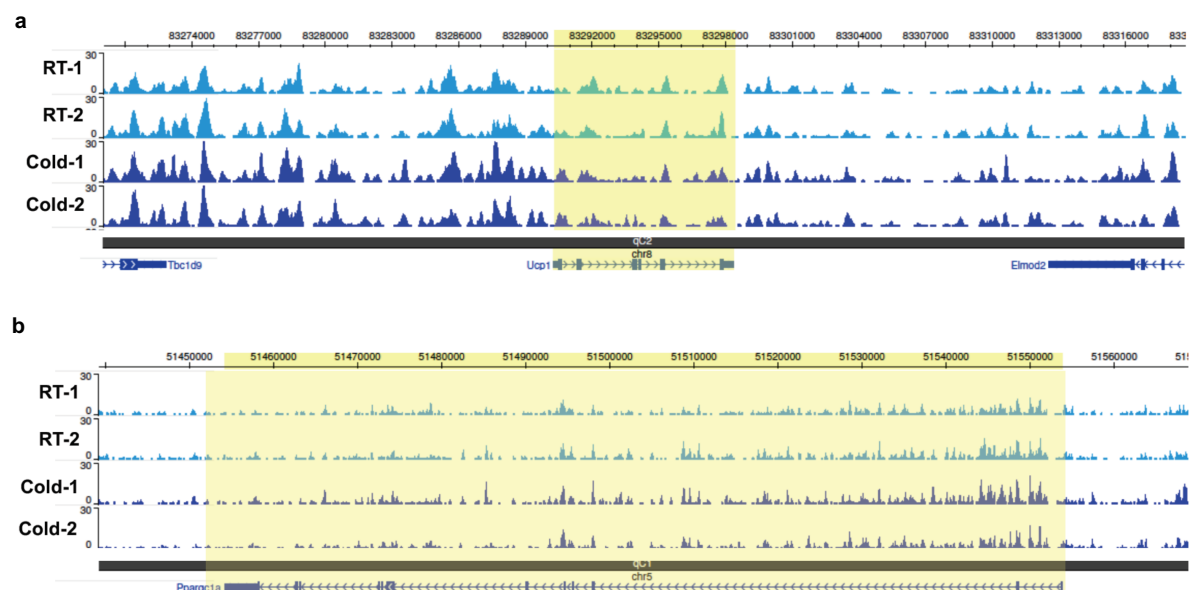

Supplementary Figure 12. 5hmC profile at *Ucp1* and *Ppargc1a* of iWAT from mice at RT or exposed to cold. a, b 5hmC-Seal-Seq was performed (see details in Materials and Method section) on genomic DNA isolated from the iWAT of C57BL/6J mice kept at RT or exposed to cold for 7 days. Shown are the 5hmC tracks at *Ucp1* **a** and *Ppargc1a* **b**, highlighted in yellow, at RT and Cold.

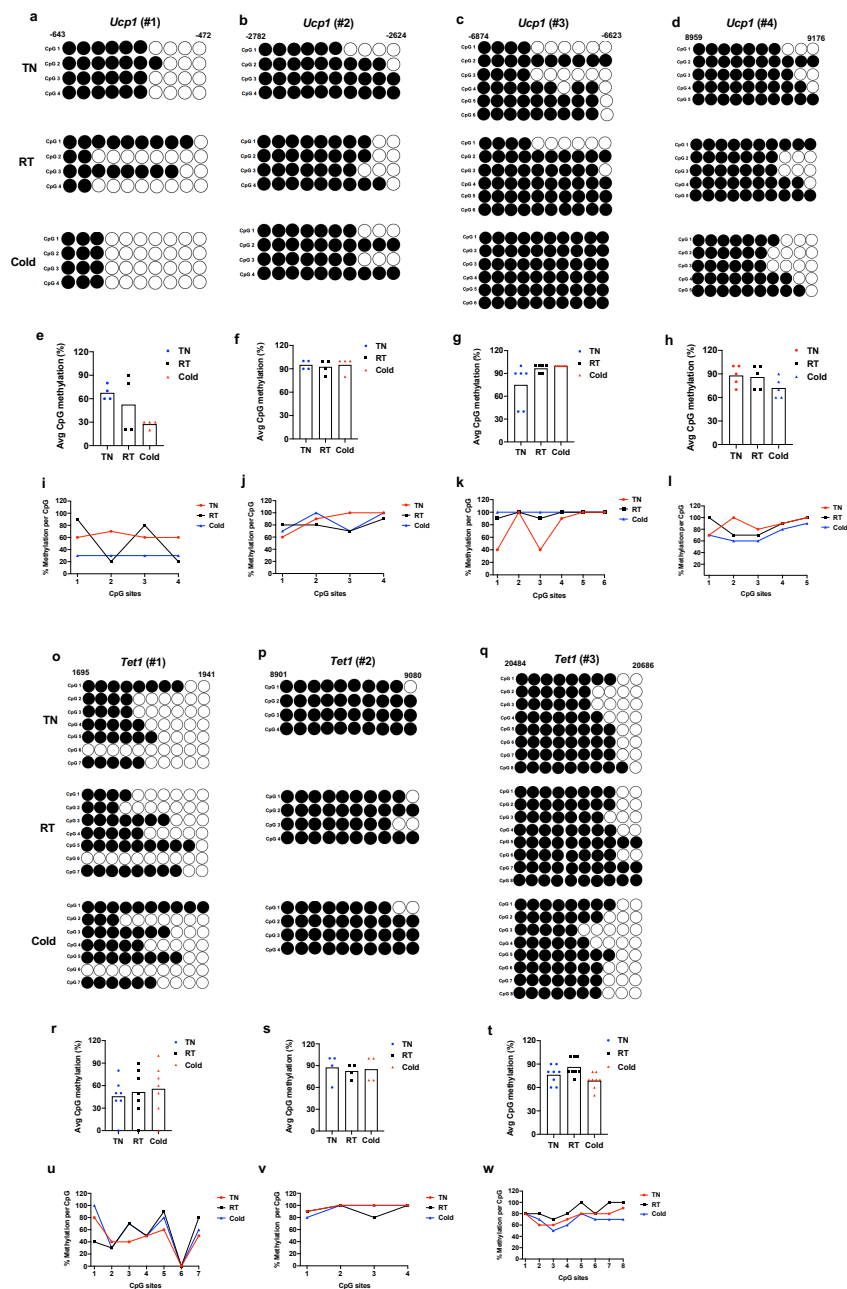

Supplementary Figure 13. Bisulfite sequencing analysis and quantification of 5mC. a-d, o-q Methylation status of individual CpGs at *Ucp1* and *Tetf* regulatory regions were measured by bisulfite sequencing using genomic DNAs isolated from the iWAT of C57BL/6J mice under different temperature conditions (n=1 per group). The numbers indicate the distance from transcription start site of *Ucp1* and *Tetf*. e-h, r-t Average methylation levels at the tested regions from a single representative experiment. i-l, u-w Methylation levels at individual CpG site from a single representative experiment. Source data are provided as a source data file.

Supplementary Table 1

Gene list in Figure 4I

RT. WT vs Cold. Up	Cold. WT vs RT. Up	Commonly up in KO at RT and Cold
Abi3	A330041J22Rik	Abi3
Acaa2	A530050N04Rik	Acaa2
Acot11	Abi3	Acot11
Agtr1a	Acaa2	Cidea
Atp1b1	Acacb	Clstn3
Atp7b	Acot11	Cox7a1
Bdnf	Acss1	Cox8b
Cidea	Adcy3	Cpt1b
Clic5	Ankrd9	Dio2
Clstn3	Apold1	Fabp3
Coq10b	Aspg	Fam151a
Cox7a1	Atp2a1	Gk
Cox8b	Calm4	Gm44502
Cpt1b	Cend1	Otop1
Csn1s1	Cidea	Pank1
Csn2	Ckm	Phospho1
Dbp	Cldn1	Ppara
Dcpp3	Clstn3	Ppargc1a
Defb15	Coch	Ppp1r3b
Dio2	Coq8a	Slc27a2
Fabp3	Cox7a1	Ucp1
Fam151a	Cox8b	
Fcgbp	Cpt1b	
Gk	Crct1	
Gm44502	Ctnnbl1	
Gm4841	Cyp2g1	
Gm5148	Dagla	

Gys2
Hsd11b1
Muc15
Nr1d2
Nr4a2
Nr4a3
Otop1
Pank1
Per2
Per3
Phospho1
Pnlc1
Ppara
Ppargc1a
Ppp1r3b
Ppp1r3d
Sbp
Slc27a2
Tef
Tnfrsf11
Ucp1
Vldlr
Wnk2
Wnk4

Defb6
Dhrs9
Dio2
Dmkn
Dpep1
Elovl3
Elovl6
Fa2h
Fabp3
Fam151a
Fam69b
Gk
Gm44502
Gm94
Gm9899
Gmpr
Gnao1
Gpd2
Hamp2
Hc
Inmt
Kcnh1
Kcnk3
Krt10
Krtdap
Lce1m
Ldhd
Letmd1
Lor
Lrrc52
Me1
Mmp11
Mrgprg

Mtfp1
Otop1
Pamr1
Pank1
Pdk4
Perm1
Phospho1
Pim1
Ppara
Ppargc1a
Ppif
Ppp1r3b
Psap1
Pvalb
Pygl
Rorc
Serpina3b
Serpina3j
Slc25a34
Slc27a2
Slc2a5
Slc4a4
Sorcs2
Tnni2
Tnnt3
Ucp1
Ucp3

Supplementary Table 1

Gene list in Supplementary Figure 9b

RT. WT vs Cold down	Cold. WT vs KO down	Commonly down in KO at RT and Cold
Akr1c14	3830417A13Rik	Aoc1
Alox5ap	Agt	C4b
Aoc1	Aldh1l2	Chrdl1
Aqp3	Aoc1	Faim2
Aqp5	Bmper	Padi4
Areg	C2	Vnn1
Arsi	C4b	
Bst1	Cfb	
C4b	Chrdl1	
Ccl6	Creb3l1	
Ccl8	Dclk1	
Ccl9	Faim2	
Cd209f	Fam83e	
Cd209g	Ffar2	
Cfp	Fgf10	
Chrdl1	Irs3	
Chsy3	Mcam	
Cldn11	Padi4	
Clec3b	Prr32	
Cystm1	Prtn3	
Dab2	Serpinh1	
Dscam	Sncg	
Faim2	Spon1	
Fbln1	Timp1	
Fcgr1	Ttyh2	
Fcgr2b	Vnn1	

Fcrls
Gas6
Gm13031
Gm14005
Gng12
Gsr
Hif1a
Il33
Irf4
Itgam
Krt4
Ldb3
Lgi2
Mafb
Matn4
Mcpt4
Mgl2
Mmp9
Mrc1
Ms4a6d
Muc13
Nfam1
Ngfr
Ninj1
Npl
Padi2
Padi4
Pinc
Ptpn5
Sfrp4
Siglec1
Slco2a1
Slpi

Spi1
Sprr1a
Stc2
Syn2
Tcf21
Tgm2
Thbs2
Thsd4
Tmed3
Tmem176a
Tmem86a
Vnn1
Wfdc17
Wfdc3

Supplementary Table 1

Gene list in Supplementary Figure 9c

Geneid	WT.RT_vs_Cold				KO.RT_vs_Cold				RT.WT_vs_KO				Cold.WT_vs_KO				Cluster
	logFC.WT.RT_vs_Cold	logCPM.WT.RT_vs_Cold	PValue.WT.RT_vs_Cold	FDR.WT.RT_vs_Cold	logFC.KO.RT_vs_Cold	logCPM.KO.RT_vs_Cold	PValue.KO.RT_vs_Cold	FDR.KO.RT_vs_Cold	logFC.RT.WT_vs_KO	logCPM.RT.WT_vs_KO	PValue.RT.WT_vs_KO	FDR.RT.WT_vs_KO	logFC.Cold.WT_vs_KO	logCPM.Cold.WT_vs_KO	PValue.Cold.WT_vs_KO	FDR.Cold.WT_vs_KO	
Ahn1	0.1085294867	0.539820475	0.851483073	0.997680032	0.077146414	0.539820475	0.000219668	0.011684579	-0.462551221	0.539820475	0.080220352	0.836876692	0.557584041	0.539820475	0.017672149	0.540450678	red
Rcan2	0.402990233	3.572153343	0.934465195	1	0.931255689	3.572153343	0.000125962	0.007620975	-0.419077131	3.572153343	0.083845486	0.548507231	0.490666349	3.572153343	0.017672149	0.540450678	red
Slc3g15	0.021541019	7.301925217	0.800094008	0.989314717	0.710106652	7.301925217	0.000995707	0.035376901	-0.316017559	7.301925217	0.141616318	0.992645537	0.3425395	7.301925217	0.67672	1	red
Ace	0.051509485	4.344488489	0.64645348	0.97513177	1.660163128	4.344488489	1.93E-05	0.001691751	-0.735959739	4.344488489	0.054206448	0.732097577	0.738998891	4.344488489	0.024096246	0.659262104	red
Fam5c5	0.162503783	2.662104677	0.564192913	0.954761612	0.026145736	2.662104677	0.458088088	0.017880577	-0.412412268	2.662104677	0.260400641	0.260400641	0.260400641	2.662104677	0.260400641	0.260400641	red
Zfp750	0.605451	1.188581036	0.460091407	0.914765341	3.25240396	1.188581036	0.000054527	0.018211169	-1.38831105	1.188581036	0.160763521	1	1.266503814	1.188581036	0.007736542	1	red
Dapl1	0.605451	1.188581036	0.460091407	0.914765341	3.25240396	1.188581036	0.000054527	0.018211169	-1.38831105	1.188581036	0.160763521	1	1.266503814	1.188581036	0.007736542	1	red
Ntn4	0.07045357	0.698749343	0.798782163	0.971739443	0.798782163	0.698749343	0.00021161	0.011374868	-0.21010422	0.798782163	0.7303E-01	1.00E+00	0.510074253	0.698749343	0.007736542	0.352360033	red
Id2	0.264001479	4.779896333	0.119913811	0.734808831	0.779896333	4.779896333	6.19E-05	0.004281366	-0.182868761	4.779896333	0.405E-01	0.432997702	4.779896333	0.021477913	0.021477913	0.68738954	red
Hmbs3	0.015521509	0.415521509	0.734808831	0.971739443	0.415521509	0.415521509	0.000054527	0.011374868	-0.21010422	0.415521509	0.7303E-01	1.00E+00	0.510074253	0.698749343	0.007736542	0.352360033	red
Reck	0.386068123	0.563017254	0.404131393	0.950150357	0.563017254	0.563017254	0.000054527	0.011374868	-0.21010422	0.563017254	0.7303E-01	1.00E+00	0.510074253	0.698749343	0.007736542	0.352360033	red
Rass4f	0.293676712	5.34100582	0.116308801	0.619025547	0.832147267	5.34100582	4.29E-05	0.00316872	-0.20860602	5.34100582	3.05E-01	1	0.329864162	5.34100582	0.070050714	1	red
Eps8	0.23819876	6.453091876	0.62391674	0.675091876	6.453091876	0.62391674	0.00061118	0.0250053	-0.18091366	6.453091876	3.03E-01	1	0.206786125	6.453091876	0.017157846	1	red
Hey1	0.424145173	4.959743294	0.514521286	0.209100904	0.860400484	4.959743294	4.36E-06	0.000557251	-0.2122628	4.959743294	0.260400641	0.260400641	0.260400641	4.959743294	0.17349847	1	red
Cxcl10	0.79549423	3.32247333	0.458096868	0.971739443	3.32247333	0.458096868	0.000054527	0.011374868	-0.21010422	3.32247333	0.7303E-01	1.00E+00	0.510074253	0.698749343	0.007736542	0.352360033	red
Cdk19	0.311489928	7.539643017	0.0564380629	0.453570925	0.60286629	7.539643017	0.001395026	0.041105881	-0.12883003	7.539643017	0.59182843	1	0.142938341	7.539643017	0.038746596	1	red
Prom2	1.193112359	7.370375173	1.47E-05	0.005152812	2.171873275	7.370375173	6.22E-13	6.21E-10	-0.500618215	7.370375173	0.084861321	0.847346568	0.478142558	7.370375173	0.065645285	1	red
Ahn1	0.918256486	2.019232622	0.009213527	0.151338468	2.019232622	2.019232622	1.87E-05	0.001683136	-0.429150318	2.019232622	2.62E-01	1	0.283928313	2.019232622	0.037800361	1	red
6030408816Rik	1.81626149	0.415370821	0.000852512	0.03141109	3.82649632	0.415370821	1.14E-09	5.71E-07	-1.331113894	0.415370821	0.51E-02	0.681041299	0.67156217	0.415370821	0.015489999	1	red
Col28a1	0.433126744	3.806931822	0.924274756	0.537546063	3.806931822	3.806931822	0.00064078	0.025890971	-0.271557314	3.806931822	0.37162611	1	0.219589971	3.806931822	0.036146126	1	red
Defc	0.426175678	3.716150998	0.056212626	0.346819557	1.011263452	3.716150998	2.26E-05	0.001012749	-0.32078424	3.716150998	1.81E-01	1	0.266303865	3.716150998	0.010371323	1	red
Sc7ar8	0.300898585	4.946865521	0.172328746	0.172328746	0.977571011	4.946865521	2.56E-05	0.003305395	-0.371589234	4.946865521	1.20E-01	0.946835239	0.305038081	4.946865521	0.153435069	1	red
C16a	0.190997658	4.561092545	0.254507564	0.812438525	0.254507564	4.561092545	0.001310031	0.018716302	-0.22122923	4.561092545	2.3E-01	1	0.451090316	4.561092545	0.01090316	1	red
Drd1	0.644391869	0.948295321	0.154368707	0.685958892	2.584832911	0.948295321	4.13E-07	8.48E-05	-1.186423203	0.948295321	0.018815889	0.461913105	0.75765513	0.948295321	0.068401727	1	red
Arhgap10l	0.203943227	4.997584641	0.807177783	0.975846512	4.997584641	4.997584641	0.00034364	0.016225557	-0.252351038	4.997584641	0.202719654	1	0.252611595	4.997584641	0.054911985	1	red
Foxl1	0.477329241	2.584436715	0.217032324	0.763079875	2.584436715	2.584436715	5.37E-07	0.000105658	-0.999302616	2.584436715	1.76E-02	0.447803905	0.674797772	2.584436715	0.036128911	0.993854514	red
C16a	0.190997658	4.561092545	0.254507564	0.812438525	0.254507564	4.561092545	0.001310031	0.018716302	-0.22122923	4.561092545	2.3E-01	1	0.451090316	4.561092545	0.01090316	1	red
Lcn2	0.256109881	7.737800922	0.165912742	0.705006144	0.946807534	7.737800922	2.68E-06	0.000329229	-0.407529398	7.737800922	4.20E-02	6.70E-01	0.257237699	7.737800922	0.016648455	1	red
Bmp4	0.269394298	2.300987697	0.37389938	0.883152198	0.107105483	2.300987697	0.00097317	0.035376901	-0.50548776	2.300987697	1.24E-01	0.956226206	0.296211848	2.300987697	0.030847132	1	red
Adamts1	0.11586181	4.9537171025	0.499901704	0.929487183	0.889304942	4.9537171025	0.000360471	0.016793163	-0.522757805	4.9537171025	3.55E-02	0.621894849	0.207990509	4.9537171025	0.027990509	1	red
Cnc3	0.150930742	7.557973649	0.474281064	0.921466564	1.148031691	7.557973649	6.71E-07	0.000125045	-0.64564474	7.557973649	0.688E-03	0.219530381	7.557973649	0.00906759	1	red	
C16a	0.190997658	4.561092545	0.254507564	0.812438525	0.254507564	4.561092545	0.001310031	0.018716302	-0.22122923	4.561092545	2.3E-01	1	0.451090316	4.561092545	0.01090316	1	red
181010001Rik	0.103118619	2.380844714	0.779992735	0.978997219	2.459296875	2.380844714	4.56E-06	0.000463115	-0.987421152	2.380844714	0.688E-03	0.694822137	2.380844714	0.163490421	1	red	
Papln	0.075073038	6.582228478	0.17456448	0.987528271	0.735656311	6.582228478	0.000363555	0.0126162	-0.58302787	6.582228478	0.08011331	0.297782286	6.582228478	0.067903183	1	red	
Cd163	0.262187102	6.227056219	0.39414502	0.788953621	1.281352357	6.227056219	0.0001016	0.007740903	-0.830484634	6.227056219	0.12703717	0.382488401	6.227056219	0.05286402	1	red	
C16a	0.190997658	4.561092545	0.254507564	0.812438525	0.254507564	4.561092545	0.001310031	0.018716302	-0.22122923	4.561092545	2.3E-01	1	0.451090316	4.561092545	0.01090316	1	red
Alox15	0.592229653	3.748633768	0.128121799	0.640425702	1.915626079	3.748633768	8.64E-06	0.00093978	-1.278047451	3.748633768	0.002652601	0.159124298	0.046354666	3.748633768	0.8905699	1	red
Fam3b	1.092836701	1.88675853	0.072798644	0.515069554	3.58894715	1.88675853	5.73E-07	0.000112126	-2.214301856	1.88675853	1.25E-03	0.09783071	0.88675853	1.092836701	0.60537579	1	red
Rnf146l	0.22200944	5.124236763	0.22451287	0.77038838	5.124236763	5.124236763	1.13E-03	3.83E-02	-0.36328752	5.124236763	6.75E-02	1	0.062067618	5.124236763	0.725153737	1	red
Cyrr1	0.647290586	0.647290586	0.647290586	0.647290586	0.647290586	0.647290586	0.647290586	0.647290586	-0.647290586	0.647290586	0.647290586	0.647290586	0.647290586	0.647290586	0.647290586	0.647290586	red
Zfp121	0.285490409	0.125873262	0.637520566	0.93712613	0.637520566	0.93712613	4.52E-06	0.000567316	-0.250572767	0.637520566	1.26E-02	0.383289531	0.143043219	0.640694967	0.143175949	1	red
Zfp143	0.214463042	3.827112486	0.31272711	0.844621698	0.758735935	3.827112486	0.000807034	0.035371258	-0.385700318	3.827112486	9.48E-02	0.884946568	0.158572698	3.827112486	0.040217218	1	red
Cyb5b1	0.24311653	5.535540306	0.107149844	0.59901407	0.79459316	5.535540306	1.56E-06	0.000240168	-0.368532025	5.535540306	2.57E-02	5.39E-01	0.181748691	5.535540306	0.20069391	1	red
Scara5	0.49795001	6.411587518	0.064818938	0.200268448	1.470039316	6.411587518	9.08E-07	0.000154717	-0.69980395	6.411587518	1.78E-02	0.444807633	0.27239008	6.411587518	0.03919881	1	red
Cdrl1	0.718640817	7.154624181	0.09040117	0.59654181	7.154624181	7.154624181	9.94E-05	0.0063217	-0.546031217	7.154624181	0.836876692	0.514621481	0.986868309	7.154624181	0.006868309	1	red
Cdrl1	0.718640817	7.154624181	0.09040117	0.59654181	7.154624181	7.154624181	9.94E-05	0.0063217	-0.546031217	7.154624181	0.836876692	0.514621481	0.986868309	7.154624181	0.006868309	1	red
Ctr9	0.115517815	7.113055703	0.040457518	0.													

06I0309K10Rk	0.62503453	6.27843491	0.000109409	0.007281448	0.734821217	6.27843491	2.57E-05	0.002099505	-0.0331429	6.27843491	0.85056356	1	0.07638491	0.624244526	1	blue		
Tdc108	0.5629907995	5.412655912	0.000100722	0.037857373	0.678287465	5.412655912	2.74E-04	1.38E-02	-0.03845792	5.412655912	8.38E-01	1	0.07638491	0.64835541	1	blue		
Pf1	0.7002729073	7.002729073	0.000104003	0.7002729073	7.002729073	7.002729073	1.63E-04	0.163E-04	-0.163E-04	7.002729073	0.163E-04	1	0.07638491	0.702135447	1	blue		
Up2	0.994231324	8.715934737	1.16E-06	0.000207869	1.261927559	8.715934737	9.79E-09	3.51E-06	-0.14327506	8.715934737	0.590047439	1	0.124474335	8.719347437	1	blue		
And1	0.994689935	6.873066056	1.36E-08	4.76E-06	1.391954758	6.873066056	1.89E-13	2.42E-10	-0.22674305	6.873066056	0.224354415	1	0.17052121	6.873066056	1	blue		
And2	0.994689935	6.873066056	1.36E-08	4.76E-06	1.391954758	6.873066056	1.89E-13	2.42E-10	-0.22674302	6.873066056	0.224354434	1	0.170521222	6.873066056	1	blue		
49305409Z0Rk	1.9381972366	1.9381972366	3.23E-14	9.23E-14	1.9381972366	1.9381972366	9.23E-14	1.93E-14	-1.93E-14	1.9381972366	0.1981297366	0.845870221	1	0.1981297366	1.9381972366	1	blue	
Acc1	1.205858755	5.875248595	1.42E-05	0.00129395	1.799340132	5.875248595	2.15E-09	1.00E-06	-0.26178296	5.875248595	0.372347246	1	0.33169766	5.875248595	0.204762387	1	blue	
Pcr15l	0.747639304	3.25279928	0.00579624	0.00729928	1.141296031	3.25279928	0.00010038	0.0063217	-0.19197331	3.25279928	0.516155384	1	0.20168185	3.25279928	0.433318174	1	blue	
F3	1.141968701	7.727166625	4.74E-07	9.75E-05	2.278594564	7.727166625	1.23E-13	1.90E-10	-0.37686861	7.727166625	0.200486863	1	0.48207049	7.727166625	0.067251409	1	blue	
Erb3	0.701868021	6.78898901	0.0004167	0.02018767	1.11513818	6.78898901	3.07E-07	6.53E-05	-0.127160678	6.78898901	0.282404885	1	0.282404885	6.78898901	0.149737586	1	blue	
Pf1	0.679620726	3.07620726	0.000104003	0.7002729073	7.002729073	3.07620726	1.63E-04	0.07029338	-0.166521329	3.07620726	0.163E-04	1	0.07638491	0.702135447	1	blue		
Cirp	0.530359582	4.952764904	0.000326263	0.078521342	0.940589689	4.952764904	1.07E-06	0.000180917	-0.147347106	4.952764904	0.44760616	1	0.268315073	4.952764904	0.121518797	1	blue	
Gm12339	1.081412062	-0.224351867	0.018326512	0.018326512	1.874190241	-0.224351867	1.43E-04	0.000286404	-0.278401718	-0.224351867	0.569007768	1	0.514331146	-0.224351867	0.012545106	1	blue	
Cdc2c	0.941406572	4.522394141	0.000156192	0.009449948	1.38826666	4.522394141	2.41E-07	5.56E-05	-0.07572705	4.522394141	0.795370081	1	0.763156543	4.522394141	0.1121173623	1	blue	
Spock2	0.530843569	5.30843569	1.57E-08	0.000104003	1.38826666	5.30843569	1.57E-08	0.000104003	-0.000104003	5.30843569	0.530843569	0.845870221	1	0.530843569	5.30843569	0.012545106	1	blue
lgagap2	0.645833926	5.373131927	0.000104003	0.00953101	0.877101693	5.373131927	8.70E-05	3.63E-05	-0.02825778	5.373131927	8.99E-01	1	0.245626817	5.373131927	0.006205185	1	blue	
Bex3	0.578458725	5.05985165	0.001295183	0.04309877	0.76659094	5.05985165	7.90E-05	0.005232017	-0.002956467	5.05985165	0.99028915	1	0.185445031	5.05985165	0.286432343	1	blue	
Dgk8	0.496537693	4.862039232	0.00424558	0.098729172	0.630978701	4.862039232	0.000692514	0.017810722	0.00518059	4.862039232	0.980436623	1	0.145620901	4.862039232	0.384214609	1	blue	
Rnf28	0.9727684085	2.955234052	0.00061205	0.02562616	1.282774597	2.955234052	1.02E-05	0.001017198	-0.064374074	2.955234052	0.8211698	1	0.290711023	2.955234052	0.542929041	1	blue	
Acc1	1.0095649978	5.733849978	1.57E-08	0.000104003	1.38826666	5.733849978	1.57E-08	0.000104003	-0.000104003	5.733849978	0.5733849978	0.845870221	1	0.5733849978	5.733849978	0.012545106	1	blue
Acc4	1.090619856	5.310915954	0.000354407	0.078695583	1.403251454	5.310915954	0.000367164	0.001704815	-0.01403389	5.310915954	0.977190483	1	0.298159923	5.310915954	0.383691021	1	blue	
Cdc160	1.376766914	0.626861344	0.00135125	0.044435459	1.473182592	0.626861344	0.00120093	0.039840504	0.13665239	0.626861344	0.793355156	1	0.233795351	0.626861344	0.543008514	1	blue	
Spock2	1.240066164	5.008495961	1.64E-09	2.50E-06	1.26193839	5.008495961	1.53E-08	5.33E-06	-0.14930383	5.008495961	0.502236944	1	0.197234272	5.008495961	0.137160217	1	blue	
Rp2	1.306912053	7.443312872	0.000104003	0.000104003	1.38826666	7.443312872	1.74E-04	0.180933764	-0.180933764	7.443312872	0.180933764	0.845870221	1	0.180933764	7.443312872	0.012545106	1	blue
Rd12	1.414644844	0.551824247	0.001454363	0.046625561	1.447781236	0.551824247	1.80E-03	0.035376774	-0.21933509	0.551824247	0.674471731	1	0.252128053	0.551824247	0.257243524	1	blue	
Fzd6	0.737725584	5.429315892	0.008386048	0.069831754	5.429315892	5.429315892	7.71E-04	0.029535506	0.135127911	5.429315892	0.095719269	1	0.095719269	5.429315892	0.04775928	1	blue	
Pla2g12a	0.90681715	5.637984465	0.000282544	0.014002965	0.86317406	5.637984465	1.23E-03	0.040387032	0.167446133	5.637984465	0.52978115	1	0.124383464	5.637984465	0.998708605	1	blue	
Pfmo2	0.5931919293	6.274333937	2.60E-05	0.002188418	0.907078902	6.274333937	0.000135198	0.007977217	0.188641541	6.274333937	0.420574882	1	0.161800592	6.274333937	0.044315026	1	blue	
06I031813Rk	0.62503453	6.27843491	0.000109409	0.007281448	0.734821217	6.27843491	2.57E-05	0.002099505	-0.0331429	6.27843491	0.85056356	1	0.07638491	0.624244526	1	blue		
Doc2b	0.202549079	4.173270047	9.59E-19	1.91E-15	1.848847514	4.173270047	7.17E-15	1.43E-11	0.54489891	4.173270047	0.022699867	0.512474439	0.367841776	4.173270047	0.073886315	1	blue	
Adgrf5	0.756326259	9.345786667	0.000711696	0.027861808	0.66065506	9.345786667	5.85E-03	0.112480569	0.934578667	9.345786667	0.406243281	1	0.102690264	9.345786667	0.629405024	1	blue	
Unc1e1	1.111203802	3.651764709	0.00037831	0.017392296	1.014945313	3.651764709	0.002121022	0.006586758	0.265232528	3.651764709	0.441760762	1	0.168699704	3.651764709	0.154139554	1	blue	
Vncr1	1.3488212572	4.702086185	1.96E-10	2.44E-07	1.702391387	4.702086185	6.96E-07	1.702391387	0.247574834	4.702086185	0.470386185	1	0.470386185	4.702086185	0.470386185	1	blue	
Lnpr1	1.865192981	5.658314984	1.13E-19	3.94E-16	1.706502177	5.658314984	2.44E-15	6.72E-12	0.31281475	5.658314984	0.141517808	0.992645357	0.153673996	5.658314984	0.016340543	1	blue	
Acc3	0.964779928	9.688689281	1.49E-05	0.00152812	0.8206474	9.688689281	5.61E-04	0.023456467	0.968869227	9.688689281	0.429035901	1	0.042856651	9.688689281	0.834568293	1	blue	
Timp5	4.99615376	2.312573422	1.61E-13	1.61E-10	4.91941385	2.312573422	3.89E-13	4.53E-10	0.550689052	2.312573422	0.469302521	1	0.469302521	2.312573422	0.341469962	1	blue	
Lnx1	0.587212079	5.214133977	0.000741044	0.02868927	0.54233826	5.214133977	0.0038743	0.068635917	0.068635917	5.214133977	0.713693938	1	0.01917222	5.214133977	0.03036299	1	blue	
Rp2	0.840120182	0.840120182	0.000104003	0.000104003	1.38826666	0.840120182	0.000104003	0.000104003	-0.000104003	0.840120182	0.840120182	0.845870221	1	0.840120182	0.840120182	0.012545106	1	blue
Rkp5	2.741305768	6.984434929	3.86E-07	1.00E-18	1.67127975	6.984434929	2.45E-10	0.471172357	0.984434929	6.984434929	0.15196911	0.999246012	0.384449209	6.984434929	0.209942029	1	blue	
030003018Rk	0.854441344	4.264958251	0.000756522	0.029047101	0.56891144	4.264958251	3.99E-02	0.014734807	0.246495825	4.264958251	0.59004117	1	0.138177251	4.264958251	0.538885451	1	blue	
Fam117b	0.703687958	5.753591593	1.85E-05	0.001783651	0.476691368	5.753591593	0.006779411	0.122414783	0.154093358	5.753591593	0.830675993	1	0.0702611179	5.753591593	0.887779174	1	blue	
Ctrf1	0.9373427097	7.3973427097	9.70E-05	0.7002729073	7.002729073	7.3973427097	9.70E-05	0.07029338	-0.166521329	7.3973427097	0.163E-04	1	0.07638491	0.702135447	1	blue		
Rbm3	0.733803485	6.733035123	2.11E-05	0.00200806	0.541102219	6.733035123	0.014794549	0.189493731	0.204571963	6.733035123	0.269222527	1	0.078134399	6.733035123	0.649165818	1	blue	
Merik	1.020915989	5.358791334	8.45E-10	3.94E-07	0.692586357	5.358791334	1.05E-04	0.006583851	0.250241159	5.358791334	0.615082123	1	0.086189385	5.358791334	0.358791334	1	blue	
Mcf7	0.83229974	6.388578383	0.000148332	0.00884676	0.63382399	6.388578383	0.00683516	0.123103299	0.165011488	6.388578383	0.480413241	1	0.033406201	6.388578383	0.884646482	1	blue	
Pgnt3	0.5505755258	5.505755258	0.000104003	0.000104003	1.38826666	5.505755258	0.000104003	0.000104003	-0.000104003	5.505755258	0.5505755258	0.845870221	1	0.5505755258	5.505755258	0.012545106	1	blue
Rab7a	0.718366483	3.628015463	0.000157823	0.049240227	0.401931932	3.628015463	0.000157823	0.049240227	0.183610962	3.628015463	0.24027555	0.992645357	0.153673996	3.628015463	0.016340543	1	blue	
Pkp4	0.656448093	7.60955638	0.00099885	0.034988847	0.54487617	7.60955638	3.38E-02	0.296604626	0.184254245	7.60955638	0.389640298	1	0.071371067	7.60955638	0.936654876	1	blue	
Bd11	1.1512702	2.954224809	0.00098818	0.02779717	0.864386975	2.954224809	1.60E-02	0.196427164	0.27307185	2.954224809	0.406621204	1	0.013832208	2.954224809	0.9185120631	1	blue	
Hf3a	2.5801991</																	

Elmod1	2.40624051	0.95083311	2.18E-05	0.00203323	0.78148552	0.95083311	1.60E-01	0.62014901	1.455151054	0.95083311	0.01319744	0.39495954	-0.16971568	0.95083311	7.59E-01	1 green
Ddp	2.12361701	5.647384536	7.82E-17	1.11E-13	0.74554083	5.647384536	4.02E-03	8.93E-02	1.47492818	5.647384536	2.23E-08	1.56E-05	0.000114678	5.647384536	6.93E-01	1.00E+00 green
Hmc4	3.171632096	0.405249796	0.000249796	0.000249796	0.705821307	3.171632096	2.43E-09	0.000249796	0.705821307	3.171632096	0.000249796	0.000249796	0.405249796	3.171632096	1.00E+00	1 green
Vidr	0.58199053	6.404520378	0.000470358	0.203205075	-0.105014263	6.404520378	0.557306074	0.907588076	0.63626214	0.000470358	0.000470358	0.044672631	-0.050749528	0.640452037	0.762209373	1 green
Per3	4.720915430	4.720701508	0.000215636	0.112035457	0.007753704	4.720701508	9.72E-01	1	0.956230584	4.720701508	2.78E-06	0.001388235	0.236525319	4.720701508	2.04E-01	1 green
Ucp1	4.311951949	8.789550622	2.98E-15	4.16E-12	1.517570922	8.789550622	2.41E-03	0.0636901	5.652026585	8.789550622	4.18E-21	2.01E-17	2.857638409	8.789550622	2.06E-01	1.52E-07 green
Ucp2	5.033504371	0.033504371	0.000335671	0.066351031	0.033504371	0.033504371	5.04E-01	0.033504371	0.033504371	0.033504371	0.033504371	0.033504371	0.033504371	0.033504371	1.99E-01	1 green
Wnk2	0.856611446	4.771477706	1.55E-05	0.001831754	0.209134461	4.771477706	3.20E-01	0.077206206	0.874947373	4.771477706	3.97E-05	0.008958835	0.227467745	4.771477706	2.31E-01	1 green
Slc35f3	0.838419748	4.19440086	0.001487395	0.047245074	0.19484086	4.19440086	0.487341885	0.886860701	0.82705398	4.19440086	0.003469077	0.185343843	0.183476158	4.19440086	4.64E-01	1 green
Hecw2	0.986629929	4.282544429	0.00036825	0.017098568	0.18903408	4.282544429	0.425144386	0.859628985	0.732599653	4.282544429	0.00212231	0.136523201	0.130696735	4.282544429	5.36E-01	1 green
Nr1d2	0.7059524594	4.592266291	1.71E-06	0.00028774	0.327181345	4.592266291	0.098311314	0.552052488	0.836251395	4.592266291	2.22E-05	0.006300896	0.572703773	4.592266291	1.18E-01	1.00E+00 green
Hmc4	1.060435917	5.050435917	8.20E-05	0.05681387	0.5681387	5.050435917	0.05681387	0.5681387	0.5681387	5.050435917	0.05681387	0.059434824	-0.00113035	5.050435917	0.34E-01	1 green
Zim1	1.24793362	4.085438773	0.000140958	0.088611784	0.965365938	4.085438773	0.004987274	0.102287084	0.106661002	4.085438773	2.18E-03	0.139031142	0.784040218	4.085438773	1.03E-02	4.05E-01 green
Mrggrg	3.993118823	2.043643367	2.22E-10	1.298E-07	2.787451587	2.043643367	4.80E-07	0.00027607	3.565321396	2.043643367	2.73E-08	1.82E-05	2.359363328	2.043643367	5.11E-07	1 green
Paparg1a	1.982354947	5.435797876	7.55E-11	4.59E-08	1.737741812	5.435797876	2.07E-08	7.05E-06	1.754274958	5.435797876	3.68E-08	2.23E-05	0.154469515	5.435797876	2.22E-08	1.11E-05 green
Cia2	1.064776172	0.04776172	0.000477617	0.04776172	0.04776172	0.04776172	1.25E-01	0.04776172	0.04776172	0.04776172	0.04776172	0.04776172	0.04776172	0.04776172	1.44E-04	0.0011421 green
Cia2	3.251687223	7.214316121	3.16E-21	1.737E-12	2.73748024	7.214316121	8.23E-12	2.46E-09	2.75785787	7.214316121	1.89E-10	2.20E-07	1.321574216	7.214316121	6.28E-06	0.00720873 green
Agtr1a	1.786134508	6.823663073	1.01E-14	1.28E-11	0.106115676	6.823663073	8.82E-06	0.000912587	1.200177633	6.823663073	5.84E-07	0.000282839	0.475198441	6.823663073	2.94E-02	0.667031241 green
Usp2	1.047880392	4.768329828	1.73E-06	0.00028774	0.596314893	4.768329828	0.01009581	0.15121357	0.670117928	4.768329828	0.00412327	0.20785718	0.670117928	4.768329828	2.53E-01	1 green
Pf4c	1.531274857	1.537245209	0.000187769	0.001000388	0.635901299	1.537245209	0.887266143	0.048170409	1.025438112	1.537245209	0.008173823	0.330303793	1.537245209	1.537245209	3.47E-01	1 green
Gm527	1.900664178	1.02141782	2.46E-09	0.002109817	1.02141782	1.02141782	0.03718415	0.102704074	1.524236182	1.02141782	0.012341782	0.103104487	0.540678995	1.02141782	6.88E-01	1 green
Cpm	1.19691784	5.35376704	0.000554235	0.486521238	0.486521238	5.35376704	0.071217808	0.438387547	0.859618987	5.35376704	0.001158552	0.093594892	1.85214254	5.35376704	4.44E-01	1 green
Per2	2.064782704	5.563537741	7.39E-24	5.16E-20	0.946938331	5.563537741	5.68E-06	0.000646651	1.270404265	5.563537741	2.10E-09	2.10E-06	0.152556153	5.563537741	9.12E-01	1 green
Pfma2	0.696618996	6.494676777	0.000404515	0.018178471	0.23896068	6.494676777	0.163873002	0.624805269	0.418939276	6.494676777	4.76E-02	0.696464031	0.016169942	6.494676777	4.27E-01	1 green
Tef	1.476517236	7.23368897	4.07E-12	2.84E-09	0.790201897	7.23368897	0.00038084	0.017485204	0.85433105	7.23368897	0.13686807	0.025511795	0.23686807	7.23368897	3.07E-01	1.00E+00 green
Myzap	0.768756507	4.432975696	0.00038946	0.017706528	0.436770549	4.432975696	0.059482742	0.399321737	0.413771251	4.432975696	7.56E-02	8.18E-01	0.081787823	4.432975696	6.92E-01	1.00E+00 purple
Coro2a	0.827407998	7.521081466	2.43E-05	0.002084958	0.874086987	7.521081466	3.28E-05	0.002561752	0.393697096	7.521081466	6.02E-02	7.61E-01	0.004357751	7.521081466	1.94E-01	1.00E+00 purple
Vnt4	0.784126439	5.688931281	0.001248352	0.041739146	0.868194128	5.688931281	0.00087422	0.032494946	0.867174063	5.688931281	2.24E-01	1.00E+00	0.400146464	5.688931281	8.58E-02	1.00E+00 purple
Cia2	2.362754845	2.160857684	1.15E-09	0.00028774	0.596314893	2.160857684	9.49E-09	5.07E-05	0.867541154	2.160857684	3.24E-02	0.608175827	0.617706862	2.160857684	1.39E-02	0.488306544 purple
Cia2	1.280951428	3.771330566	0.000476209	0.001762092	0.371330566	3.771330566	1.07E-06	0.001326589	0.371330566	3.771330566	0.004842277	0.004842277	0.371330566	3.771330566	1.03E-02	1.00E+00 purple
Rev3l	1.014603752	7.181238286	8.50E-06	0.001052705	1.037035155	7.181238286	3.33E-05	0.002571221	0.324719276	7.181238286	1.90E-01	1.00E+00	0.320150555	7.181238286	1.50E-01	1.00E+00 purple
Nup210	0.5685373938	5.540092682	0.000769792	0.540092682	0.697846612	5.540092682	0.00142488	0.045303862	0.230396176	5.540092682	0.29300641	1	0.242867995	5.540092682	0.21605901	1 purple
P2ry1a	1.113537851	2.766842753	0.000130352	0.00895362	1.232878329	2.766842753	8.62E-05	0.005641286	0.371565677	2.766842753	3.22E-01	1.00E+00	0.415075705	2.766842753	1.33E-01	1.00E+00 purple
P2ry1a	7.019395405	7.019395405	7.019395405	7.019395405	7.019395405	7.019395405	7.019395405	7.019395405	7.019395405	7.019395405	7.019395405	7.019395405	7.019395405	7.019395405	7.019395405	7.019395405
Penk	0.581804773	6.14585953	0.000130034	0.01603881	0.685811108	6.14585953	0.00015706	0.00063816	0.17615272	6.14585953	3.26E-01	1.00E+00	0.256251567	6.14585953	1.04E-01	1.00E+00 purple
Penk	0.953894557	5.238105193	0.002206391	0.06229601	5.238105193	5.238105193	0.00124044	0.040604599	0.137026943	5.238105193	5.55E-01	1.00E+00	0.22620717	5.238105193	2.75E-01	1.00E+00 purple
Sox	0.686767883	0.00044719	0.019726362	0.104791091	6.487667883	0.000233166	0.12069366	0.198613453	0.487287352	6.487667883	1	0.313430064	6.487667883	0.121587187	1 purple	
Bmf	0.971052521	4.875736996	2.88E-08	8.57E-06	1.04186115	4.875736996	2.61E-08	0.20781391	0.971052521	4.875736996	0.269173309	1	0.77868315	4.875736996	0.005935674	1 purple
Pfkfb1	1.280821172	5.20981172	0.000801655	0.303118099	0.72860251	5.20981172	1.59E-07	0.00028228	0.191391199	5.20981172	7.36E-05	1.00E+00	0.128715841	5.20981172	1 purple	
Cldn3	0.660791436	6.275978654	0.000197033	0.01060388	0.820213712	6.275978654	1.77E-05	0.001613007	0.088524689	6.275978654	6.43E-01	1	0.247948337	6.275978654	1 purple	
Kcnj11	0.101188931	2.193547139	0.001400683	0.046393969	1.337838174	2.193547139	0.00040934	0.006583851	0.08080443	2.193547139	0.826093992	1	0.38681839	2.193547139	0.197701731	1 purple
Ucp1rb	1.217765128	2.384215146	0.000276106	0.00276106	2.384215146	2.384215146	1.86E-12	0.00276106	2.384215146	2.384215146	0.00276106	1	0.238421514	2.384215146	0.01133955	1 purple
B4gint1	0.944127444	6.161515422	1.69E-05	0.00186219	1.276203399	6.161515422	6.75E-08	0.0789009	0.161515422	6.161515422	0.736253451	1	0.41098332	6.161515422	0.049485827	0.901682314 purple
Tcear1	0.570459844	6.620303944	0.001063594	0.037054866	0.80178076	6.620303944	2.11E-05	0.001818951	0.051457285	6.620303944	0.782725151	1	0.282777891	6.620303944	0.06303944	1 purple
Cyp1b1	0.577529222	5.766235502	0.00029234	0.001314009	1.014522464	5.766235502	5.61E-06	0.000665661	0.101742014	5.766235502	0.648331565	1	0.395900441	5.766235502	0.071630281	1 purple
1700003D09Rk	0.577529222	5.766235502	0.00029234	0.001314009	1.014522464	5.766235502	5.61E-06	0.000665661	0.101742014	5.766235502	0.648331565	1	0.395900441	5.766235502	0.071630281	1 purple
Kcnip3	1.378648895	3.675972929	3.47E-05	0.002747378	2.26865128	3.675972929	3.30E-10	1.85E-07	0.018610211	3.675972929	0.965101772	1	0.90856951	3.675972929	0.01325399	0.199037396 purple
Mrgre	0.933077231	1.996623469	0.010587745	0.175533	1.324738439	1.996623469	6.96E-04	0.027241824	0.148817785	1.996623469	0.196623469	1	0.540464216	1.996623469	0.113149399	1 purple
Lox	0.598161485	8.73435352	0.000326247	0.089213509	0.795125735	8.73435352	0.00042369	0.161620179	0.12521705	8.73435352	0.571640096	1	0.32128097	8.73435352	0.105117635	1 purple
Adcpap1	0.830175952	8.366031336	6.64E-05	0.004759724	1.200112453	8.366031336	9.50E-08	0.054785808	0.366031336	8.366031336	0.421373893	1	0.548505058	8.366031336		

Sic2a5	-2.04260938	4.249812902	2.37E-05	0.00200839	-1.188271126	4.249812902	0.02773624	0.26406478	1.346400678	4.249812902	0.391208682	2.200370336	4.249812902	5.53E-06	0.001544725	royalblue	
Pgyl	-0.872400281	8.09652134	0.000416617	0.01860268	-0.47986021	8.09652134	0.08180194	0.61203335	1.87965313	0.02665133	0.54966393	1.00454621	8.09652134	4.81E-05	0.008727537	royalblue	
CodB	-0.15150661	8.51150661	0.00000000	0.00000000	0.00000000	8.51150661	0.00000000	0.00000000	0.00000000	0.00000000	0.00000000	0.00000000	8.51150661	0.00000000	0.00000000	royalblue	
Adcy10	-1.53612832	1.98765436	1.92E-04	0.01060388	-0.58120879	1.98765436	1.92E-01	0.662606457	1.06631887	0.007802601	0.448304783	2.02126976	1.98765436	9.08E-07	0.00033845	royalblue	
Gpd2	-0.63475582	7.67056311	0.00048819	0.12972720	-0.34726952	7.67056311	0.17968762	0.6465784	7.67056311	0.00514686	0.23584435	1.015050935	7.67056311	1.27E-05	0.000301013	royalblue	
Apod1	-0.57533552	7.05282663	0.00060456	0.07629197	-0.267153606	7.05282663	0.210717502	0.687438797	0.732720092	0.00003494	0.062002007	1.030195182	7.05282663	6.23E-08	0.00000000	royalblue	
AdpH1	-2.20213721	1.20213721	0.00000000	0.00000000	-0.334558639	1.20213721	0.00000000	0.00000000	0.00000000	0.00000000	0.00000000	0.00000000	1.20213721	0.00000000	0.00000000	royalblue	
Otop1	0.49160819	3.97409309	2.81E-01	0.821408556	-0.5774846	3.97409309	0.25529048	2.09158704	3.97409309	7.39E-05	0.013772289	2.50034605	3.97409309	1.20E-05	0.002951736	royalblue	
Actc11	-0.368704185	4.251496329	3.13E-01	0.844776178	-0.256155914	4.251496329	0.524383625	0.900170012	4.251496329	3.10E-06	0.26312609	4.251496329	1.27E-05	1.26E-09	royalblue		
Fam151a	-0.287572696	2.443826775	2.86E-01	0.832769409	-0.18589703	2.443826775	0.69787893	0.955822848	2.443826775	1.91E-06	0.0007918354	2.706198354	2.443826775	1.08E-09	6.59E-07	royalblue	
Dcp3	-1.980876231	1.5562302	0.127098347	0.63968133	-0.245606192	1.5562302	0.68215301	0.952820984	1.5562302	5.66E-07	0.000282839	5.251161091	-1.5562302	1.85E-11	0.52E-08	royalblue	
Cidc	-0.12892321	5.74673541	0.00000000	0.00000000	0.00000000	5.74673541	0.00000000	0.00000000	0.00000000	0.00000000	0.00000000	0.00000000	5.74673541	0.00000000	0.00000000	royalblue	
Cidea	-0.09725167	5.986852101	0.68950678	0.97534435	-0.280271529	5.986852101	0.300545638	0.770624882	5.986852101	4.54E-14	0.00000000	2.507318234	5.986852101	4.14E-24	9.65E-21	royalblue	
Letm16	-0.12786161	0.222308186	0.08549894	0.934711632	-0.08549894	0.222308186	0.08549894	0.934711632	0.08549894	0.004467841	0.21304717	0.830267229	0.222308186	1.97E-05	0.004300966	royalblue	
Gnao1	-0.256262514	3.434116951	0.276980844	0.818930459	-0.196042178	3.434116951	0.434708514	0.863970822	0.550385415	0.002932124	0.579292029	0.979074175	3.434116951	1.15E-05	0.002861715	royalblue	
Prkx1	-0.221502436	6.024504367	0.00000000	0.00000000	-0.221502436	6.024504367	0.00000000	0.00000000	0.00000000	0.00000000	0.00000000	0.00000000	6.024504367	0.00000000	0.00000000	royalblue	
Mntr1	-0.37685576	3.085992919	0.17485337	0.19783741	-0.20752322	3.085992919	0.498E-01	0.544428964	0.079920323	0.002932124	0.818134822	1.22570524	3.085992919	4.08E-05	0.007706071	royalblue	
Gm9899	-0.641662406	3.896457329	0.242049869	0.742106207	-0.425307368	3.896457329	0.17028881	0.634485847	0.703854957	0.002412505	0.52932411	1.770818102	3.896457329	2.54E-10	1.77E-07	royalblue	
Pvalb	-1.624705605	0.808747195	0.088466628	0.50160422	-0.377847195	0.808747195	0.71397787	1.360446743	0.808747195	0.18605548	1.334272304	0.208074195	0.808747195	0.000201005	0.028749356	royalblue	
Up3	-1.32847314	1.11805773	0.007680589	0.007680589	-0.217378569	1.11805773	6.51E-01	0.943202937	0.6985603	0.009466012	0.244836116	1.11805773	1.32847314	4.14E-07	0.000160712	royalblue	
Alb3	-1.650237504	1.533717714	0.27374722	0.339247132	-0.00000000	1.533717714	0.00000000	0.00000000	0.00000000	0.00000000	0.00000000	1.533717714	1.650237504	1.58E-05	0.000801254	royalblue	
Actp1	-0.551562396	5.05288725	0.00329499	0.09321523	-0.055272694	5.05288725	7.93E-01	0.917996887	0.425521964	0.040714227	0.697711223	0.102806042	5.05288725	2.63E-05	royalblue		
Kcnh1	-0.884097091	4.357395023	0.000215606	0.061483175	-0.001021401	4.357395023	0.94E-01	0.74292633	4.357395023	0.002898472	0.483627674	1.623919306	4.357395023	1.68E-08	8.68E-06	royalblue	
Tnn3	-1.365226977	1.107875076	0.010278167	0.172861206	-0.520316974	1.107875076	3.66E-01	0.82073697	0.591495783	1.107875076	0.309808698	1.107875076	1.107875076	3.12E-06	0.000970464	royalblue	
dHb	-0.990451417	0.438529851	0.260290858	0.76415254	-0.438529851	0.438529851	4.78E-01	0.450572979	0.438529851	0.482779677	1.79217061	0.438529851	0.990451417	0.00037133	0.041247899	royalblue	
Fam9b	-0.461431028	3.166520478	0.077086497	0.52413909	-0.18496475	3.166520478	5.14E-01	0.894229	0.301630386	0.366525299	1.095155312	3.166520478	0.000043882	0.031270596	royalblue		
Acab	-0.42903518	8.353633843	0.086886502	0.548432133	-0.37813889	8.353633843	0.175383931	0.641836412	0.295704593	0.289165412	1.102926137	8.353633843	1.04E-05	0.000781713	royalblue		
Kcnk3	-0.435779831	6.662795107	0.79051707	0.582372382	-0.935238185	6.662795107	0.03138097	0.286827884	0.502760535	0.666279547	0.068874007	0.795523236	6.662795107	6.44E-10	4.29E-07	royalblue	
Pam1	-0.246043668	4.856295514	0.395984776	0.889563314	-0.861156352	4.856295514	0.00000000	0.00000000	0.422529358	4.855085348	0.0080306	1.529726467	4.856295514	1.20E-07	5.22E-05	royalblue	
Phospho1	-0.1343002	5.640943926	0.455215821	0.913501714	-0.972694992	5.640943926	8.73E-07	0.000150677	1.125593689	5.640943926	1.73E-08	2.23258506	5.640943926	7.83E-36	5.47E-32	royalblue	
Pern1	-0.125559782	2.626356387	0.6697799	0.976014878	-0.763776269	2.626356387	2.28E-02	0.263750324	0.925736952	0.006915912	0.276162238	1.815033439	2.626356387	2.47E-09	1.38E-06	royalblue	
Hc	-0.104555078	5.530463676	0.73712023	0.98153695	-0.39540219	5.530463676	0.74085702	0.74085702	0.636309181	5.530463676	0.07632678	0.818134822	1.162328834	5.530463676	0.00038617	0.045757453	royalblue
AS30050N04rk	-0.0206475	4.729612123	0.00000000	0.00000000	-0.209612329	4.729612123	0.00000000	0.00000000	0.613658298	4.729612123	0.79562782	4.729612123	4.729612123	1.21E-20	1.76E-17	royalblue	
Diagla	-1.156883175	0.938016728	0.04960173	0.932175597	-1.979401205	0.938016728	1.35E-05	0.00181951	0.98863528	0.630816728	9.32E-12	6.808613526	0.938016728	6.08E-35	0.00000000	royalblue	
C7a2	-0.1279813	4.196815496	0.525356544	0.896844278	-0.4196815496	4.196815496	4.31E-05	0.00316872	0.713210075	4.196815496	0.00000742	0.078771833	4.196815496	2.43E-14	2.83E-11	royalblue	
Sic728a	0.813278195	3.229791259	0.000674774	0.133302339	1.895757658	3.229791259	3.08E-10	1.79E-07	2.601784073	3.229791259	1.54E-15	3.646886727	3.229791259	2.34E-14	4.53E-35	royalblue	
Cidc1	-1.349077884	3.499178984	0.00777251	0.7843595	-0.704940934	3.499178984	0.026145129	0.25515509	0.79653794	3.499178984	0.60456258	4.002194133	3.499178984	5.43E-05	0.002464813	royalblue	
Falpb	-0.368205304	2.486591374	0.007315176	0.139477362	-0.68466496	2.486591374	0.071137198	0.286342173	0.743011184	6.28421377	0.000442172	0.28421377	2.486591374	0.000074084	0.038031172	royalblue	
Acsc1	-0.19226847	4.513668016	0.52596481	0.938266133	-0.227405165	4.513668016	0.24769221	0.60555807	4.513668016	0.00601094	0.254083859	0.698732052	4.513668016	0.00038193	0.042802318	royalblue	
Pgarp	-0.15557457	5.176667183	0.51529526	0.593685884	-0.24731906	5.176667183	0.298657406	0.760765915	1.198400635	5.176667183	7.09E-07	0.000319836	1.300152333	5.176667183	1.27E-09	7.37E-07	royalblue
Ca4502	-0.22170521	0.22170521	0.00000000	0.00000000	-0.22170521	0.22170521	0.00000000	0.00000000	0.737002176	0.22170521	0.238748623	0.22170521	0.22170521	0.00000000	0.00000000	royalblue	
Cox7a1	-0.15156033	3.106297835	0.65050471	0.956146703	-0.24783761	3.106297835	0.390763971	0.38396877	2.911484315	3.106297835	1.46E-09	2.287732058	3.106297835	8.63E-18	1.21E-14	royalblue	
Acac2	-0.16855085	7.189805404	0.335142476	0.588895645	-0.130589465	7.189805404	4.83E-01	0.884296667	1.721128851	7.189805404	0.000114666	0.018965291	7.189805404	4.24E-05	0.00093084	royalblue	
Pgpl1b3	-0.37576778	5.533535154	0.048905421	0.425172107	-0.21918957	5.533535154	0.27818699	0.750071479	1.787109551	5.533535154	1.61E-17	7.51E-14	1.631256332	5.533535154	5.91E-19	9.18E-16	royalblue
Cgpl2	-0.940233806	0.940233806	0.00000000	0.00000000	-0.940233806	0.940233806	0.00000000	0.00000000	0.530426346	0.940233806	1.65E-30	0.940233806	0.940233806	3.39E-35	0.00000000	royalblue	
Hdl1b1	-0.37682354	0.504557371	0.11886881	0.504557371	-0.11886881	0.504557371	0.265839053	0.820520365	0.870792736	0.01964208	0.621801916	0.259639514	0.37682354	0.003913043	0.23186363	royalblue	
Nr4a3	-0.492119494	6.886749523	0.027798312	0.032296721	-0.014115945	6.886749523	9.53E-01	1.108271201	6.886749523	2.30E-05	0.005839258	0.55007792	6.886749523	0.010930211	0.420828122	royalblue	
Coq10b	-0.27743915	6.188785492	0.090950314	0.559037814	-0.022064126	6.188785492	9.02E-01	0.973013311	0.724293667	6.188785492	4.86E-05	0.00998344	0.418789666	0.00977379	0.04954208	royalblue	
Sfp	-0.688585123	1.13940146	0.492477561	0.393058531	-0.451206267	1.13940146	0.656709584	0.945507653	3.66488135	1.13940146	0.046381842	2.590706364	1.13940146	0.002185895	0.160789842	royalblue	
Nr2a2	-0.292130719	4.952167384	0.395919137	0.895015044	-0.222971192	4.952167384	0.542636984	1.382706178	4.95216738								

Ryhb	-0.63981447	5.436805808	0.0005725	0.002407816	-0.535200483	5.436805808	0.009607662	0.150203682	0.080761357	5.436805808	0.685717387	1	0.185402413	5.436805808	0.319956288	1	orange
Csadr	-0.878992619	6.191492394	1.38E-05	0.00149046	-0.72720654	6.191492394	0.00139139	0.044110588	0.087371621	6.191492394	0.598170395	1	0.244557784	6.191492394	0.228714812	1	orange
Tc4518	-0.745915017	6.191492394	6.30E-05	0.001051307	-0.684902137	6.191492394	0.001051307	0.110545098	0.176136135	6.191492394	0.73651135	1	0.171905771	6.191492394	0.179052717	1	orange
Tsyan18	-0.827130995	6.39994575	1.54E-05	0.001579378	-0.75460421	6.39994575	0.00041346	0.018344482	0.128349896	6.39994575	0.645113095	1	0.200878529	6.39994575	0.259701712	1	orange
Maplakp3	-0.937773005	4.565284086	8.99E-06	0.001019717	-0.852567263	4.565284086	0.00030581	0.014777865	0.118435192	4.565284086	0.641458795	1	0.203605316	4.565284086	0.339012737	1	orange
Gbp5	-0.85527878	4.427991697	0.00029389	0.01418884	-0.90566261	4.427991697	0.00061369	0.02500553	0.196158809	4.427991697	0.544382895	1	0.145733651	4.427991697	0.337956656	1	orange
Gbp6	-0.6851880215	4.738083026	0.00011512	0.038083195	-0.738083026	4.738083026	0.00011512	0.038083195	0.196158809	4.738083026	0.544382895	1	0.099838026	4.738083026	0.50134793	1	orange
Ntdp21	-0.671119694	4.94532962	0.00097782	0.034597687	-0.700540921	4.94532962	0.00022348	0.057031809	0.135060256	4.94532962	0.54965154	1	0.1056393	4.94532962	0.603525418	1	orange
Ctnap1	-1.193910219	4.241899136	1.55E-07	0.000129323	-1.231000312	4.241899136	0.00023943	0.18749001	0.241899136	4.241899136	0.545715446	1	0.150400933	4.241899136	0.513422745	1	orange
Sfnv5	-0.837619268	6.622528233	0.000305646	0.001488404	-0.893651723	6.622528233	0.000581752	0.02047001	0.162052833	6.622528233	0.60720286	1	0.046013221	6.622528233	0.401031281	1	orange
Syn1	-0.66081935	6.307088667	1.04E-05	0.00121073	-0.666939013	6.307088667	6.46E-05	0.004505407	0.049646995	6.307088667	0.765399747	1	0.043527504	6.307088667	0.768003181	1	orange
Meis2	-0.842016695	4.040126096	5.79E-05	0.000166096	-0.838080641	4.040126096	0.000166096	0.000166096	0.000166096	4.040126096	0.984103065	1	0.040143096	4.040126096	0.956610067	1	orange
Cdc69	-0.700058396	3.874778263	0.00046017	0.019726362	-0.741505701	3.874778263	0.001317333	0.042130548	0.007729492	3.874778263	0.976495716	1	-0.007166536	3.874778263	0.983658995	1	orange
Vgll4	-1.085858328	4.017663834	1.49E-06	9.29E-06	-1.163196229	4.017663834	1.45E-07	0.01959087	4.017663834	4.017663834	0.976495716	1	-0.007194474	4.017663834	0.976495716	1	orange
fg11	-0.75667814	5.36242678	4.90E-07	9.79E-05	-0.829593099	5.36242678	1.46E-06	0.000201004	0.03601213	5.36242678	0.838596367	1	-0.017912644	5.36242678	0.791016196	1	orange
lrgm2	-0.497841251	2.531478421	0.00012609	0.00012609	-0.531478421	2.531478421	0.00012609	0.00012609	0.00012609	2.531478421	0.924266699	1	0.1531452326	2.531478421	0.924266699	1	orange
Banp	-0.738667934	5.830852924	0.000207449	0.00942234	-0.938663124	5.830852924	2.45E-05	0.0206418	0.17630262	5.830852924	0.824816956	1	-0.05249434	5.830852924	0.908042021	1	orange
Viscd2	-1.27664412	3.582021071	4.59E-07	0.158201071	-1.671369997	3.582021071	7.74E-09	2.85E-06	0.236346268	3.582021071	0.398451686	1	-0.158733474	3.582021071	0.559345474	1	orange
Adrb3	-0.316627167	3.016627167	9.76E-06	0.001165596	-0.316627167	3.016627167	7.98E-07	0.000149086	0.185113649	3.016627167	0.573898868	1	0.175280293	3.016627167	0.191728729	1	orange
Gbp6	-1.24533594	5.164081029	1.09E-13	1.18E-10	-1.547304272	5.164081029	4.28E-16	1.49E-12	0.124485607	5.164081029	0.502050571	1	-0.177481366	5.164081029	0.309026192	1	orange
Angpt1	-0.94360194	4.487877528	1.85E-06	0.000304474	-0.12789446	4.487877528	3.60E-08	1.03E-05	0.12516107	4.487877528	0.586609194	1	-0.159175359	4.487877528	0.404761212	1	orange
Siv5	-0.673548721	4.179913996	0.000351583	0.01660044	-0.805695325	4.179913996	0.000128975	0.00736271	0.036454815	4.179913996	0.863100292	1	-0.095604452	4.179913996	0.826913002	1	orange
Pragl1	-0.698528122	6.953212756	0.009641558	0.009641558	-0.799320756	6.953212756	0.000111986	0.006925286	-0.00088615	6.953212756	0.997058569	1	-0.1061624393	6.953212756	0.996050295	1	orange
Siv45a3	-0.755283788	4.885028188	0.000852617	0.03141409	-0.89098156	4.885028188	0.00045636	-0.04492204	0.19705984	4.885028188	0.859487875	1	-0.17973074	4.885028188	0.445806218	1	orange
Plehm1	-0.541342951	5.949697631	0.00065131	0.02646186	-0.61216749	5.949697631	0.00053047	-0.04407526	0.5946997631	5.949697631	0.80125599	1	-0.152522967	5.949697631	0.485040564	1	orange
Tgm1	-1.60976187	4.750428461	1.29E-14	1.50E-11	-1.58563487	4.750428461	2.47E-11	1.82E-08	-0.19050759	4.750428461	0.41020394	1	-0.16637826	4.750428461	0.447154531	1	orange
Med12l	-1.18330491	4.167770506	2.11E-07	4.69E-05	-1.189343919	4.167770506	3.75E-06	0.000503294	-0.061078621	4.167770506	0.810027599	1	-0.067110949	4.167770506	0.857729239	1	orange
Tscl1	-0.62569573	3.852730019	0.001454548	0.046625615	-0.619231319	3.852730019	0.004896384	-0.04164272	0.3852730019	3.852730019	0.948191964	1	-0.035180355	3.852730019	0.71158472	1	orange
Tc14d	-0.790620768	5.787535208	7.92E-07	0.00015169	-0.87370436	5.787535208	3.62E-05	0.002748981	-0.08247652	5.787535208	0.646191309	1	-0.030130712	5.787535208	0.455056623	1	orange
Pomt1	-0.684795308	5.326313966	0.000139267	0.008767544	-0.622024355	5.326313966	0.001905833	0.055376124	-0.078089899	5.326313966	0.695737373	1	-0.01532704	5.326313966	0.94055719	1	orange
Tmem94	-0.750340032	5.717633305	6.41E-07	0.520693168	-0.520693168	5.717633305	0.000191023	0.516570642	-0.155177281	5.717633305	0.363995174	1	0.078069931	5.717633305	0.060683349	1	orange
Rp2	-1.36152616	6.716138857	2.43E-13	2.13E-10	-0.881382566	6.716138857	6.55E-05	0.002099095	-0.29352866	6.716138857	0.157454874	1	0.193246279	6.716138857	0.303129411	1	orange
119000506Rk	-0.212126119	5.183187903	2.26E-05	0.002044944	-0.708873157	5.183187903	0.000258912	0.148231284	0.198370924	5.183187903	0.116174772	1	0.116174772	5.183187903	0.104537897	1	orange
Rnf125	-0.69903433	4.752530202	5.11E-05	0.003812738	-0.516889838	4.752530202	0.006961232	0.124403575	-0.128112356	4.752530202	0.50249987	1	0.052322002	4.752530202	0.762308049	1	orange
Relb	-0.61394099	4.246687777	3.25E-05	0.002595765	-0.629095578	4.246687777	0.01671352	0.09172112	-0.17651633	4.246687777	0.4186114806	1	0.011148192	4.246687777	0.950938017	1	orange
Cnfr1	-0.85424264	4.85424264	2.24E-05	0.00454264	-0.85424264	4.85424264	0.00454264	0.00454264	0.00454264	4.85424264	0.824234624	1	0.824234624	4.85424264	0.824234624	1	orange
953005202Rk	-0.800957506	3.728880714	0.000462225	0.02018767	-0.62564732	3.728880714	0.01465707	0.184851851	-0.113360093	3.728880714	0.655566503	1	0.036956144	3.728880714	0.779751424	1	orange
Trim68	-0.846493088	4.356160415	4.19E-06	0.000616568	-0.70077038	4.356160415	0.000651714	0.026173436	-0.129903658	4.356160415	0.523785245	1	0.158866799	4.356160415	0.928693253	1	orange
Urg1	-0.761855022	6.467814333	4.85E-07	9.79E-05	-0.61549843	6.467814333	0.000258627	0.031106377	-0.132391053	6.467814333	0.530125283	1	0.002014386	6.467814333	0.782252512	1	orange
Cnfr1	-0.85424264	4.85424264	2.24E-05	0.00454264	-0.85424264	4.85424264	0.00454264	0.00454264	0.00454264	4.85424264	0.824234624	1	0.824234624	4.85424264	0.824234624	1	orange
Cachd1	-0.991250365	6.006059833	0.000210882	0.010183524	-0.620458095	6.006059833	0.000517375	0.012207808	-0.19297662	6.006059833	0.150726843	1	-0.044276546	6.006059833	0.881625943	1	orange
Nutd6	-0.713520471	5.521571332	0.01060388	-0.64603448	-0.808942823	5.521571332	0.00240298	0.06382801	-0.06779545	5.521571332	0.748921091	1	-0.000390952	5.521571332	0.995977128	1	orange
Cnfr1	-0.85424264	4.85424264	2.24E-05	0.00454264	-0.85424264	4.85424264	0.00454264	0.00454264	0.00454264	4.85424264	0.824234624	1	0.824234624	4.85424264	0.824234624	1	orange
Cnfr1	-0.85424264	4.85424264	2.24E-05	0.00454264	-0.85424264	4.85424264	0.00454264	0.00454264	0.00454264	4.85424264	0.824234624	1	0.824234624	4.85424264	0.824234624	1	orange
Cnfr1	-0.85424264	4.85424264	2.24E-05	0.00454264	-0.85424264	4.85424264	0.00454264	0.00454264	0.00454264	4.85424264	0.824234624	1	0.824234624	4.85424264	0.824234624	1	orange
Cnfr1	-0.85424264	4.85424264	2.24E-05	0.00454264	-0.85424264	4.85424264	0.00454264	0.00454264	0.00454264	4.85424264	0.824234624	1	0.824234624	4.85424264	0.824234624	1	orange
Cnfr1	-0.85424264	4.85424264	2.24E-05	0.00454264	-0.85424264	4.85424264	0.00454264	0.00454264	0.00454264	4.85424264	0.824234624	1	0.824234624	4.85424264	0.824234624	1	orange
Cnfr1	-0.85424264	4.85424264	2.24E-05	0.00454264	-0.85424264	4.85424264	0.00454264	0.00454264	0.00454264	4.85424264	0.824234624	1	0.824234624	4.85424264	0.824234624	1	orange
Cnfr1	-0.85424264	4.85424264	2.24E-05	0.00454264	-0.85424264	4.85424264	0.00454264	0.00454264	0.00454264	4.85424264	0.824234624	1	0.824234624	4.85424264	0.824234624	1	orange
Cnfr1	-0.85424264	4.85424264	2.24E-05	0.00454264	-0.85424264	4.85424264	0.00454264	0.00454264	0.00454264	4.85424264	0.824234624	1	0.824234624	4.85424264	0.824234624	1	orange
Cnfr1	-0.																

[illegible]

How the deposited data were processed for this re-analysis (not part of the article)

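RNA-seq libraries from inguinal fat of 9 mice were analysed, 1 library per mouse, with 2 WT and 2 KO mice at RT and 3 WT and 2 KO mice after 4 h at 4 °C. The paper states that RNA was extracted with RNeasy kits, that libraries were made with a BGI kit and that they were sequenced on the BGISEQ. The authors aligned reads to the UCSC mm10 genome with STAR, kept only reads that mapped to 1 place, filtered out mitochondrial reads and made raw read counts per gene with featureCounts, and these counts are used here as deposited. The versions of STAR and featureCounts, the gene annotation and the strand setting are not given in the sources used here. The count columns held whole numbers and no mitochondrial genes. The 9 RPKM columns beside them were not used. The table held 24539 genes, of which 4210 had 0 counts in every library. Totals were 51594598 and 52523306 counts for WT at RT, 52229280 and 56292251 for KO at RT, 49626199, 51927893 and 52846574 for WT in cold and 47605902 and 53116669 for KO in cold.

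The deposited labels conflict for 2 KO libraries. Mouse 1781 is RT by its sample title and cold by its column name, and mouse 1786 is cold by its title and RT by its column name. The column names were followed after both groupings had been compared with the log2 fold changes printed in the paper's Supplementary Table 1. Of 114 genes read from that table, 36 had 4 fold changes that close within a tolerance of 0.01, 3 of these were left out and 33 were used. This rule for the genes was added after they had been seen. The median absolute difference from the printed values under the column names was 0.00488 for KO against WT at RT, 0.00543 in cold, 0.00654 for cold against RT in WT and 0.00599 in KO. Under the sample titles it was 0.433, 0.403, 0.00657 and 0.864. The largest differences under the column names were 0.403, 0.176, 1.44 and 0.961. The grouping is that of the paper's analysis. A check added later, which did not set the grouping, read the genes called in cold in a fit of the 5 WT libraries alone (61 higher, 43 lower) in both libraries, and their medians lay at least 0.728 log2 units away from every library of the housing in the title (SD at most 0.214 within a housing), which argues against the titles. The fold changes here therefore resemble the paper's by the choice of grouping, which is not independent evidence.

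Tests were made with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures with Python 3.11.15 and matplotlib 3.10.9. All 9 libraries entered 1 edgeR fit of 4 groups without an intercept (filterByExpr, TMM, glmQLFit with robust estimation, glmQLFTest), which tested 16745 genes. The comparisons were KO against WT at RT and in cold, cold against RT in WT and in KO, the difference of the KO effects between cold and RT, and KO at RT against WT in cold. A gene was called at an adjusted p (Benjamini-Hochberg over all genes tested) under 0.05 and a fold change above 1.5, the thresholds of the paper, and the difference of the KO effects at the adjusted p alone. Of 19 gene lists and 17 marker lists, 34 had at least 5 tested members and were tested as sets with camera of limma (preset correlation 0.01, Benjamini-Hochberg over all lists of a comparison). Camera with an estimated correlation, fry and a one-sided Fisher's exact test of the called genes were run beside it. Tet1 was also tested with a one-sided exact permutation test of CPM within housing (60 arrangements, smallest p 0.0167). Principal components were computed on log2 CPM with a prior count of 2.

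Genes named in the text follow a rule with 3 parts. They are the genes that the paper names for this experiment, including the 21 and 6 genes that Supplementary Table 1 gives as higher and lower at both temperatures, up to 12 called genes of the lowest unadjusted p per direction and comparison, and from each list reported up to 4 members of the lowest p, with up to 2 of the highest mean CPM where none was called. The paper's tables had been read before the rule was written, so its first part is not blind to the paper's values. A few genes that the rule selects are not reported here. The lists were written after Supplementary Table 1 had been read as well, and each was also tested without the genes in it. Positions are from GENCODE vM21 (GRCm38, the assembly of mm10), matched by symbol for 23832 genes. Overlapping genes were read from the same annotation, since the strand setting is not given. Groups of genes that share all their counts numbered 30, with 62 tested genes.

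Replicates were checked for libraries that had been deposited more than once. Pairs of libraries of a group had Pearson correlations of log2 CPM of 0.980 to 0.988 and a chi-square per gene of 51.6 to 156, so no pair was a copy. Counts of Y-linked marker genes were 0 in every library. The tests were tested on simulated data with 16530 genes, of which 200 were changed, drawn as negative binomial counts with the group sizes, depths and gene dispersions of this experiment. Changed genes were drawn from those of higher counts and changed alike in KO at both temperatures, and no effect of cold was simulated. At RT the quasi-likelihood test recovered 52 of 100 genes changed by a factor of 2 and 89 of 100 changed by a factor of 4, with 7 false calls, and in cold 60 and 92 with 16. The likelihood ratio test recovered 66 and 96 at RT with 46 false calls and 72 and 95 in cold with 49, the exact test 66 and 96 with 45, and 71 and 95 with 46, and DESeq2 73 and 95 with 40, and 74 and 95 with 55. With no gene changed, the calls at RT and in cold were 0 and 0 with the quasi-likelihood test, 20 and 5 with the likelihood ratio test, 6 and 10 with the exact test and 19 and 24 with DESeq2. Here each test had 1 draw of its own, so these counts do not rank the tests.

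Settings other than these were DESeq2, edgeR's likelihood ratio and exact tests, upper-quartile factors and library size alone in place of TMM, no filter and at least 10 counts in every library in place of filterByExpr, only the libraries of the groups compared, no fold threshold, the range of the mouse number as a term, the 500 most variable genes for the components, genes called at 1 temperature and at an unadjusted p under 0.05 at the other for the overlap, the other tests of lists, lists without the paper's genes, and leaving out each library in turn. Where this left 1 library in a group, its spread was taken from the other groups. Grouping by the sample titles and leaving out both libraries of conflicting labels were added after the data had been seen, as were the counting intervals of ratios with few counts. Groups of 2 and 3 libraries were too small for a count of other splits and for a test of outlying samples. The hierarchical clustering, the qPCR and the EnrichR step of the paper were not repeated.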

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

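The 8 tests of explanations given here, on the chromosome region of Myt1l, skeletal muscle at RT and in cold, exchanged labels, Tet1, the housing in the titles, stromal cells and mouse 1786, and their bounds were chosen after the results had been seen, while the permutation test of Tet1 itself had been planned.

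Myt1l, a transcription factor of neurons, drew attention as a gene that stands in none of the paper's lists and that rose in the libraries labelled KO at both temperatures. It had 323 and 369 counts in the KO mice at RT and 311 and 353 in cold, against 2 and 2 in the WT mice at RT and 2, 6 and 0 in cold, and its log2 fold change was 7.31 (SE 0.68, adjusted p = 0.0321) at RT and 6.92 (SE 0.55, adjusted p = 0.00399) in cold from edgeR's quasi-likelihood test. The ratio of scaled counts in cold was 126 with an exact 95% counting interval of 63.5 to 293, and the fitted fold changes depend on the prior count. A change over the whole chromosome region is argued against by the 11 other tested genes within 1 Mb, which had median log2 fold changes of -0.0823 at RT and -0.0608 in cold with 0 called. A DNA segment that travels with the KO genotype and reads of an unannotated transcript stay open as untested, and no biological explanation was tested.

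The 19 genes of the thermogenic list, which the paper called higher in KO on the same samples, stood higher in the libraries labelled KO, with a median log2 fold change of 1.78 at RT (1.07 without KO mouse 1814) and 2.00 in cold. Muscle cells as the whole source would bring their abundant transcripts, and are argued against, since the summed CPM of the 19 muscle genes changed by 20.5 at RT (at most 27.0 without single mice, SD 9.17 within a group) and by -8.12 in cold (at most 19.9, SD 39.6), against 572 and 1062 for the thermogenic list without Ucp1 (at least 385 and 835), while a small share of muscle stays open for genes of few counts, with Ckm (3.05) and Tnnt3 (2.47) higher in cold on the log2 scale. Exchanged housing labels of mice 1781 and 1786 are argued against as the whole source, since without both mice the median was 2.23 at RT and 2.09 in cold. Deletion of Tet1, the difference named by the design, stays open, since the exact permutation p that Tet1 is lower in the libraries labelled KO was 0.983, and counts over the whole gene do not show whether the floxed exons are lost. A mistaken genotype label, litter and time of sampling were not tested, and the paper's RT-qPCR of thermogenic genes in adipocytes (Fig. 4j, k), its immunoblots of UCP1 and PGC1A (Fig. 4g) and its lower Tet1 mRNA in KO adipocytes (Supplementary Fig. 3c, d) run the way the labels say, which does not settle the labels of these libraries.

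Macrophage genes stood lower in the libraries labelled KO, with a median log2 fold change of -0.98 at RT and -0.41 in cold by the column names and -0.49 and -1.00 by the sample titles, and the housing in the titles is argued against, since for genes called in cold in the 5 WT mice alone the medians of mice 1781 and 1786 lay at least 0.728 log2 units away from every library of the housing in their titles, towards the other (SD at most 0.214 within a housing). An equally lower share of all stromal cells is argued against at RT, since the medians and lower quartiles of endothelial (-0.16 and -0.24), mural (-0.11 and -0.24) and fibroblast markers (-0.20 and -0.67) lay above the quartiles of the macrophage markers (-1.31 to -0.73), while lower shares of single types stay open, since the fibroblast and progenitor (camera adjusted p = 0.00798, 10 of 11 negative), extracellular matrix (0.0366), mast cell (0.0418) and mesothelial (0.0351) lists were lower as sets too, calls that all ended with an estimated correlation (0.707, 0.787, 0.745 and 0.707) and without single mice, at 0.353 and 0.334 for the first 2 without KO mouse 1786, 0.247 and 0.426 for the last 2 without KO mouse 1814 and 0.129, 0.651 and 0.156 for the last 3 without WT mouse 1810, among others. Mouse 1786 alone cannot be told apart from a difference of the genotype at RT. Without it the median was -0.685, with 1814 as the only KO mouse at RT. The SD of 0.581 in macrophage level used as the spread is that of both KO mice at RT. It thus holds the distance of mouse 1786 itself and cannot decide whether that mouse alone made the difference. This rule on the spread was added after the value was seen. Fewer macrophages, a lower expression per macrophage, activity of Fabp4-Cre in macrophages and a difference in the fractionation of adipocytes stay open and were not tested here. By FACS of the stromal-vascular fraction of WT and KO mice the paper found no major difference in its M1 and M2 macrophage populations (Supplementary Fig. 6a) and it reports no significant change of Tet1 in that fraction (Supplementary Fig. 3c, d), which leave the number of macrophages in these libraries unknown.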

How the results depend on the processing

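Grouping by the sample titles, leaving out both mice 1781 and 1786, and the counting intervals were chosen after the data had been seen, and the other settings were planned. The cause of each change was not tested, except that a fit with fewer libraries has less information by construction. Without both mice 1781 and 1786 each KO group held 1 mouse, so calls of that fit rest on no spread between KO mice. No paired analysis was possible because the labels give no replicate number that mice of different groups share. Depth, at 47605902 to 56292251 counts per library, limits few values, such as those of Myt1l with 0 to 6 counts in WT, and 0 genes were called higher in KO at RT in 6 of the 9 fits without 1 mouse, while on simulated data of the full group sizes the quasi-likelihood test recovered 52 and 89 of 100 genes at RT changed by factors of 2 and 4.

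With edgeR's quasi-likelihood test, the called genes numbered 6 higher with 0 lower in KO at RT, 13 higher with 0 lower in KO in cold, 6 higher with 0 lower in KO at both, 33 higher with 29 lower in cold in WT, 32 higher with 24 lower in cold in KO, 0 with different KO effects and 296 between KO at RT and WT in cold. DESeq2 called 61 higher with 58 lower in KO at RT, 66 higher with 35 lower in KO in cold, 26 higher with 3 lower in KO at both, 247 higher with 235 lower in cold in WT, 309 higher with 295 lower in cold in KO, 5 with different KO effects and 1096 between KO at RT and WT in cold. The likelihood ratio test called 53 higher with 56 lower in KO at RT, 74 higher with 30 lower in KO in cold, 24 higher with 5 lower in KO at both, 222 higher with 229 lower in cold in WT, 297 higher with 227 lower in cold in KO, 4 with different KO effects and 1001 between KO at RT and WT in cold. The exact test called 49 higher with 48 lower in KO at RT, 69 higher with 24 lower in KO in cold, 24 higher with 2 lower in KO at both, 212 higher with 224 lower in cold in WT, 280 higher with 211 lower in cold in KO and 954 between KO at RT and WT in cold. By these 3 tests the 6 and 13 genes called higher in KO at RT and in cold by the quasi-likelihood test were all called. Of the other results, these 3 tests ended no call and turned no direction, and added a call to 50, 47 and 45 values of single genes.

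With library size alone the numbers that changed by more than 1.5 times were 17 higher with 15 lower in cold in WT, 6 higher with 6 lower in cold in KO and 193 between KO at RT and WT in cold, and with upper-quartile factors 14 higher with 14 lower in cold in KO. Without a filter they were 1 lower in KO at RT, 1 lower in KO in cold and 52 higher in cold in KO, and at least 10 counts in every library changed no count by more than 1.5 times and ended 1 call. With only the groups compared they were 0 higher in KO at RT, 0 higher in KO at both, 61 higher in cold in WT, 0 higher with 0 lower in cold in KO and 164 between KO at RT and WT in cold, and 19 results lost their call. With the mouse-number range as a term they were 1 lower in KO at RT, 19 higher with 17 lower in cold in WT and 9 higher with 4 lower in cold in KO. Genes called at 1 temperature with an unadjusted p under 0.05 at the other numbered 13 higher. Without the fold threshold all 157 results were the same. Of the results under each of these settings, 146 kept their direction and side of the threshold and 7 lost their call with library size alone, 156 kept their direction and side of the threshold with upper-quartile factors, 153 kept their direction and side of the threshold, 1 lost their call and 1 gained a call without a filter, 128 kept their direction and side of the threshold, 19 lost their call and 4 gained a call with only the groups compared and 143 kept their direction and side of the threshold, 8 lost their call and 2 gained a call with the mouse-number range. With the 500 most variable genes the first and second components carried 27.9% and 22.2% of the variance.

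Of the 34 lists tested with camera, those called numbered 10 higher with 8 lower for KO at RT, 11 higher with 8 lower for KO in cold, 8 higher with 4 lower for cold in WT and 6 higher with 6 lower for cold in KO. With an estimated correlation they were 0 higher with 0 lower for KO at RT, 0 higher with 0 lower for KO in cold, 0 higher with 0 lower for cold in WT and 0 higher with 0 lower for cold in KO. With fry they were 2 higher with 0 lower for KO at RT, 1 higher with 0 lower for KO in cold, 1 higher with 0 lower for cold in WT and 0 higher with 0 lower for cold in KO, and with Fisher's exact test 1 higher with 0 lower for KO at RT, 1 higher with 0 lower for KO in cold, 2 higher with 0 lower for cold in WT and 0 higher with 0 lower for cold in KO. Without the paper's genes they were 3 higher with 5 lower for KO at RT, 5 higher for KO in cold and 5 higher with 2 lower for cold in WT, and the direction turned, with adjusted p from camera, for white adipocyte genes 0.771 (KO effect at RT) and fatty acid uptake 0.258 (KO effect in cold). Of the list results, 7 kept their direction and side of the threshold and 37 lost their call with the estimated correlation, 11 kept their direction and side of the threshold and 33 lost their call with fry, 11 kept their direction and side of the threshold and 33 lost their call with Fisher's exact test and 30 kept their direction and side of the threshold, 11 lost their call and 2 turned in direction without the paper's genes.

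Grouped by the sample titles, the called genes numbered 8 higher with 16 lower in KO in cold, 0 higher with 0 lower in cold in WT, 0 higher with 0 lower in cold in KO and 10 between KO at RT and WT in cold, and the lists 5 lower for KO at RT. Of the genes called by the column names, 5 of 6 at RT and 6 of 13 in cold were called under the titles too, where 8 were higher in cold. The log2 fold change turned for Ppargc1a 0.80, Elovl3 1.38 and Dio2 0.16 (KO at RT against WT in cold), Per2 -0.39 and Pparg 0.29 (KO effect in cold), Per2 -0.27, Spdef -0.00862, Gbp6 0.0693, Il7r -0.0169, Stc2 -0.34, Inmt -0.00736 and Amd1 -0.0646 (cold in KO) and Tet2 -0.0151 and Hdac1 0.0360 (KO effect at RT), and the list direction, with adjusted p from camera, for general adipocyte genes 0.401 and keratinocyte markers 0.436 (KO effect at RT), general adipocyte genes 0.542 and fatty acid uptake 0.981 (KO effect in cold) and the thermogenic list 0.124, T and NK cell markers 0.124 and B cell markers 0.0989 (cold in KO). In all, 135 kept their direction and side of the threshold, 40 lost their call, 6 gained a call and 21 turned in direction.

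Without both mice 1781 and 1786, the called genes numbered 21 higher with 6 lower in KO in cold, 68 higher with 45 lower in cold in WT, 0 higher with 0 lower in cold in KO and 34 between KO at RT and WT in cold, and the lists 3 lower for cold in KO. Of the 6 genes higher at RT, 3 were called there too, and of the 13 in cold 11. The log2 fold change turned for Ppargc1a 0.24 and Elovl3 0.0452 (KO at RT against WT in cold), Per2 -0.0738, Tet3 -0.0934, Pparg 0.19 and Fabp4 0.14 (KO effect in cold) and Tet2 -0.0899 (KO effect at RT), and the list direction, with adjusted p from camera, for general adipocyte genes 0.00175 and keratinocyte markers 0.557 (KO effect in cold). In all, 157 kept their direction and side of the threshold, 24 lost their call, 12 gained a call and 9 turned in direction.

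Leaving out each mouse in turn gave 0 to 6 genes higher and 0 to 2 lower in KO at RT, 7 to 17 higher and 0 to 1 lower in cold, 0 to 6 higher at both, 0 to 1 with different KO effects, 0 to 41 higher and 2 to 36 lower in cold in WT, 0 to 22 higher and 3 to 10 lower in cold in KO and 15 to 348 between KO at RT and WT in cold. Lists called were 3 to 12 higher for KO at RT, 2 to 13 higher and 5 to 8 lower for KO in cold, 1 to 5 lower for cold in WT and 1 to 10 lower for cold in KO. Log2 fold changes that turned were those of Elovl3 at RT (-0.46 to 1.37), Tet2 at RT (-0.19 to 0.25), Tet3 in cold (-0.0931 to 0.24), Per2 in cold (-0.0734 to 0.33), Pparg in cold (-0.47 to 0.19), Fabp4 in cold (-0.68 to 0.14) and, for KO at RT against WT in cold, Ppargc1a (-0.96 to 0.24) and Elovl3 (-1.79 to 0.0456). List directions that turned, with the lowest and highest adjusted p from camera, were those of white adipocyte genes at RT (0.171 to 0.895), fatty acid synthesis at RT (4.21e-06 to 0.790) and, in cold, general adipocyte genes (4.99e-12 to 0.261), fatty acid oxidation (1.75e-14 to 0.461), fatty acid uptake (0.0324 to 0.841), macrophage markers (1.66e-08 to 0.853) and keratinocyte markers (1.12e-14 to 0.439). Per mouse left out, 167 to 180 results were the same, 17 to 34 lost their call, 0 to 7 gained one and 0 to 6 turned in direction.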

Differences from the paper's values

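The alternatives compared here were set before the data were examined, apart from the grouping by sample titles and the fits without both mice 1781 and 1786. The thresholds are those of the paper, a fold change above 1.5 and an adjusted p under 0.05.

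The paper's number of genes higher in KO at RT is 51, and edgeR's quasi-likelihood test called 6. DESeq2 (61), edgeR's likelihood ratio test (53) and its exact test (49) came within 1.5 times of the paper's number, and upper-quartile factors, library size alone, no filter, at least 10 counts in every library, only the groups compared, the mouse-number range, no fold threshold and leaving out each mouse in turn did not. The paper's number of genes lower in KO at RT is 73, and edgeR's quasi-likelihood test called 0, with 791 at an unadjusted p under 0.05. DESeq2 (58) and the likelihood ratio test (56) came within 1.5 times, and the exact test (48) and the alternatives just named did not. In cold the paper's number of higher genes is 87, and edgeR's quasi-likelihood test called 13. DESeq2 (66), the likelihood ratio test (74) and the exact test (69) came within 1.5 times and the same alternatives did not. The paper's number of lower genes in cold is 26, and edgeR's quasi-likelihood test called 0, with 464 at an unadjusted p under 0.05. DESeq2 (35), the likelihood ratio test (30) and the exact test (24) came within 1.5 times and the same alternatives did not. The sample titles' grouping gave 6, 0, 8 and 16 and leaving out both mice 6, 0, 21 and 6 for these 4 numbers, chosen after the values were seen, and none of these is within 1.5 times of the paper's.

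The paper's Supplementary Table 1 gives 21 genes as higher in KO at both temperatures, and edgeR's quasi-likelihood test called 6 at both. DESeq2 (26), the likelihood ratio test (24) and the exact test (24) came within 1.5 times. The genes called at 1 temperature and at an unadjusted p under 0.05 at the other (13) and the alternatives named before did not. It gives 6 genes as lower at both, and edgeR's quasi-likelihood test called 0 at both, with 91 at an unadjusted p under 0.05. The likelihood ratio test (5) came within 1.5 times, and DESeq2 (3), the exact test (2) and the other alternatives (0 each) did not. All 6 numbers are within 1.5 times of the paper's only with the likelihood ratio test. The paper names edgeR and does not say in its text which of its tests was used. For Ucp1 its Supplementary Table 1 prints smaller adjusted p at both temperatures than the likelihood ratio test gave here. The match of numbers therefore does not show which test the paper used.

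The directions of the genes in Supplementary Table 1 were the same here for all that were tested, 48 of 48 higher at RT, 86 of 86 higher in cold, 73 of 73 lower at RT and 26 of 26 lower in cold. Of these, edgeR's quasi-likelihood test called 5, 12, 0 and 0, and the likelihood ratio test 37, 57, 45 and 13. The grouping of libraries was chosen with fold changes of this table, so this is not independent evidence. The paper's percent of variance is about 27 for the first and about 24 for the second component in Supplementary Fig. 9a, read by eye, and those here were not counted as different.

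The paper names Ucp1, Ppargc1a, Cidea and Elovl3 as thermogenic genes that are higher in KO. Their log2 fold changes here were positive at both temperatures, and of the 8 tests edgeR's quasi-likelihood test called only that of Cidea in cold. Ucp1 was called at RT (adjusted p of 2.96e-11, 9.88e-11 and 1.21e-10) and in cold (0.00662, 2.29e-04 and 2.23e-04) by DESeq2, the likelihood ratio test and the exact test, and so were Ppargc1a (0.00102, 0.00262 and 0.00258 at RT and 0.00206, 0.00166 and 0.00152 in cold) and Cidea at RT (1.02e-07, 2.78e-07 and 2.62e-07). Elovl3 was called in cold by these 3 tests (0.00207, 0.00307 and 0.00309) and at RT by no setting. With only the groups compared, Ucp1 (0.0144) and Elovl3 (0.0134) were called in cold, and without mouse 1786 Elovl3 in cold (0.0499). Without both mice 1781 and 1786, a setting chosen after the values were seen, 1 KO mouse was left at each temperature. The log2 fold change of Ppargc1a was then 2.23 at RT and 1.82 in cold.

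Of the 6 genes lower at both temperatures in the paper, C4b and Chrdl1 were called at both by DESeq2, the likelihood ratio test and the exact test. Vnn1 was called in cold by these 3, Aoc1 at RT by these 3, Faim2 at RT by these 3 and in cold by DESeq2 (0.0307), and Padi4 at RT by the likelihood ratio test (0.0374), the exact test (0.0470) and edgeR's quasi-likelihood test with the mouse-number range as a term (0.0283). C4b was called in cold by edgeR's quasi-likelihood test without a filter (0.0312).

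The paper reports lower Tet1 mRNA in the purified adipocyte fraction of these mice by RT-qPCR, and no significant change in the stromal-vascular fraction. The libraries here hold RNA with markers of stromal cells, but whether both measures were made on the same material is not known. The paper describes fractionated adipocytes for these libraries too, while the deposited labels describe tissue. In the libraries labelled KO the log2 fold change of Tet1 was positive, at 1.10 at RT and 0.82 in cold, with counts taken over the whole gene, and no setting gave a negative value.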

Other observations

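No test in this part was chosen after its result had been seen, apart from the grouping by the sample titles and the fits without both mice 1781 and 1786. In cold, clock genes changed in WT. Besides Per2, the output regulators Dbp (2.14, SE 0.28) and Tef (1.48, SE 0.20) rose on the log2 scale. The calls of Dbp and Tef ended without any 1 of the 5 WT mice (adjusted p of 0.0689 to 0.321 for Dbp) and under the sample titles (0.315 and 0.490). Of 19 clock genes 4 rose and 2 fell in WT by edgeR's quasi-likelihood test, and 8 were higher and 4 lower when adjusted over the list alone (median log2 fold change 0.34, camera adjusted p = 5.73e-04, 0.575 with an estimated correlation). The reads of Dbp can be shared with Sphk2, which overlaps it. In KO, 1 rose in cold, Ciart, by 2.32 (SE 0.33), a call that ended without any 1 of the 9 mice, and the list's camera adjusted p was 0.188. In KO against WT at RT, 15 of the 19 were positive (median log2 fold change 0.30, camera adjusted p = 1.21e-05, 0.144 with an estimated correlation), 0 were called and 6 were higher when adjusted over the list alone, with log2 fold changes of 1.27 (SE 0.19) for Per2 and 0.95 (SE 0.16) for Per3. In cold, 14 were positive (median log2 fold change 0.16, camera adjusted p = 0.0251, 0.628 with an estimated correlation), and this call ended without WT mouse 1773 (0.0875), WT mouse 1783 (0.0915) or KO mouse 1782 (0.528) and under the sample titles (0.0859). Without the genes in the paper's lists the clock list had an adjusted p of 0.0689 at RT and 0.280 in cold. In WT in cold it had 0.169. The time of day of sampling is not given in the sources used here.

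Markers of lymphocytes, and with them those of some other blood and immune cells, stood higher in cold. All 11 markers of T and NK cells were positive in WT (median log2 fold change 0.83, camera adjusted p = 9.10e-05, 0.892 with an estimated correlation) and in KO (median log2 fold change 0.67, camera adjusted p = 0.00294, 0.769 with an estimated correlation), as were all 9 of B cells in WT (median log2 fold change 1.00, camera adjusted p = 0.00167, 0.892 with an estimated correlation) and in KO (median log2 fold change 1.02, camera adjusted p = 0.0326, 0.769 with an estimated correlation). Il7r, the interleukin 7 receptor, had log2 fold changes of 1.27 (SE 0.37) in WT and 1.22 (SE 0.40) in KO, that in WT being 0.81 without mouse 1810 and 1.96 without mouse 1788. In both lists and genotypes 0 were called by edgeR's quasi-likelihood test and 0 and 0 in WT and 0 and 0 in KO were higher when adjusted over the list alone. The B cell call in WT ended without mouse 1810 (0.721). In KO that of T and NK cells ended without mouse 1781 (0.0745) and that of B cells without 1786 (0.454), 1781 (0.114) or 1782 (0.100), and both ended under the titles (0.124 and 0.0989) and without both mice (0.184 and 0.577). The rise was not particular to lymphocytes. Of 8 genes of dendritic cells and MHC class II, 7 were positive in WT (median log2 fold change 0.50, camera adjusted p = 0.00670, 0.892 with an estimated correlation) and 7 in KO (median log2 fold change 0.46, camera adjusted p = 0.0326, 0.769 with an estimated correlation), and the call in KO ended without mouse 1814 (0.351) or 1781 (0.673). All 7 genes of red blood cells were positive in WT (median log2 fold change 1.38, camera adjusted p = 0.00906, 0.892 with an estimated correlation), a call that ended without mouse 1810 (0.0880) or 1812 (0.0855), and in KO (median log2 fold change 0.63, camera adjusted p = 0.982), where the set was called higher without mouse 1781 (0.00173) and lower without mouse 1782 (0.00104). Neutrophil markers were higher in KO (median log2 fold change 0.96, camera adjusted p = 0.0313, 0.769 with an estimated correlation), a call that ended without mouse 1786 (0.0795) or 1781 (0.120), and not called in WT (0.938). Macrophage markers were lower in WT (median log2 fold change -0.24, camera adjusted p = 0.0496, 0.892 with an estimated correlation), a call that ended without mouse 1788 (0.502) or 1812 (0.248), and not called in KO (0.0745), where they were called higher without mouse 1814 (3.06e-04) or 1782 (5.26e-05). Under the titles the direction in KO turned for the dendritic cell (0.839), neutrophil (0.367) and macrophage sets (7.37e-20). The share of lymph node or blood in the samples was not measured. Interferon response genes stood lower in cold in WT (median log2 fold change -0.52, camera adjusted p = 4.17e-04, 0.892 with an estimated correlation) and KO (median log2 fold change -0.39, camera adjusted p = 0.0120, 0.769 with an estimated correlation), calls that ended without mouse 1788 in WT (0.241) and without mouse 1814 (0.524) or 1782 (0.272) in KO.

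Genes of fatty acid synthesis stood lower after cold, 17 of 18 in WT (median log2 fold change -0.76, camera adjusted p = 9.10e-05, 0.892 with an estimated correlation) and 16 in KO (median log2 fold change -0.68, camera adjusted p = 0.00294, 0.769 with an estimated correlation), with 0 called and 1 in WT and 0 in KO lower when adjusted over the list alone. Elovl6 had a log2 fold change of -1.79 (SE 0.42) in WT. The call in WT ended without mouse 1810 (0.0617), and that in KO without mouse 1814 (0.149) or 1781 (0.158) and under the titles (0.850). Of 16 genes of white adipocytes, 14 were negative in KO against WT in cold (median log2 fold change -0.41, camera adjusted p = 1.24e-05, 0.640 with an estimated correlation), with 0 called and 3 lower when adjusted over the list alone. Agt, angiotensinogen, had a log2 fold change of -1.42 (SE 0.31). This call ended without KO mouse 1781 (0.160), under the sample titles (0.542) and without both mice (0.246). At RT their median was -1.21e-04, their mean -0.36 and the camera adjusted p 0.796, which was 6.97e-05 under the titles. Of the 16 genes 3, Agt, Sncg and Tcf21, stand in the paper's lists of lower genes, so the list is not independent evidence.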
